# Unraveling the complexity of transcriptomic, metabolomic and quality environmental response of tomato fruit

**DOI:** 10.1186/s12870-017-1008-4

**Published:** 2017-03-28

**Authors:** Daniela D’Esposito, Francesca Ferriello, Alessandra Dal Molin, Gianfranco Diretto, Adriana Sacco, Andrea Minio, Amalia Barone, Rossella Di Monaco, Silvana Cavella, Luca Tardella, Giovanni Giuliano, Massimo Delledonne, Luigi Frusciante, Maria Raffaella Ercolano

**Keywords:** Environment, Fruit quality, Metabolome, Network, Plasticity, Sensorial attributes, *Solanum lycopersicum*, Transcriptome

## Abstract

**Background:**

The environment has a profound influence on the organoleptic quality of tomato *(Solanum lycopersicum)* fruit, the extent of which depends on a well-regulated and dynamic interplay among genes, metabolites and sensorial attributes. We used a systems biology approach to elucidate the complex interacting mechanisms regulating the plasticity of sensorial traits. To investigate environmentally challenged transcriptomic and metabolomic remodeling and evaluate the organoleptic consequences of such variations we grown three tomato varieties, Heinz 1706, whose genome was sequenced as reference and two “local” ones, San Marzano and Vesuviano in two different locations of Campania region (Italy).

**Results:**

Responses to environment were more pronounced in the two “local” genotypes, rather than in the Heinz 1706. The overall genetic composition of each genotype, acting in *trans*, modulated the specific response to environment. Duplicated genes and transcription factors, establishing different number of network connections by gaining or losing links, play a dominant role in shaping organoleptic profile. The fundamental role of cell wall metabolism in tuning all the quality attributes, including the sensorial perception, was also highlighted.

**Conclusions:**

Although similar fruit-related quality processes are activated in the same environment, different tomato genotypes follow distinct transcriptomic, metabolomic and sensorial trajectories depending on their own genetic makeup.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-017-1008-4) contains supplementary material, which is available to authorized users.

## Background

Tomato (*Solanum lycopersicum*) is one of the most popular and widely consumed vegetable crops worldwide and its peculiar fruit quality properties can be strong modified by environmental conditions. The response to different environmental conditions depends on several factors, including the genetic diversity and genome plasticity of individual genotypes. Both the occurrence and magnitude of phenotypic plasticity for any trait are themselves characteristics that are under genetic control, with levels varying between traits, individuals and populations [1–5]. Thus, differences in functional traits are predictive of differences in individual genomic responses to environmental changes, albeit this has rarely been experimentally tested in the field [6]. Trait variation among individuals must be considered when evaluating the importance of functional traits as a predictor of how a genotype will respond to environmental change [7]. Indeed, the role of such plasticity could be crucial for buffering the detrimental effects of environmental changes [8, 9]. A proposed hypothesis is that phenotypic plasticity can be favored by gene duplication events, which generate redundant genomic functions that may diverge over time [10].

The organoleptic properties of tomato fruit are defined by a set of sensory attributes, such as flavor, fruit appearance and texture. Flavor is defined as the combination of taste and odor. Intense taste is the result of an increase in gluconeogenesis, hydrolysis of polysaccharides, a decrease in acidity and accumulation of sugars and organic acids [11], while aroma is produced by a complex mixture of volatile compounds and degradation of bitter principles, flavonoids, tannins and related compounds [11, 12]. Fruit color is mainly determined by carotenoids and flavonoids [13, 14], while textural characteristics are primary controlled by the cell wall structure in addition to cuticle properties, cellular turgor and fruit morphology [15]. In last years, tomato fruit organoleptic quality has been investigated both at the genetic and biochemical levels in order to obtain new varieties with improved taste [16–19]. Recently, the genomes of traditional tomato cultivars such as San Marzano (SM) and Vesuviano (RSV), considered important models for fruit quality parameters, have been sequenced [20]. SM, originating from the Agro Sarnese-Nocerino area in southern Italy, produces elongated fruits with a peculiar bittersweet flavor [21]. RSV, originating from the volcanic slopes of Vesuvius in the same region, produces small sweet pear-shaped fruits that are suitable for long-term storage thanks to their texture [22].

The ability to dissect genomic and metabolic responses to environmental cues is key to understanding the molecular basis of plasticity of fruit quality traits. In spite of the large amount of information on the genomic and metabolomic components controlling fruit quality traits, very little is known to date regarding the transcriptional dynamics (plasticity) controlling such traits. A systems biology approach, integrating different –omics datasets, is instrumental for elucidating complex mechanisms controlling organoleptic properties [23].

The aim of this work was to quantify the extent of the transcriptional response to environmental cues, to measure the metabolic activity and to evaluate the organoleptic consequences of the genome variation identified. We used a multilevel (system biology) approach combining genome, transcriptome, metabolome and sensorial data of three tomato varieties, Heinz 1706 (H), SM and RSV, grown in two different localities.

## Methods

### Plant material and growth conditions

H, SM and RSV tomato (*Solanum lycopersisum*) plants were cultivated in two locations in southern Italy, Sarno (province of Salerno, SA) and Acerra (province of Naples, NA) characterized by Mediterranean climate with lower average air temperature (T) and humidity (U) and slight higher average number of rainy days (R) in Acerra (T = 22.7C°; U = 63.8%; R = 6.6 days) than in Sarno (T = 23.8C°; U = 72.9%; R = 4.5 days) during the growing season (http://www.ilmeteo.it/portale/archivio-meteo). Differences between the two locations also regarded soil texture, characterized by predominance of silt and clay in Acerra (Ac) limestone and sand in Sarno (Sa). In addition, differences in chemical parameters such as pH (7.3 in Acerra, 8.3 in Sarno), limestone (absent in Acerra, 10 g/Kg in Sarno) exchangeable magnesium (0,94 meq/100 g in Acerra, 2.16 meq/100 g in Sarno) exchangeable potassium, (4.55 meq/100 g in Acerra, 1.93 meq/100 g in Sarno), ratio C/N (8.2 g/Kg in Acerra, 11.1 g/Kg in Sarno) and electrical conductivity (1:5) (0.07 dS/m in Acerra, 0.237 dS/m in Sarno) were found between the two fields.

The genotypes were grown in a randomized design during the summer of 2012 following the tomato field procedures used for the area. Young seedlings (~one month old) were planted at the end of April in two blocks, divided into three plots. In each plot 3–4 plants of any variety were allocated.

At mature ripe stage (according to the full appearance of red color on the fruit surface, Additional file 1: Figure S1) fruits were collected from the intermediate trusses of the plant. In each plot fruits belonging to the same variety were pooled. The six samples obtained for each variety was used to conduct the sensory evaluation. The rest was chopped, divided into replica aliquots and immediately frozen under liquid nitrogen and then stored at −80°.

### RNA sequencing and differential expression analysis

Total RNA used for downstream RNA sequencing and qPCR validation was extracted from frozen, homogenized, and powdered fruit tomato samples following the protocol previously described [24]. RNA quality was checked with an Agilent Bioanalyzer 2100. Six RNA-seq libraries were prepared starting from 2.5 μg of total RNA using the TruSeq RNA Sample Prep Kit v2 (Illumina Inc., San Diego, CA, USA). The libraries were then size-selected with a Pippin Prep (Sage Science Inc., Beverly, MA, USA) resulting in a selected range of about 250–350 bp. The cDNA libraries were sequenced with TruSeq Sequencing by means of a Synthesis Kit v3-HS and TruSeq Paired End Cluster Kit v3-cBot-HS (Illumina Inc., San Diego, CA, USA) using an HiSeq 1000 (Illumina Inc., San Diego, CA, USA) sequencer according to the manufacturer’s instructions to generate 100-bp paired-end reads. Sequencing reads were analyzed with CASAVA software (Illumina Inc., San Diego, CA, USA) for demultiplexing and FASTQ file generation. The quality of reads was checked using RseQC software [25].

RNAseq reads were aligned on *S. lycopersicum* cv. Heinz 1706 version 2.40 genome, San Marzano and Vesuviano [20] respective genome using TopHat (ver. 2.0.6). Transcriptome reconstruction and identification of differentially expressed genes (DEGs) and isoforms (DEI) for module of log in base 2 fold change (FC) values were performed with Cufflinks (ver2.1.1) using multi-read correction. This pipeline was followed for each cultivar and with respective reference annotation to guide a Reference Annotation Based Assembly (RABT) to allow the detection of novel genes/isoforms [26, 27].

Real-time quantitative RT-PCR was performed using 1 μg of total RNA reverse transcribed with the Transcriptor High Fidelity cDNA Synthesis Kit, Roche. Amplification was carried out with a 7900HT Fast Real-Time PCR System (Applied Biosystems) using Power SYBR®Green Master Mix (Applied Biosystems). There were 25 μl of reaction mixture containing: 0.5 μM of each primer and 12.5 μl of SYBR GreenPCR master mix. Relative quantification was achieved by the ΔΔC_T_ method [28]. The list of primers used is reported in Additional file 1: Table S1.

### DEG functional classification, GO enrichment analysis and gene copy number detection

Functional annotation of novel genes was performed via Blast2GO [29]. Plant MetGenMAP [30] was used to perform GO enrichment analysis at p-value cut-off of 0.05 after Bonferroni correction. MapMan software [31] was used for the pathway visualization of the DEGs and DEIs. Fold changes (FC) of the genes in the enriched GO categories of interest were plotted in a frequency distribution table, based on the frequency with which they were detected in each GO category. Genes with FC falling outside the 90% boundaries of this frequency distribution were considered “outliers”. In order to identify multy copy gene families a local blast database of all Heinz 1706, San Marzano and Vesuviano genes was built and the DEGs between the two locations for each genotype were subjected to a BLASTN search on the respective database to identify homologous genes using a 1e-30 e-value threshold and nucleotide identity greater than 72%. The analysis was refined to keep blast results for which the query coverage per subject was greater than 50%.

### Metabolome analysis

Liquid chromatography-electrospray ionization- mass spectrometry (LC-ESI-MS) analysis of the fruit semi-polar metabolome was performed as previously described [32, 33] with slight modifications: 25 mg of freeze-dried, homogenized tomato fruit powder were extracted with 0.75 ml cold 75% (v/v) methanol, 0.1% (v/v) formic acid, spiked with 10 μg ml-1 formononetin. After shaking for 40 min at 20 Hz using a Mixer Mill 300 (Qiagen), samples were centrifuged for 15 min at 20,000 g at 4 °C; 0.6 ml of supernatant were removed and transferred to HPLC tubes. For each genotype, at least two independent extractions from three independent pools were performed. LC-MS analyses were carried out using a LTQ-Orbitrap Discovery mass spectrometry system (Thermo Fisher Scientific) operating in positive electrospray ionization (ESI), coupled to an Accela U-HPLC system (Thermo Fisher Scientific, Waltham, MA). Liquid chromatography was carried out using a Phenomenex C18 Luna column (150 × 2.0 mm, 3 μm). The mobile phase was composed by water −0.1% formic acid (A) and acetonitrile −0.1% formic acid (B). The gradient was: 95%A:5%B (one minute), a linear gradient to 25%A:75%B over 40 min, 2 min isocratic, before going back to the initial LC conditions in 18 min. Ten μl of each sample were injected and a flow of 0.2 ml was used throughout the LC runs.. Detection was carried out continuously from 230 to 800 nm with an online Accela Surveyor photodiode array detector (PDA, Thermo Fisher Scientific, Waltham, MA). Metabolites were quantified in a relative way by normalization on the internal standard amounts. ESI-MS ionization was performed using the following parameters: capillary voltage and temperature were set at 25 V and 300 °C; sheath and aux gas flow rate at, respectively, 40 and 25. Spray voltage was set to 4 kV and tube lens at 90 V. Metabolite identification was performed by comparing chromatographic and spectral properties with standards and reference spectra at the Pubchem database (http://pubchem.ncbi.nlm.nih.gov/) or the Metabolomics Fiehn Lab Mass Spectrometry Adduct Calculator (http://fiehnlab.ucdavis.edu/staff/kind/Metabolomics/MS-Adduct-Calculator/). Liquid chromatography -Atmospheric pressure chemical ionization- mass spectrometry (LC-APCI-MS) analysis of fruit isoprenoids was performed as previously described [34].

### Sensorial analysis

Sensorial analyses were performed by a trained panel of six judges. For each variety in the two environments, twelve attributes were evaluated: two related to appearance (red color, color uniformity), five to flavor (sourness, saltiness, sweetness, flavor, odor), five to texture (flouriness, hardness, turgidity, juiciness, and skin resistance). Each panelist received three samples; then the panel rated the different parameters on a 0–10 scale. Analysis of variance (ANOVA) was used to identify significant variation in quality attributes between environments. Principal component analysis (PCA) was used to explore the relationship between sensorial attributes and to ascertain the variability of the sensory characteristics of Acerra and Sarno. Sensory profiles were analyzed to assess the effects of genotype, environment, and their interactions by two-way ANOVA.

### Network analysis

Pearson’s correlation coefficients were calculated for selected SM and RSV data points represented by all the sensorial attributes, DEGs related to fruit quality and changed metabolites between the two environments (Additional file 2: Dataset S1-S4). All the data were normalized against the control represented by Heinz1706. Positive and negative correlations >0.8 and < −0.8 were considered for the construction of a dynamic network and visualized with Cytoscape version 3.2.1 [35].

## Results

### Transcriptome sequencing and assembly

RNA-Seq libraries from three tomato (*Solanum lycopersicum*) varieties (H, SM and RSV), grown in two locations in the southern Italian region Campania, namely at Sarno (Sa) and Acerra (Ac), were sequenced using Illumina technology, obtaining an average of 39.7 millions of fragments per sample (Additional file 1: Table S2). H, SM and RSV reads were mapped to the respective genome assemblies. 

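Fruit of H, whose genome is the tomato reference, and of the local varieties SM and RSV gave 18 RNA-seq libraries, with 3 replicates of each variety at each location. The paper's methods mention 6 libraries and fruit that was pooled in each plot and divided into aliquots, and its Table S2 lists 18 libraries. Whether the 3 libraries of a group come from separate plots or from aliquots of 1 pool is not stated in the methods, and in the second case the SDs and p-values given here leave out the variation between plots. The paper aligned the H reads to the reference genome and the SM and RSV reads to the assembly of each variety with TopHat. Expression was then estimated by the authors with Cufflinks, in 1 run per variety, guided by the reference annotation and with a correction for reads that map to several places. The values used here are the authors' FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) for each locus and library, without read counts. They covered 35566 loci in H, 35773 in SM and 35627 in RSV. Of these loci, 2261, 2309 and 2195, respectively, carried no gene ID, and 1359, 1548 and 1577 joined several gene IDs in 1 value. From the fragment numbers and mapping rates of Table S2, the mapped fragments per library were between 27202013 and 49127928 (median 31916292) for H in Acerra and between 31534526 and 44310295 (median 32127209) for H in Sarno. They were between 21508409 and 30456242 (median 27196125) for SM in Acerra and between 39465763 and 66228391 (median 43248551) for SM in Sarno. For RSV they were between 27933266 and 32170957 (median 29154282) in Acerra and between 40790163 and 48696677 (median 42910114) in Sarno. In SM and RSV every Sarno library was thus deeper than every Acerra library of the same variety. The differences between locations were tested within each variety on log2(FPKM + 0.5) with limma, over the loci with a mean of at least 0.5 FPKM in the 6 libraries, and the p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change means a higher value in Acerra, and on this scale the change of loci with low FPKM is understated. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. No FPKM level was tested between varieties, because each variety had its own assembly and its own Cufflinks run. Where genes are sorted by whether they reach a given FPKM in one variety and not in another, differences between the assemblies and runs are included. Among loci at 100 FPKM or more, the spread of the log2 ratio between 2 replicates (scaled median absolute deviation) lay between 0.164 and 0.509 over the 18 pairs of replicates, so no pair was treated as 1 library.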

The three varieties showed more than 19,000 expressed genes on average, 17,382 of which were previously annotated and shared among the three plus an average of 2,255 novel loci for variety (Table 1). 

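A gene was counted as expressed in a variety where its locus had a mean of at least 0.5 FPKM at both locations. By this count 16321 of the 34724 gene IDs listed for all 3 varieties were expressed in H, SM and RSV alike. Loci without a gene ID that passed the same minimum numbered 1124 in H, 1210 in SM and 1239 in RSV. The shared set held 18364 genes with a minimum of 0.1 FPKM and 15177 with a minimum of 1 FPKM, and 18584 genes had values above 0 in all 18 libraries. The paper's text names no minimum.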

Overall, the transcripts obtained showed a mean length of 1,852 base pairs (bp) and a mean N50 of 2,475 bp (Table 1). Functional annotation of novel genes allowed at least one Gene Ontology (GO) term to be assigned to 20% of the novel genes identified in the reference genome SL2.40, to 8% of SM novel genes and to 10% of RSV novel genes (Additional file 2: Dataset S5, S6 and S7).

**Table 1:** Transcriptome reconstruction statistics for Heinz 1706, San Marzano and Vesuviano cultivars

	Heinz 1706	San Marzano	Vesuviano
Known genes (SL2.40) (transcripts)	34,725 (38,295)	34,725 (38,249)	34,724 (38,243)
Novel loci (transcripts)	2,261 (3,242)	2,309 (3,365)	2,195 (3,250)
Maximum length of transcripts	242,963	243,000	243,266
N50 length of transcripts	2,394	2,511	2,522
Mean length of transcripts	1,784.85	1,864.37	1,883.92

### Extent of gene expression variation in three tomato cultivars

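With the minimum of 0.5 FPKM, 17117 loci were expressed at both locations in H, 17293 in SM and 17296 in RSV, loci without a gene ID included. When each library was left out in turn, the count ranged from 17014 to 17107 in H, from 17224 to 17273 in SM and from 17190 to 17292 in RSV. The SM and RSV ranges overlapped, and the H range lay below both. Loci that differ between locations are included in these counts, while the caption of Fig. S2 describes genes not modulated by the environment.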

The three varieties, H, SM and RSV, expressed, respectively, a total of 20,164, 19,680 and 19,590 transcripts in both localities. 

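Genes that reached the minimum at both locations in 1 variety, and in neither of the other varieties, numbered 422 in H, 400 in SM and 382 in RSV. With a minimum of 0.1 FPKM the 3 counts were 447, 436 and 399 in the same order. H had the largest set under both minima.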

The H variety specifically expressed a core set of 993 genes, instead 615 and 669 genes were expressed in SM and in RSV respectively (Additional file 1: Figure S2). Differentially expressed genes (DEGs) for each genotype (H, SM and RSV) were computed comparing the expression levels in the two different environments (Ac and Sa). 

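Between Acerra and Sarno, 1598 of 18089 tested loci in H had a limma adjusted p under 0.05, against 1490 of 18150 in SM and 2167 of 18328 in RSV. Before adjustment, 5375, 4667 and 5568 loci had a p under 0.05. The 3 values at one location all exceeded the 3 at the other for 36.9% of the tested loci in H, 33.1% in SM and 37.9% in RSV, where chance gives 10%. In H, 1190 DEGs were higher in Acerra and 408 in Sarno. The split was 1102 to 388 in SM and 1119 to 1048 in RSV. This split depended on the scaling of the libraries. After each library was rescaled by its median ratio to the mean library, it was 603 to 481 in H, 1083 to 499 in SM and 1142 to 1069 in RSV, and with quantile normalization 424 to 407, 1027 to 905 and 1271 to 1096. Rescaling moved the median log2 fold change over all tested loci of H from 0.10 to -0.02. With an absolute log2 fold change of at least 1 required as well, 796 DEGs were left in H, 921 in SM and 1065 in RSV. Single libraries also moved the counts. Without H Acerra replicates 1, 2 or 3 the count in H was 82, 3 and 4, respectively, without SM Acerra replicate 3 it was 360 in SM, and in RSV it rose to 4168 without Sarno replicate 3 and fell to between 579 and 706 without any one of the other 5 libraries.

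**Figure D1:**
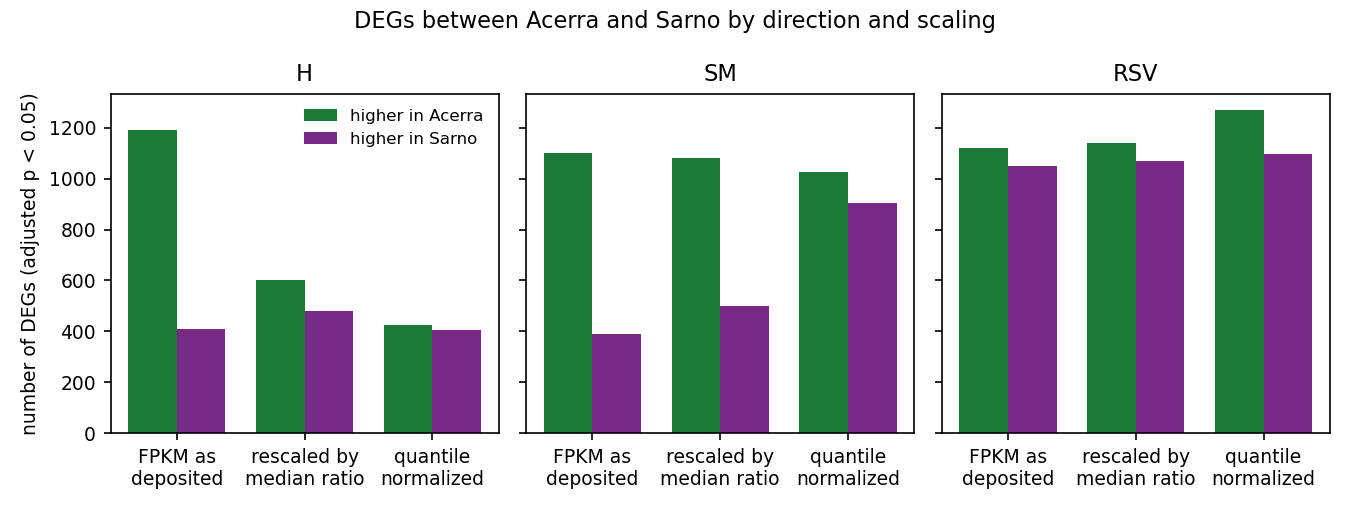
Number of DEGs between Acerra and Sarno (vertical axis, limma adjusted p under 0.05) in H, SM and RSV, as bars by direction, for the deposited FPKM, for libraries rescaled by their median ratio and for quantile normalized values. The bars for Acerra stand well above those for Sarno in H and SM on the deposited scale, and the difference shrinks to 424 against 407 in H and 1027 against 905 in SM after quantile normalization.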

Figure 1a reports the number of genes that showed differential expression in H (595), in SM (801) and RSV (864). 

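The files pair gene IDs with no names, so the strongest single differences are given by ID or position. The largest rise in Acerra among the SM DEGs was Solyc06g059740, listed at 3642, 4032 and 3621 FPKM in the 3 Acerra libraries and at 0 in each Sarno library. In RSV it was Solyc04g071610, at 20954, 20354 and 21772 FPKM in Acerra and listed at 0 in each Sarno library. No fold change is given for these genes, because a value of exactly 0 at such a level can be a failed estimate of the software. The largest rises in Sarno lay in short loci without a gene ID. In SM the locus on chromosome 7, from 40310604 to 40310706 had 31188, 37477 and 44914 FPKM in the Sarno libraries and 1.10, 0 and 2.97 in the Acerra libraries. In H the locus on chromosome 11, from 26773743 to 26773853 had 2454, 401 and 189.7 FPKM in Sarno against 0.851, 0 and 0.188 in Acerra. The RSV locus on chromosome 11, from 17737775 to 17737879 had 2402, 2020.0 and 29888 FPKM in Sarno against 0.303, 0 and 0 in Acerra, so Sarno replicate 3 held most of its signal. The H locus passed 0.05 in 4 of 6 fits with one library left out. Each of these 3 loci had 0 FPKM in Acerra replicate 2. Of annotated genes, Solyc12g033020 in SM was higher in Sarno, with 0.169 ± 0.147 FPKM (SD, n = 3) in Acerra and 107 ± 43.2 FPKM (SD, n = 3) in Sarno, a log2 fold change of -7.28 (standard error 0.32, limma adjusted p = 2.90e-04). Solyc01g007400 in H had 0.582 ± 0.629 FPKM (SD, n = 3) in Acerra and 50.5 ± 29.8 FPKM (SD, n = 3) in Sarno, a log2 fold change of -5.51 (standard error 0.64, limma adjusted p = 0.0174), and passed 0.05 in 4 of 6 fits with one library left out (highest adjusted p 0.0846 without Acerra replicate 2).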

Interestingly, most of the highly expressed DEGs were related to fruit quality in all genotypes (Fig. 1b, c, and d). Fruit quality genes showing structural variants in SM and RSV [20] were also investigated. Of 2,051 genes showing variants both in RSV and SM in comparison to H, 78 and 89 genes were differentially expressed in SM and RSV, respectively, including a large number of genes encoding transcription factors/regulators. Of 626 and 184 genotype-specific genes with variants in SM and RSV, 24 and 9 genes proved to be differentially expressed in the two genotypes. The DEGs with variants in SM were predominantly represented by cell wall enzymes (xyloglucan endotransglucosylase/hydrolase, glycosyltransferase, etc.) while in RSV by transcription factors (bZIP, MYB etc., Additional file 1: Table S3).

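Of the 24 SM genes of Table S3, 17 had a limma adjusted p under 0.05 over all tested loci and 21 when adjusted over the list alone. The second count is not independent evidence, since the paper chose the list on these libraries. In 19 of the listed genes the mean was higher in Acerra and in 5 in Sarno, with log2 fold changes from -2.04 to 3.81. Table S3 describes Solyc12g017240 as xyloglucan endotransglucosylase/hydrolase 7, and it had 223 ± 52.0 FPKM (SD, n = 3) in Acerra and 20.0 ± 7.48 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.49 (standard error 0.32, limma adjusted p = 0.00288). The glycosyltransferase Solyc02g087350 had 107 ± 9.18 FPKM in Acerra and 7.53 ± 3.16 FPKM in Sarno (SD, n = 3 each), with a log2 fold change of 3.81 (standard error 0.26, limma adjusted p = 0.00132). In RSV, 8 of the 9 listed genes passed over all tested loci and 9 when adjusted over the list alone, with 3 higher in Acerra and 6 in Sarno. The bZIP transcription factor Solyc01g100460 had a log2 fold change of -1.01 (standard error 0.23, limma adjusted p = 0.0418), and the MYB transcription factor Solyc02g079280 a log2 fold change of -2.25 (standard error 0.52, limma adjusted p = 0.0413) at low levels, 0.0247 ± 0.0214 FPKM in Acerra and 2.42 ± 1.64 FPKM in Sarno (SD, n = 3 each). Each of the 2 genes passed 0.05 in 1 of 6 fits with one library left out, and the highest adjusted p was 0.139 without Acerra replicate 1 and 0.130 without Sarno replicate 1, respectively.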

**Fig. 1:**
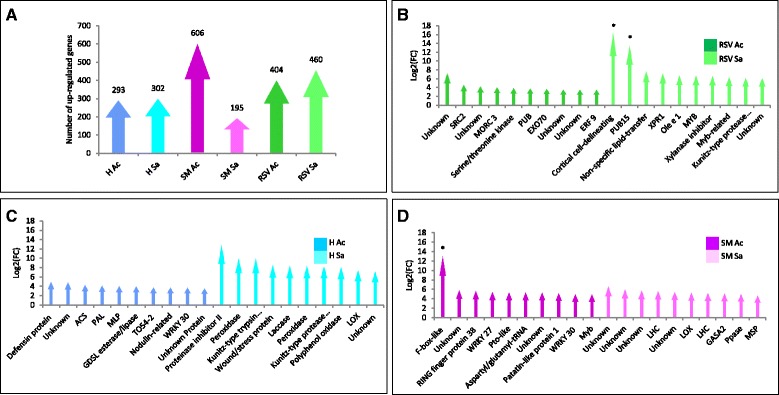
Changes in gene expression profiles. **a** Letters in figure legends should be in uppercase Number of up-regulated genes identified in the two locations (Ac and Sa) for the three genotypes analyzed (H, SM and RSV). **b**, **c** and **d** List of top 10 up-regulated genes in both locations in H, SM and RSV, respectively. ACS: 1-aminocyclopropane-1-carboxylate synthase, PAL: Phenylalanine ammonia-lyase, MLP: Major latex-like protein, LOX: Lipoxygenase, MSP: Male sterility 5 family protein PPase: Pyrophosphate-energized proton pump, GASA2: Gibberellin-regulated protein 2, LHC: Chlorophyll a/b binding protein, ERF9: Ethylene-responsive transcription factor 9, EXO: Exocyst complex protein EXO70, PUB: U-box domain-containing protein, MORC: MORC family CW-type zinc finger 3, Ole e 1: Pollen Ole e 1 allergen and extensin, XPR1: Xenotropic and polytropic retrovirus receptor, PUB15: U-box domain-containing protein 15. Asterisks indicate genes absent in one location. To avoid an infinite fold-change of transcripts that did not express in one location, transcripts were augmented with small fragments per million of mapped reads (FPKM, 0,0001) prior to binary logarithmic transformation add a point at end od each legend

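Table S6 gives the gene ID Solyc12g014630 for the cortical cell-delineating protein of RSV. This gene was listed at 0 in each of the 3 Acerra libraries and at 20.7, 13.5 and 14.9 FPKM in the Sarno libraries 1, 2 and 3 (limma adjusted p = 1.59e-04).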

### Investigations of DEGs involved in fruit quality determination

An enrichment analysis was performed to identify Gene Ontology (GO) terms over-represented in each genotype irrespective of the environment (G), in each environment irrespective of the genotype (E) and in specific genotype **×** environment combinations (G **×** E), following the scheme shown in Fig. 2a. The complete lists of GO terms enriched in the three comparisons are reported in Additional file 2: Dataset S8-S13.

**Fig. 2:**
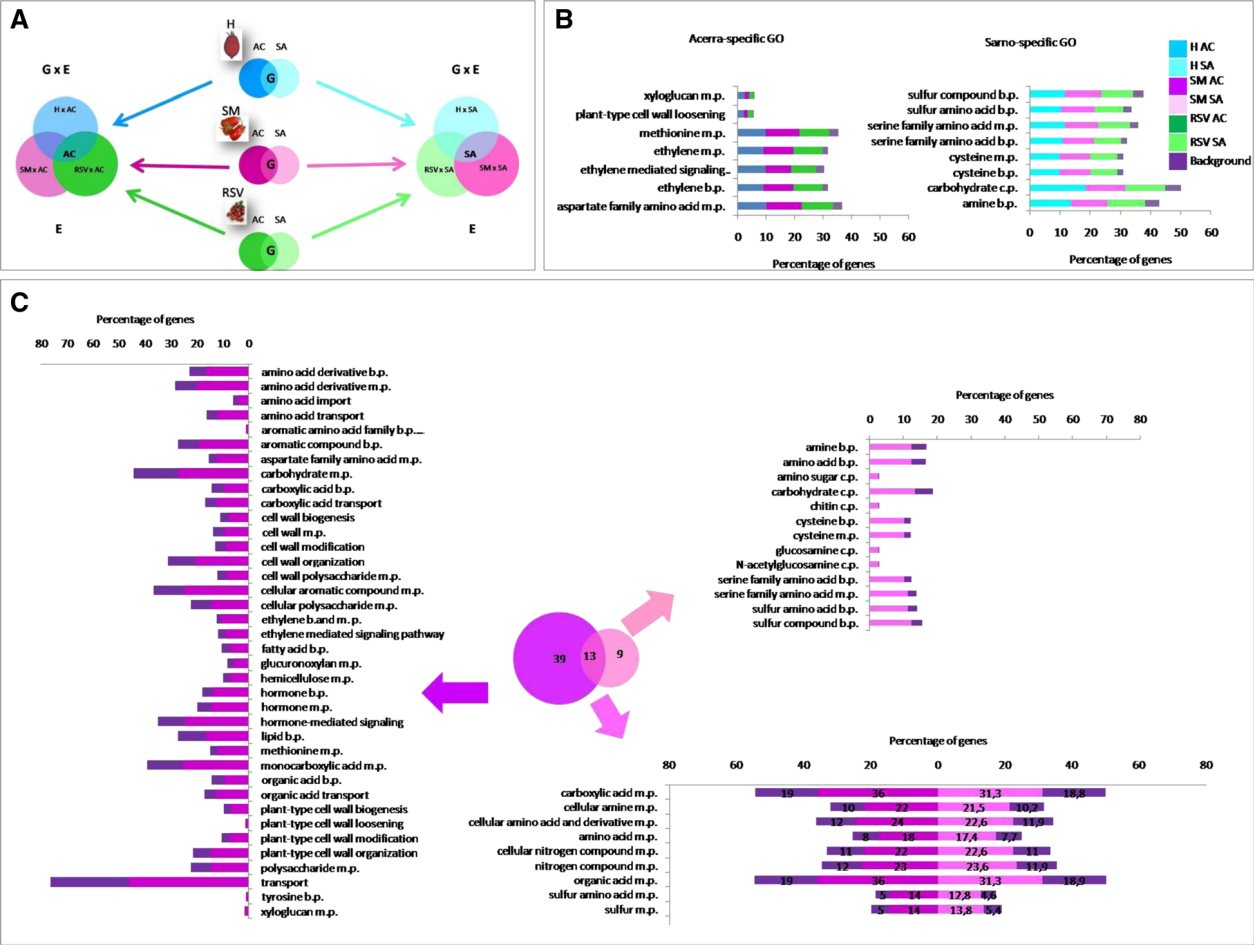
Gene ontology enrichment analysis. **a** Scheme for classifying over-represented gene classes. For each genotype Acerra-specific (Ac) and Sarno-specific (Sa) enriched GO terms were identified. Enriched GO terms common to both environments (G) in each genotype (H, SM and RSV) were also identified. By crossing enriched GO terms in Acerra from all three genotypes, Acerra-specific and Acerra × Genotype interactions were identified. The same scheme was used to identify Sarno-specific enriched GO terms as well as Sarno × Genotype interactions. **b** Environment-specific enriched GO categories. Left) Acerra-specific enriched GO terms. Right) Sarno-specific enriched GO terms. **c** San Marzano GO Enrichment Analysis. The Venn diagram shows common and specific enriched GO terms. Bar plots reflect the percentage of genes in the enriched categories of the San Marzano Acerra (left), Sarno (right) and common (below), as well as the percentage of genes belonging to the same categories in tomato genome. Common enriched GO categories are reported for both environments because some categories, although enriched in both conditions, have a different percentage of genes. m.p. = metabolic process, b.p. = biological process, c.p. = catabolic process

Over-represented GO terms related to the environment are shown in Fig. 2b. Acerra-specific enriched GO terms were related to cell wall, ethylene and aspartate family amino acids while in Sarno to carbohydrate catabolism, serine family amino acid metabolism and amine metabolism.

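The GO table was not used here. The classes were instead tested as sets of genes that share a description, taken from Tables S1 and S3 to S6 and from the main text. The ethylene sets thus held genes such as Solyc10g009110 and Solyc08g081540, which the main text names. The test was limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 5 sets in 3 varieties. The XTH set rose in Acerra in 8 of 8 genes in H (median log2 fold change 2.74, adjusted p = 3.94e-05), 8 of 9 in SM (3.42, adjusted p = 3.94e-05) and 8 of 9 in RSV (1.62, adjusted p = 6.85e-05). All 5 listed ethylene-responsive factors were higher in Acerra in each variety, with camera adjusted p-values of 0.00405 in H, 3.94e-05 in SM and 5.51e-06 in RSV. The ethylene biosynthesis set passed 0.05 in SM (adjusted p = 0.00384, 5 of 6 genes higher in Acerra) but not in H (adjusted p = 0.148, 4 of 7) or RSV (adjusted p = 0.787, 3 of 7). Whether the varieties differ for this set was not tested. The set includes Solyc08g079750, which Table 2 also describes as a probable aminotransferase. Over the 15 tests, 13 passed with camera, 15 with fry and 0 when the correlation between genes was estimated from the libraries. The paper picked the members of these sets from the same libraries, so the tests are not independent evidence.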

Figure 2c and Additional file 1: Figure S5 show SM, SM × Ac and SM × Sa enriched GO terms related to fruit quality. Most of the SM enriched GO terms were related to amino acid and organic acid metabolism. It was noteworthy that although the two environments shared enriched GO terms, specific sections within the general metabolism were mobilized in each G × E interaction. For instance, SM × Ac over-represented GO terms referring to amino acid metabolism were related to aromatic and aspartate amino acid families, while SM × Sa GO pertained to serine family.

Additional file 1: Figures S3, S4 and S5 show H and RSV enriched GO terms related to amino acid, ethylene metabolism and cell wall and carbohydrate metabolism. Within each enriched GO term category, approximately 10% of genes with fold change (FC) values falling in the tail of frequency distribution, were labeled as “outliers” between the two locations (Fig. 3a and b, right). This occurrence allowed us to identify and catalogue genotype plastic genes (Additional file 1: Tables S4, S5 and S6). SM outlier genes included cell wall genes, mainly xyloglucan endotransglycosylase hydrolases (*XTHs*) and pectinesterases, and amino acid related genes such as decarboxylases and chlorophyll-binding proteins (Fig. 3a and b, left).

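Table S4 lists 2 pectinesterases for SM in Acerra. Solyc03g083730 had 4.88 ± 1.65 FPKM (SD, n = 3) in Acerra and 0.505 ± 0.442 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.48 (standard error 0.39, limma adjusted p = 0.0157). It passed 0.05 in 3 of 6 fits with one library left out (highest adjusted p 0.0805 without Acerra replicate 3). Solyc03g123620 had 31.1 ± 9.08 FPKM (SD, n = 3) in Acerra and 2.48 ± 1.69 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.52 (standard error 0.44, limma adjusted p = 0.00709), and passed in all 6. The XTH Solyc07g056000 reached 190.1 ± 62.8 FPKM in Acerra and 16.4 ± 9.49 FPKM in Sarno (SD, n = 3 each), with a log2 fold change of 3.65 (standard error 0.53, limma adjusted p = 0.0108), in 4 of 6 such fits (highest adjusted p 0.0632 without Acerra replicate 3). The 2 chlorophyll a-b binding proteins listed for Sarno did not pass the test. Solyc03g115900 had 0.289, 1.05 and 10.6 FPKM in the Sarno libraries 1, 2 and 3 and 0.0706 ± 0.0316 FPKM (SD, n = 3) in Acerra (limma adjusted p = 0.210). Solyc05g056050 had 0.230, 0.225 and 3.98 FPKM in the same order (limma adjusted p = 0.302).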

**Fig. 3:**
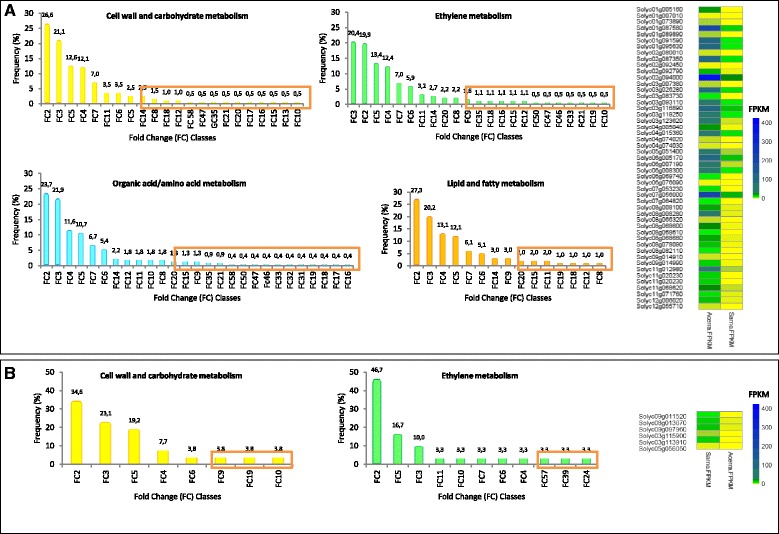
Outliers gene detection. Frequency distribution of fold change (FC) classes between locations in each enriched GO category in SM Acerra (**a**) and Sarno (**b**). Right: heat map of FPKM (Fragments per million of mapped reads) values for outlier genes in SM Acerra and SM Sarno. Green, yellow and blue indicate medium, low and high FPKM levels, respectively

### Transcription-regulated processes and gene copy number variation

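The functional classification behind these counts was not used here. Only genes from the sources of the sets above that are described as transcription factors were counted. Among those tested, 16 of 20 were higher in Acerra in H, 16 of 18 in SM and 16 of 22 in RSV. Their median log2 fold changes were 1.71, 2.48 and 1.06, and camera gave adjusted p-values of 0.00386, 1.03e-08 and 4.19e-05 in the same order. The 6 genes described as WRKY factors were higher in Acerra in all 3 varieties, by a median log2 fold change of 2.11 in H, 3.09 in SM and 1.46 in RSV (camera adjusted p = 0.00138, 8.94e-06 and 8.89e-04). The tables list genes that the paper had found to differ between locations, so the direction counts are not an independent sample of the class. The sets of ubiquitin ligases, with 2 listed genes, and of calmodulin-like proteins, with 4, were too small to be tested.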

The number of DEGs involved in the transcriptional and post-translation was higher in Acerra for all three genotypes, with SM showing the highest number of genes (Fig. 4a and b). Differentially expressed novel isoforms (DEIs) and alternative splicing (AS) events between the two locations were also identified (Fig. 4c and d, Additional file 1: Figure S6). In particular, differentially expressed isoforms related to cellulose biosynthesis were evidenced both in SM and RSV (Fig. 4d). Moreover in H 232 DEGs (39%) were members of multi-copy gene families, in SM, 269 (33%), and in RSV, 316 (36%) (Additional file 1: Figure S7A). Most multi-copy families contained two to three copies with up to 13 copies in H and SM and up to 23 copies in RSV (Additional file 1: Figure S7B). GO categories related to fruit quality included 155, 145 and 140 DE genes, present in at least two copies, in SM, RSV and H, respectively. 

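In the SM assembly these XTH genes lie next to each other. Solyc03g093080 spans chromosome 3, from 47605006 to 47606221, Solyc03g093110 from 47622180 to 47623441, Solyc03g093120 from 47627343 to 47628585 and Solyc03g093130 from 47643099 to 47644347. On the H reference genome the cluster runs from 47714082 at the first of these genes to 47753434 at the end of the last. The authors' Cufflinks runs divided reads that map to several places among the copies, so the FPKM of each highly similar copy can include reads of another.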

Genes belonging to XTH family such as Solyc03g093110 and Solyc03g093120 displayed six copies with high similarity while Solyc03g093080 and Solyc03g093130 five copies (Additional file 1: Figure S7C).

**Fig. 4:**
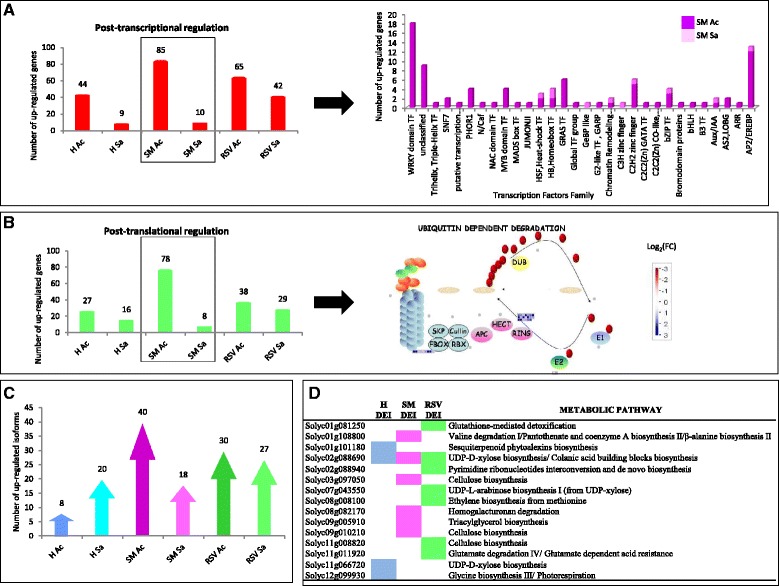
Molecular regulation of gene expression in SM. **a** DEGs mapped to the transcriptional regulation process (left). SM DE Transcription factor classification (right). **b** DEGs mapped to post-translational regulation process (left). SM DEGs mapped to ubiquitin dependent degradation process. **c** Number of up-regulated isoforms identified in the three genotypes in both locations. **d** DEI assigned to fruit quality metabolic pathways in each genotype

### Environmental effects on metabolomics profile

The metabolite composition of H, SM and RSV was clearly modulated by the environment and genotype (Fig. 5a). Fifty-eight, 105 and 93 metabolites showed significant differences between the two environments in H, SM and RSV respectively (Fig. 5b, Additional file 2: Dataset S14-S15). H produced 14 metabolites at higher level in Acerra and 44 in Sarno, SM showed a pronounced metabolite abundance in Sarno (101) while RSV revealed 32 and 61 metabolites synthesized at higher level in Acerra and Sarno, respectively (Fig. 5b). The number of differentially regulated metabolites between genotypes (H vs. SM, H vs. RSV and RSV vs. SM) in each location is shown in Additional file 1: Figure S8. In SM, secondary metabolites (alkaloids, phenylpropanoids, some carotenoids such as lutein, β- and δ-carotene), vitamins and many amino acids exhibited a significant increase in Sarno (Fig. 6). In H a higher level of sugars and of nucleic acid precursor metabolites (adenine, adenosine, guanine) in Acerra and of some alkaloids (tomatidine, hydroxy-tomatine, kukoamine C, etc.) in Sarno was noticed (Additional file 1: Figure S9). In RSV, sugars and most of organic acids were increased in Acerra and amino acids, most of alkaloids, phenylpropanoids and early carotenoids (phytoene, phytofluene and ζ-carotene) in Sarno (Additional file 1: Figure S10). Metabolite responses to the two environments were even more genotype-specific than transcriptional ones: of the 41 metabolites up-regulated in Acerra with respect to Sarno, 33 (80.5%) were genotype specific (Fig. 5c, left). This trend was evident, albeit to a lesser extent, for metabolites up-regulated in Sarno with respect to Acerra: of the 132 metabolites up-regulated in this location, 76 (57.6%), were genotype-specific (Fig. 5c, right). We also attempted to identify the major metabolites responsible for the separation of the two environments. Principal component analysis (PCA, Fig. 5d) revealed that for H, adenosine, anthranilic acid and sucrose were responsible for the major difference between Acerra and Sarno; for SM, glutamic acid, glutamine, 5-oxoproline and tryptophan were the main drivers of the separation between the two environments; for RSV, phenylalanine, 5-oxoproline, sucrose, aconitic acid and leucine have discrimination power between the two environments.

**Fig. 5:**
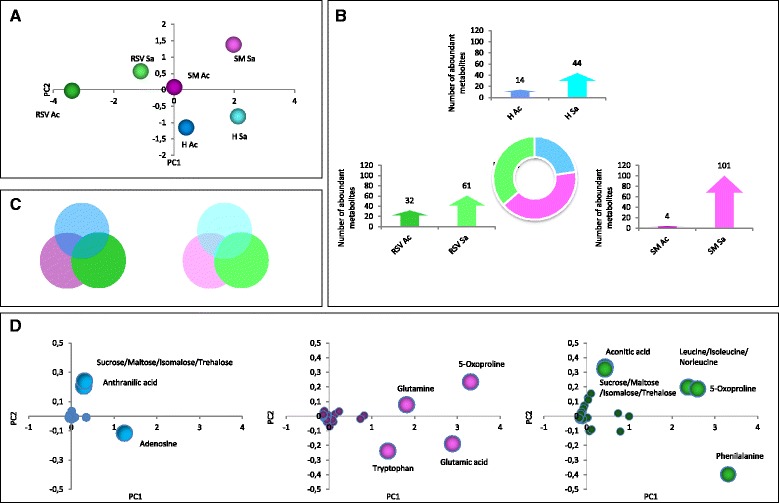
Changes in metabolic profiles. **a** Separation of metabolic profiles for each genotype between the two environments. **b** Total number of varied metabolites between the two environments for each genotype and distribution of abundant metabolites for each genotype in the two locations. **c** Number of common varied metabolites in Acerra (Ac) and Sarno (Sa) as well genotypic specific varied metabolites in each localities. **d** Principal Component Analysis on changed metabolites between the two locations for each genotype (H on the left, SM in the middle, RSV on the right)

**Fig. 6:**
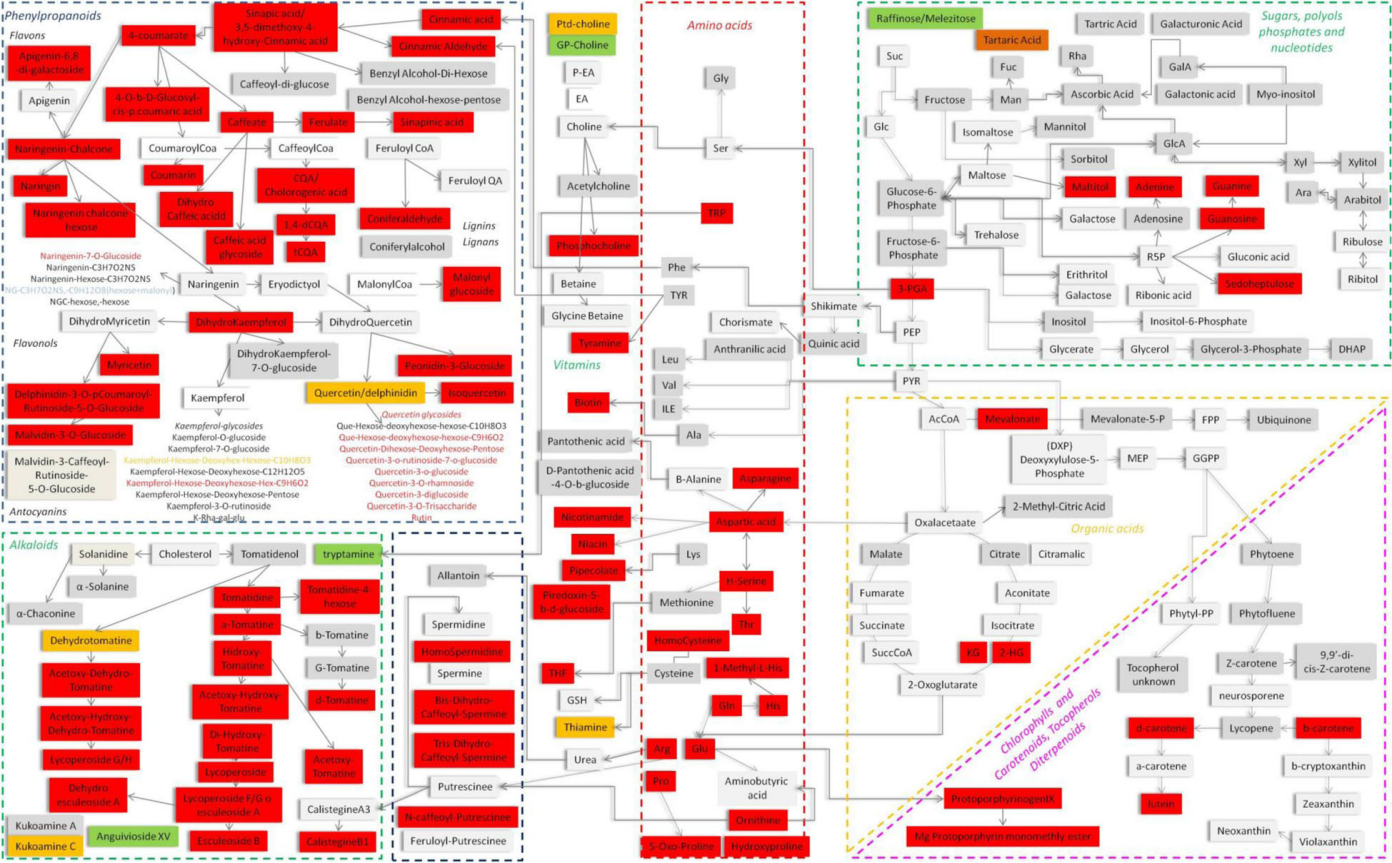
Schematic representation of the changes in metabolic content between Acerra and Sarno in SM fruits. Red = increased level in Acerra. Green = increased level in Sarno. Gray = not changed. Blue = only present in Acerra. Orange = only present in Sarno. White = not measured. Similar representations for H and RSV are shown in Figs S9 and S10

### Assessment of fruit sensory profiles

In order to gain further insight into the mechanisms that regulate fruit organoleptic quality traits in tomato, a sensory analysis on ripe fruits harvested in the two fields was performed through descriptive profiling. Two way analysis of variance (ANOVA, Additional file 1: Table S7) showed significant differences according to the environment (E) or genotype (G) effect.

The PCA plot for each genotype is reported in Fig. 7. For H, the main contributors to total variance between the two environments were tomato flavor, color, juiciness, flouriness and hardness. For SM sensorial attributes contributing to the variance between the two environments were color, color uniformity, odor, turgidity, sourness and saltiness. For RSV, 32.8% of the total variance was explained by juiciness, flouriness, skin resistance, saltiness, odor and flavor.

**Fig. 7:**
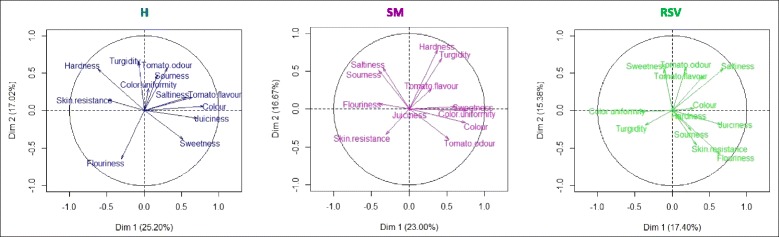
Changes in sensorial attributes. Principal component analysis (PCA) showing dimension parameters (Dim) 1 and 2 for all fruit quality attributes with projection of sensory descriptors for each genotype

### Correlation-based network analysis

We next integrated transcript, metabolite and sensorial data in order to visualize the network of relationships between fields both for SM and RSV. Conserved and environment-specific regulatory paths as well as specific environment interactions were evidenced. Location-specific hubs included important fruit quality categories, highlighting a strong correlation among different components of fruit metabolism.

In SM, the top 10% of hubs evidenced in each environment are reported in Additional file 1: Fig. S11. Four common regulatory hubs (Solyc03g093130, Solyc03g094160, Solyc04g071480, Solyc08g007770) were identified (Additional file 1: Fig. S11). 

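All 4 genes differed between locations in SM. Solyc03g093130 had 173 ± 43.5 FPKM (SD, n = 3) in Acerra and 23.0 ± 13.0 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.06 (standard error 0.50, limma adjusted p = 0.0171), with reads possibly shared among the highly similar XTH copies. Solyc04g071480 had 192 ± 22.8 FPKM (SD, n = 3) in Acerra and 30.3 ± 10.1 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.69 (standard error 0.23, limma adjusted p = 0.00221). Solyc03g094160 had a lower level of 37.2 ± 6.22 FPKM in Acerra and 9.85 ± 1.17 FPKM in Sarno (SD, n = 3 each), with a log2 fold change of 1.86 (standard error 0.16, limma adjusted p = 0.00221). Solyc08g007770 changed in the opposite direction, from 17.0 ± 1.08 FPKM (SD, n = 3) in Acerra to 53.6 ± 7.62 FPKM (SD, n = 3) in Sarno, a log2 fold change of -1.62 (standard error 0.13, limma adjusted p = 0.00170). Solyc04g071480, Solyc03g094160 and Solyc08g007770 kept an adjusted p under 0.05 in all 6 fits that each left out one library. Solyc03g093130 kept it in 4 of 6, with an adjusted p of 0.0847 without Acerra replicate 3.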

Solyc03g093130, an *XTH* located on chromosome 3, displayed in both environments a positive correlation with the textural attribute hardness as well as with other common regulatory hubs while in Acerra a specific positive correlation was established with turgidity, sourness and juiciness (Fig. 8a). In both environments, Solyc03g093130 showed positive correlations with three other *XTHs* on chromosome 3 (Solyc03g093080, Solyc03g093110 and Solyc03g093120). By contrast, an *XTH* located on the chromosome 12 presented specific edges exclusively in Acerra. In Sarno there was a positive correlation of the *XTH* hub Solyc03g93130 with skin resistance and a negative correlation with juiciness (Fig. 8a). The level of conservation and innovation in terms of edges of the *XTH* gene family is described in more detail in Fig. 8b. Different genes/isoforms and transcription factors involved in the ethylene biosynthesis also showed to have a dominant role in shaping environment response. 

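In SM, the 2 *ACS6* genes were both higher in Acerra. Solyc08g081550 had 35.3 ± 3.69 FPKM (SD, n = 3) in Acerra and 8.41 ± 1.15 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.01 (standard error 0.13, limma adjusted p = 0.00132). Its neighbor Solyc08g081540 was expressed at a much lower level, 1.79, 2.80 and 1.70 FPKM in the Acerra libraries and 0.329, 0.390 and 0.343 in the Sarno libraries, with a log2 fold change of 1.58 (standard error 0.22, limma adjusted p = 0.0100) that the low FPKM understates. Among the ethylene responsive factors, Solyc10g009110 had 151 ± 33.2 FPKM (SD, n = 3) in Acerra and 45.5 ± 11.6 FPKM (SD, n = 3) in Sarno, a log2 fold change of 1.73 (standard error 0.24, limma adjusted p = 0.00963), and kept an adjusted p under 0.05 in 5 of 6 fits with one library left out (highest adjusted p 0.0579 without Acerra replicate 3). *ERTF3a* (Solyc10g006130) had 248 ± 26.2 FPKM (SD, n = 3) in Acerra and 66.0 ± 15.3 FPKM (SD, n = 3) in Sarno, a log2 fold change of 1.92 (standard error 0.19, limma adjusted p = 0.00392). The locus that contains *ERTF1a* (Solyc03g093540) joins 3 gene IDs in 1 FPKM value, so its log2 fold change of 2.34 (standard error 0.28, limma adjusted p = 0.00623) cannot be assigned to 1 gene.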

Solyc08g081540, an 1-Aminocyclopropane-1-carboxylic acid synthase 6 (*ACS6*), in Acerra was negatively correlated with flouriness, red color, sweetness, tomato odor and positively correlated with turgidity juiciness, hardness and sourness and Solyc10g009110, an ethylene responsive factor (*ERTFs*), was negatively correlated with sweetness, flouriness and red color and positively correlated with sourness, turgidity, juiciness and hardness. In Sarno, a different *ACS6* (Solyc08g081550) showed negative correlations with sweetness, saltiness, red color, juiciness and positive correlations with hardness and skin resistance. Solyc10g006130 (*ERTF3a*) showed negative correlations with hardness, skin, turgidity and positive correlations with red color, saltiness, juiciness, sweetness whilst Solyc03g093540 (*ERTF1a*) showed a negative correlation with saltiness, red color, sweetness, juiciness and positive correlation with hardness.

**Fig. 8:**
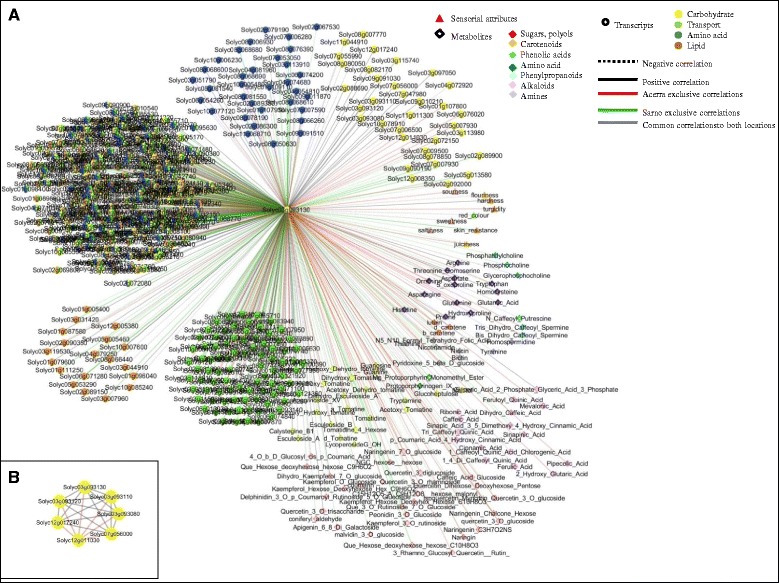
Network analysis of E effects on SM. **a** Xyloglucan endotransglucosylase/hydrolase 9 (Solyc03g093130) sub-network. **b** Xyloglucan endotransglycosylase family network

In RSV, four common hubs were conserved in both environments (Additional file 1: Figure S12A) and several hubs establish specific correlation, according to the environmental condition. Indeed, Solyc03g093110 was positively correlated with other members of the cluster on chromosome 3 and with the *XTH* Solyc12g011030 in both environments (Additional file 1: Figure S12B and C) and showed an exclusive positive correlation in Acerra with Solyc07g052980, an *XTH* that in SM is not differentially expressed. 

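In RSV, Solyc03g093110 had 58.7 ± 15.5 FPKM (SD, n = 3) in Acerra and 15.8 ± 1.85 FPKM (SD, n = 3) in Sarno, a log2 fold change of 1.84 (standard error 0.20, limma adjusted p = 0.00557), and an adjusted p under 0.05 in all 6 fits that each left out one library. Reads may have been shared with the highly similar copies of the cluster. Solyc12g011030, on chromosome 12, from 3878573 to 3879677 of the RSV assembly, had 22.4 ± 5.30 FPKM (SD, n = 3) in Acerra and 8.94 ± 3.68 FPKM (SD, n = 3) in Sarno. Its log2 fold change of 1.35 (standard error 0.35, limma adjusted p = 0.0556) did not pass 0.05, although all 3 Acerra values exceeded the Sarno values. With a block for the replicate number its limma adjusted p was 0.0336. Solyc07g052980 was low in both locations of RSV, at 0.0266 ± 0.0230 FPKM in Acerra and 1.57 ± 0.800 FPKM in Sarno (SD, n = 3 each), with a log2 fold change of -1.89 (standard error 0.34, limma adjusted p = 0.0212) in 1 of 6 fits with one library left out (highest adjusted p 0.0804 without Sarno replicate 1). In SM its log2 fold change was -1.02 (standard error 0.65, limma adjusted p = 0.368). The difference between both varieties was tested as an interaction and was -0.86 (standard error 0.80, limma adjusted p = 0.659), so the change in RSV is not shown to differ from that in SM.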

Environmental differences for the hub were related to correlations with taste attributes such as saltiness (positive correlation in Sarno and negative correlation in Acerra), while an exclusive negative correlation was established with skin resistance in Acerra (Additional file 1: Figure S12B). In Acerra, Solyc01g095080, an 1-aminocyclopropane-1-carboxylate synthase 2 (*ACS2*), was negatively correlated with skin resistance, tomato flavor and saltiness and positively correlated with red color, color uniformity and juiciness. 

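*ACS2* (Solyc01g095080) had 77.8, 82.9 and 70.0 FPKM in the RSV Acerra libraries and 85.7, 83.1 and 532 in the Sarno libraries, where 1 library held most of the signal. The location difference, a log2 fold change of -1.02 (standard error 0.70, limma adjusted p = 0.372), did not pass the test and moved to -0.14 when the library with the high value was left out.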

Solyc03g093540, an ethylene responsive transcription factor 1a (*ERTF1a*), showed negative correlations with saltiness, skin resistance and positive correlations with red color, color uniformity and juiciness. 

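In RSV the locus with *ERTF1a* had 209.7 ± 37.6 FPKM (SD, n = 3) in Acerra and 52.5 ± 17.0 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.02 (standard error 0.24, limma adjusted p = 0.00751). With each library left out in turn the log2 fold change stayed between 1.89 and 2.27. As in SM, the value covers 3 gene IDs.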

In Sarno, Solyc12g005940 1-aminocyclopropane-1-carboxylate oxidase 4 (*ACO4*), was negatively correlated with color uniformity and positively correlated with tomato flavor, sourness, saltiness, turgidity, sweetness and juiciness.

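*ACO4* was higher in Sarno than in Acerra in RSV, with 0.102 ± 0.0696 FPKM (SD, n = 3) in Acerra and 2.97 ± 0.573 FPKM (SD, n = 3) in Sarno, a log2 fold change of -2.52 (standard error 0.20, limma adjusted p = 0.00222). It kept an adjusted p under 0.05 in all 6 fits with one library left out, with a log2 fold change between -2.64 and -2.40.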

### Complex relationships of fruit organoleptic quality attributes

To further explore the framework of relationships established and to analyze metabolic routes challenged, we extracted sub-networks of key genes and metabolites related to fruit quality attributes.

In the SM sub-network related to appearance a contrasting regulation (positive regulation in Sa and negative regulation in Ac) of carotenoids pigments with a red color attribute was evidenced (Additional file 1: Figure S13). 

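In SM, Solyc03g007960, described as β-carotene hydroxylase 2 in Table 2, had 56.8 ± 5.39 FPKM (SD, n = 3) in Acerra and 27.7 ± 8.76 FPKM (SD, n = 3) in Sarno. The log2 fold change of 1.07 (standard error 0.23, limma adjusted p = 0.0393) passed 0.05 in 1 of the 6 fits that each left out one library, and the highest adjusted p was 0.140 without Acerra replicate 3. The log2 fold change itself stayed between 0.83 and 1.29. With a block for the replicate number the adjusted p was 0.0582, past the threshold, and it lay between 0.0387 and that value under the other pseudocounts, rescaling and the block.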

The β-carotene hydroxylase transcript (Solyc03g007960) was expressed at low level in Sarno and was negatively correlated with β-carotene accumulation as expected by the challenging of related pathway (Table 2). In fact, this gene encodes for an enzyme that, in the pathway of zeaxanthin biosynthesis, is involved in the conversion of β-carotene in β-criptoxanthin and then in zeaxanthin. Also the four XTHs, clustering on chromosome 3, negatively correlated with red color and three of these (Solyc03g093080, Solyc03g093110 Solyc03g093120), expressed at the higher level in Acerra (Fig. 10), are exclusive to Sa. 

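In SM, Solyc03g093080 had 163 ± 50.4 FPKM (SD, n = 3) in Acerra and 17.4 ± 10.6 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.42 (standard error 0.59, limma adjusted p = 0.0203). Solyc03g093110 fell from 68.5 ± 25.4 FPKM (SD, n = 3) in Acerra to 4.99 ± 3.15 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.79 (standard error 0.55, limma adjusted p = 0.0112), and Solyc03g093120 had 168 ± 57.8 FPKM in Acerra and 14.8 ± 8.70 FPKM in Sarno (SD, n = 3 each), a log2 fold change of 3.60 (standard error 0.53, limma adjusted p = 0.0117). In Sarno replicate 1 all 3 genes were lower than in the other two Sarno libraries, at 5.08, 1.57 and 5.47 FPKM. Each gene passed 0.05 in 4 of 6 fits with one library left out. The 3 genes are highly similar copies whose reads the authors' estimate divides, so their values are not independent of each other.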

Fruit texture attributes such as juiciness, hardness, skin resistance, flouriness and turgidity were highly influenced by the environment (Additional file 1: Figure. S14). Interestingly, the transcript levels of 4-coumarate CoA ligase-like protein (Solyc06g035960) in Sarno negatively correlated with the accumulation of caffeic acid, ferulic acid and glycosylated forms of coumaric acid and positively correlated with turgidity, skin resistance and hardness (Table 2). Indeed, the down-regulation of such enzyme, in suberin and flavonoid biosynthesis, promotes the conversion of caffeate in caffeoylCoA and ferulate in feruloylCoA. 

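Solyc06g035960 had 50.5 ± 3.72 FPKM (SD, n = 3) in Acerra and 9.34 ± 3.96 FPKM (SD, n = 3) in Sarno in SM, a log2 fold change of 2.45 (standard error 0.29, limma adjusted p = 0.00622). The adjusted p stayed under 0.05 in all 6 fits with one library left out, and the log2 fold change stayed between 2.13 and 2.74. In H the log2 fold change was 0.59 (standard error 0.22, limma adjusted p = 0.134) and in RSV 0.25 (standard error 0.16, limma adjusted p = 0.325).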

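The decarboxylase gene Solyc08g068680 had 19.3 ± 2.78 FPKM (SD, n = 3) in Acerra and 1.29 ± 0.780 FPKM (SD, n = 3) in Sarno, a log2 fold change of 3.57 (standard error 0.36, limma adjusted p = 0.00399), and passed 0.05 in all 6 fits with one library left out. It lies on chromosome 8, from 54951763 to 54953911 of the SM assembly. Table S4 lists 2 more decarboxylases of that region. Solyc08g068600 fell to 0.806 ± 0.379 FPKM (SD, n = 3) in Sarno from 26.2 ± 9.49 (SD, n = 3) in Acerra, a log2 fold change of 4.32 (standard error 0.34, limma adjusted p = 0.00170). Solyc08g068610 had a log2 fold change of 3.07 (standard error 0.33, limma adjusted p = 0.00453).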

SM in Sarno showed a strong positive correlation between a down-regulated decarboxylase (Solyc08g068680), involved into the 2-phenylethanol pathway, and two additional decarboxylase genes belonging to the same chromosome region **(**Fig. 9). All three shared a positive correlation with arogenate/prephenate dehydratase and two carbohydrate genes and negative correlations with amino acids (aspartate, proline, 5-oxoproline and histidine). 

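Table S1 describes Solyc08g079750 as 1-aminocyclopropane-1-carboxylate synthase, and Table 2 also as probable aminotransferase ACS10. In SM it was higher in Sarno, with 4.52 ± 0.511 FPKM (SD, n = 3) in Acerra and 12.1 ± 2.44 FPKM (SD, n = 3) in Sarno, a log2 fold change of -1.32 (standard error 0.17, limma adjusted p = 0.00801). All 6 fits with one library left out gave an adjusted p under 0.05. The locus of the N-acetyltransferase Solyc08g068690 had 101 ± 18.6 FPKM (SD, n = 3) in Acerra and 15.9 ± 9.30 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.83 (standard error 0.49, limma adjusted p = 0.0198), in 3 of 6 such fits with an adjusted p under 0.05. Its value joins 3 gene IDs.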

Interestingly, in Sarno there was a direct relationship between the transcript levels of Solyc08g079750 confirmed by Real time PCR (Fig. 10), with the L-aspartate content and saltiness (Table 2) and a negative relationship between tyramine accumulation and an N-acetyltransferase (Solyc08g068690), involved in the pathway of tyramine degradation (Table 2), present at 2 fold lower in Sarno (Fig. 10). At the same time the down-regulation of glutamate decarboxylase (Solyc04g025530) correlated well with the high level of glutamic acid in Sarno (Table 2). 

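Solyc04g025530 had low values in SM, 2.44, 5.60 and 3.21 FPKM in the Acerra libraries and 0.486, 0.464 and 1.73 in the Sarno libraries. All Acerra values exceeded the Sarno values, but the log2 fold change of 1.66 (standard error 0.42, limma adjusted p = 0.0607) did not pass 0.05. Of the 6 fits with one library left out, 1 passed it.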

The enzyme is involved, in fact, in the degradation of glutamate in 4-aminobutyrate. The increase in arginine levels in Sarno is related to the down-regulation of two arginine decarboxylase transcripts (Solyc10g054440, Solyc01g110440) involved in arginine degradation (Fig. 10). 

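In SM, Solyc01g110440 had 124 ± 59.1 FPKM (SD, n = 3) in Acerra and 27.0 ± 14.8 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.24 (standard error 0.48, limma adjusted p = 0.0394). Solyc10g054440 had 102 ± 4.38 FPKM (SD, n = 3) in Acerra and 17.7 ± 12.4 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.89 (standard error 0.67, limma adjusted p = 0.0485). Both results lay close to the threshold. Solyc10g054440 rose to an adjusted p of 0.0533 with a pseudocount of 0.1 (from 0.0404 to that value over the other pseudocounts, rescaling and the replicate block), and each gene passed 0.05 in only 1 of 6 fits with one library left out, with the highest adjusted p of 0.108 without Acerra replicate 2 and 0.158 without Acerra replicate 3, respectively.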

Arginine decarboxylase (Solyc01g110440) had a negative correlation with sourness in Sarno and a positive correlation with flavor and a negative correlation with arginine in Acerra. (Table 2).

**Table 2:** Relationships between transcripts, metabolite abundance and sensorial attributes in SM

DE transcript	Related pathway	Related changed metabolites	Related network correlations: Sarno	Related network correlations: Acerra
Solyc10g054440-Arginine decarboxylase	Arginine degradation	L-Arginine	(+) Sourness; (−) Flavor; (−) Solyc01g110440	(+) Sourness; (+) Saltiness
Solyc01g110440-Arginine decarboxylase	Arginine degradation	L-Arginine	(−) Sourness; (−) Arginine; (−) Solyc10g05444	(+) Flavor; (+) Sweetness; (−) Arginine
Solyc08g079750^a^	TCA cycle variation 4	L-Aspartate	(−) Saltiness;(−) Sweetness;	(−) Sweetness
Solyc04g025530-Glutamate decarboxylase	Glutamate degradation	L-Glutamate	(−) Flavor; (+) Saltiness	(+) Flavor (+) Glutamic acid
Solyc06g035960-4-Coumarate-CoA ligase-like protein	Suberin/Flavonoid biosynthesis	Caffeate 4-Coumarate Ferulate	(−) Caffeate; (−) Ferulate; (−) Glycosylated coumaric acid; (+) Skin resistance; (+) Hardness; (+) Color uniformity; (+) Turgidity	(−) Skin resistance;(−) Turgidity;(+) Caffeate; (−) Color uniformity
Solyc08g068690-N-Acetyltransferase	Hydroxycinnamic acid/Tyramine amides biosynthesis	Tyramine	(−) Tyramine; (−) Juiciness; (+) Hardness; (+) Turgidity; (+) Skin resistance	(+) Hardness; (+) Turgidity;(+) Juiciness; (−) Tyramine
Solyc03g007960 β-Carotene hydroxylase2	Zeaxanthin biosynthesis	β-carotene	(−) Red color; (−) β-carotene	

^a^aminocyclopropane-1carboxylate synthase//Probable aminotransferase ACS10

**Fig. 9:**
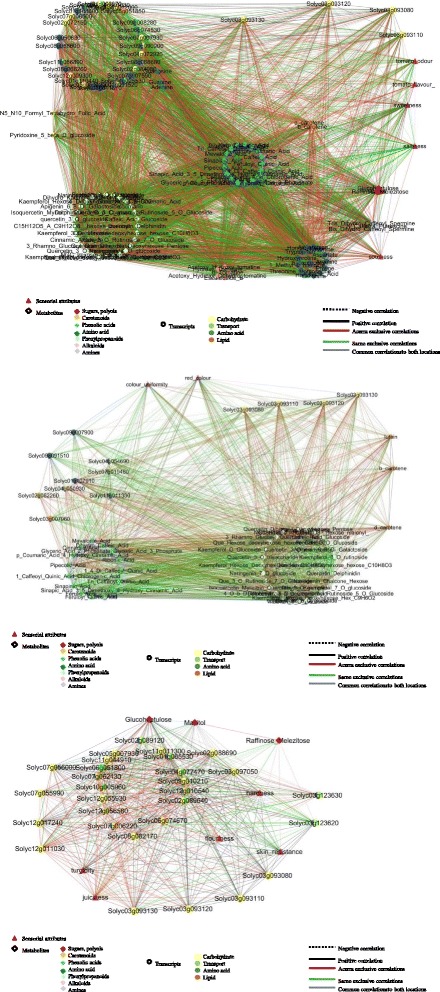
Sensory attribute-specific network analysis of SM. Flavor and aroma sub-network

**Fig. 10:**
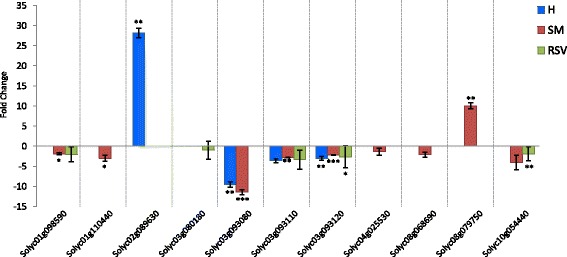
Quantitative real-time RT-PCR (qPCR) analysis. San Marzano variety (SM) responsive genes involved in fruit quality pathways. The expression level of each gene is normalized by using a reference gene, Elongation Factor and then calculated as relative level in Sarno to in Acerra (control). qPCR data are presented as means ± SD for three biological replicates

As for RSV, (Additional file 1: Figure S15A) the red color resulted negatively correlated with kaempferol and naringenin in Sarno and positively correlated with two XTHs on chromosome 3 in Sarno and one in Acerra. Color uniformity correlated with phytoene and phytofluene, naringenins and chromosome 3 *XTHs* in Acerra. Negative relationships among *XTHs*, hardness and skin resistance in Acerra were evidenced (Additional file 1: Figure S15B). The last attribute was also positively correlated with raffinose, phenolic acids and caffeic acid present at higher levels in this environment. On the other hand, in Sarno such metabolites positively correlated with turgidity. In general, strong cell wall remodeling was evident in RSV with hardness and skin resistance more highly interconnected in Acerra (20 and 30 specific correlations respectively) and turgidity and juiciness in Sarno (35 and 22 specific correlations respectively). 

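In RSV, arginine decarboxylase Solyc10g054440 was higher in Acerra, with 121 ± 38.0 FPKM (SD, n = 3) in Acerra and 56.0 ± 6.20 FPKM (SD, n = 3) in Sarno, a log2 fold change of 1.06 (standard error 0.25, limma adjusted p = 0.0444). It passed 0.05 in 1 of 6 fits with one library left out, and the highest adjusted p was 0.134 without Acerra replicate 2.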

In Acerra, flavor was negatively correlated with *XTHs*, most of the amino acids (except proline, alanine and cysteine) and with arginine decarboxylase (Solyc10g054440), which also displayed a negative correlation with arginine accumulation and specific correlations with saltiness and sweetness in Sarno and with sourness and tomato odor in Acerra (Additional file 1: Figure S15C). A positive correlation with valine levels and branched chain amino acid aminotransferase (Solyc03g043880), involved in valine biosynthesis, was found in Acerra. This transcript was also correlated with sweetness, saltiness and flavor, with organic acids and mevalonate in Acerra and with sweetness, sourness, odor and *XTHs* in Sarno.

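Solyc03g043880 was lower in Acerra than in Sarno in RSV, with 0.548 ± 0.0638 FPKM (SD, n = 3) in Acerra and 3.25 ± 0.746 FPKM (SD, n = 3) in Sarno, a log2 fold change of -1.82 (standard error 0.20, limma adjusted p = 0.00586). The adjusted p was under 0.05 in all 6 fits with one library left out, with a log2 fold change between -1.99 and -1.70.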

## Discussion

### Different genomic dynamics shape genotype reaction to the environment

Transcriptome remodeling entailed the coordinate regulation of several hundreds of genes, with different genotypes showing a different responsiveness to different environments, suggesting a their specific sensitivity to external environmental inputs. The vast majority of transcriptional responses to the two environments (60-70%) were genotype-specific, indicating a strong G component in the responses to E. The two “local” genotypes showed a consistently higher numbers of genes which were differentially expressed between the two environments with respect to the reference one (801 in SM and 864 in RSV, compared to 595 in H) with a more asymmetric responses between the two environments. In addition, H showed a higher number of core expressed genes in both locations.

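Among 12972 genes tested in all 3 varieties, 2979 were DEGs in at least 1 variety. Of these, 2164 (72.6%, 95% Wilson interval 71.0 to 74.2%) were called in 1 variety, 642 in 2 and 173 in all 3. The interval covers counting error only. A gene counted as called in 1 variety can lie just past the threshold in the others. When a gene counted as shared already at an unadjusted p under 0.05 in the same direction, the share called in 1 variety was 33.3% (992 genes). Of all genes called in at least 1 variety, 2427 (81.5%) changed in the same direction in all 3 varieties, against 54.7% of all genes tested. The difference between varieties was also tested directly, as an interaction of variety and location over the 12 libraries of 2 varieties. With a limma adjusted p under 0.05, the location response differed for 12 of 13854 genes between SM and H, 15 of 13931 between RSV and H and 93 of 13822 between RSV and SM. At an unadjusted p under 0.05 the numbers were 1620, 2362 and 1972. Without RSV Sarno replicate 3 the numbers were 435 between RSV and SM and 121 between RSV and H. Without SM Acerra replicate 3 the number between RSV and SM was 26, and without H Sarno replicate 1 that between SM and H was 23. From the share of responses found in 1 genotype, the paper concludes that the genotype has a strong part in the response to the environment.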

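With a minimum of 0.1 FPKM at both locations, 19931 loci were expressed in H, 20236 in SM and 20116 in RSV. With a minimum of 1 FPKM the counts were 15608, 15768 and 15836, and 20305, 20360 and 20409 loci had values above 0 in all 6 libraries of the variety. H had the lowest count under each of these settings, loci without a gene ID included. Among annotated loci alone, those above 0 in all 6 libraries numbered 18405 in H, 18398 in SM and 18465 in RSV, so there SM was lowest. The counts were made on 3 separate Cufflinks runs, and the libraries differed in depth. DEGs are included in them, while the caption of Fig. S2 describes genes not modulated by the environment.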

Some processes were regulated independently of the genotype, whilst others were genotype-specific. In Sarno, genotype-independent over-represented categories included genes related to amino acid biosynthesis (serine and cysteine), while genes involved in cell wall, ethylene, methionine and aspartate metabolism were highly regulated in Acerra. Some of these amino acids are known to influence flavor, for instance, cysteine and methionine derivatives are essential flavor components in several plant matrixes [36–38] while aspartate, together with glutamate, is a component of umami taste [39]. Ethylene and cell wall metabolism, on the other hand, are well known to influence another important organoleptic characteristic of tomato fruits i.e. firmness [40].

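The width of the response was measured as the 95th percentile of the absolute log2 fold change over all tested loci. It was 1.46 in H, 1.42 in SM and 1.43 in RSV. Over the 6 fits that each left out one library it ranged from 1.31 to 1.62 in H, from 1.37 to 1.54 in SM and from 1.44 to 1.53 in RSV, and the differences between varieties were smaller than these ranges. The paper's statement concerns differentially expressed transcripts. Among the DEGs here, an absolute log2 fold change of at least 1 was found for 796 of 1598 in H, 921 of 1490 in SM and 1065 of 2167 in RSV. The share was higher in SM than in H, but not in RSV.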

The effect of different environments on SM and RSV transcriptome is clearly stronger, with a larger number of transcripts being differentially expressed with a wider fold change. Indeed, genes that showed marked environmental changes (defined as “outliers”) are presumable important for overall fruit quality, since their enzymatic activities (glycosyltransferase, pectinesterases, xyloglucan endotransglycosylase, hydrolases etc.) impact upon similar fruit quality attributes. The resilience of H to different environments can be attributed to a robust core gene set and an overall low number of DEG between the two environments, but also to the involvement of fewer *trans*-acting transcription factors in responses to Environment. Proper control of gene expression by transcription factors is critical for the capacity of an organism to respond to changing environments [41, 42]. This observation suggests that transcriptional regulatory cascades may be key components of differential resilience shown by different plant varieties to changing environmental conditions.

Genome structure and gene organization have a pivotal role in shaping fruit metabolism and its regulation by endogenous and environmental stimuli, resulting in distinctive fruit quality attributes. Albeit some of the previously identified SM- and RSV-specific variants [20] contributed to the differential expression, the vast majority of genes differentially expressed in the two environments were devoid of such variants, indicating that differential responses to environment were modulated by the overall genetic composition of each genotype, acting in *trans*, rather than by specific structural variants, acting in *cis.*

Among the DEGs we found a large percentage of genes present in multiple copies. Differential expression of different “subsets” of multi copy genes can generate large changes in environmental sensitivity [43]. The variable transcript accumulation of duplicated genes allows a vast diversity of metabolites to be generated, providing the opportunity for tuning fruit quality attributes by differential gene expression, to fulfill different requirements [44]. The fact that not all annotated genes with the same functions are DEGs, indicates a possible different/essential role for these genes in response to environment.

### Overall metabolism activity is controlled by key environmental responsive pathways

The cultivation of the three genotypes in different environments also led to a severe reprogramming of the fruit metabolite profile. Similar to what observed for transcriptional responses, also metabolic responses to different environments were highly genotype-specific. Metabolite composition is a key factor of fruit quality both with respect to flavor and nutritional quality, determining the palatability of the fruit [45]. Among all metabolites, amino acids, sugars and secondary metabolites proved to be more responsive to the environmental change. Free amino acids may play the role of taste enhancement since the concentration levels of these molecules may significantly affect tomato flavor [19]. The major changes in SM in the level of glutamic acid together with glutamine, aspartic acid and γ-aminobutyrric acid between the two environments suggest a strong alteration in fruit taste. Glutamic acid, as well as other amino acids (glutamine, aspartic acid) affecting the tomato taste [46], displayed higher concentration in SM fruits harvested in Sarno than in Acerra. Among sugars, raffinose, a sucrose derivate involved in cell wall component biosynthesis, was abundant in Acerra in all three genotypes. Raffinose is metabolized in sink tissues, such as fruit, to release sucrose used for cellulose and cell wall biosynthesis [47]. Remodeling of cell wall metabolism could be related to the difference in texture observed between the two locations. The increase in sucrose observed in Acerra in H and RSV is related to the decrease in expression of β-fructofuranosidase insoluble isoenzyme 2 that is involved in the conversion of alpha-D-glucose and D-fructose.

Changes in the levels of xanthophylls and carotenes between environments in there genotypes require a considerable modulation of the “carotenoid pathway”. Carotenoids are important not only for fruit color but also for flavor [48] due to the fact that lycopene and β-carotene are the precursors of many important volatile compounds affecting aroma perception [49, 50]. Flavonoids and phenolic compounds also contribute to the determination of aroma, fragrance, and color. The increased abundance in Sarno of quercetins, kaempferols, naringenins and other phenolic compounds, particularly pronounced in SM, is due an enhancement of the flavonoids and phenylpropanoid pathway related to changes in texture attributes observed between the two fields. In Sarno SM also showed a relevant abundance of glycolakaloids, especially of tomatine and their modified forms, that is correlated with enhanced bitter flavor exhibited in such locations [51].

### Investigation of San Marzano contrasting expression and metabolomic pattern

SM showed an opposite gene expression trend compared to H and RSV, with fewer up-regulated genes in Sarno than in Acerra. By contrast, the accumulation of metabolites showed a completely different pattern with a higher number of abundant metabolites in Sarno than in Acerra. 

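The share of DEGs that were higher in Acerra was 74.0% in SM (95% Wilson interval 71.7 to 76.1%), 74.5% in H (72.3 to 76.5%) and 51.6% in RSV (49.5 to 53.7%). The intervals cover counting error only, and genes are not independent of each other. How far SM and H differ in this share depended on the processing. After rescaling of each library by its median ratio it was 68.5% in SM, 55.6% in H and 51.7% in RSV. With a minimum absolute log2 fold change of 1 it was 84.3% in SM, 70.5% in H and 48.0% in RSV. With quantile normalization it was 53.2% in SM, 51.0% in H and 53.7% in RSV.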

A possible explanation of these contrasting transcriptomic and metabolomic patterns could be related to a specific adaptation of this variety to a given environment. A superior genotype in one environment may not be superior in a different environment [52]. SM is well adapted to environmental conditions in Sarno, thereby expressing its maximum potential in the environment in question. SM genome showed an enhancement of transcriptional and post-translational events and the presence of a large number of DEIs involved in responses to environmental stimuli, in Acerra. This finding suggests that the SM genome requires greater adjustment to respond to new environmental stimuli. By contrast, in Sarno, the niche of origin for the SM ecotype, a low induction of transcription and post-translational events are required. In addition, various metabolic sensing and feedback mechanisms could be able to mediate appropriate responses in crucial cellular processes, such as cell signaling, chromatin structure/function and ultimately gene expression [53].

### Shuffling of network relationship under different environmental conditions

To study the complexity of the concerted action of genes, metabolites and sensorial attributes in a broad perspective we analyzed in depth the framework of relationships established. The relational networks generated showed that several hubs maintained the same interactions in both environments while some edges are gained or lost by one environment to another. In order to better adapt to changing environments, gene expression led to gain or lose interactions and/or change in position in the network underlining different genome response. The gain of an edge between two nodes could be related to the appearance of new functionality. The loss of an edge can result in functional divergence, as when duplicated gene copies lose a subset of interactions [54, 55]. For instance, duplicated genes showing relationships present only in one environment underline the possibility that these genes acquired new functionalities in different environments or suggest a possible sub-functionalization of some duplicated genes. Gene duplication combined with linkage rewiring provides a fundamental engine for diversification of network nodes and edges, though we do not know yet what drives this engine and how the engine works. Indeed, about 50% of genes included in the networks are duplicated with a different degree among genotypes, including central hubs. Buffering and release of variation is a widespread phenomenon that is caused by incomplete functional redundancy at multiple levels [56]. Unraveling the dynamics, mechanisms, and causes of gene architecture reorganization after duplication is a difficult task. It is possible that retention of gene copies within metabolic networks increases flux providing selective advantage, or maintains gene balance, according to the gene dosage balance hypothesis [54, 57].

Network analysis pointed out the leading role of plant cell wall metabolism in determining quality attributes. In particular, xyloglucan endotransglycosylase/hydrolases emerged as central hubs in the network, being correlated both with other members of the gene family and with sensorial attributes relate to tomato texture and taste. Texture is one of the critical components of tomato fruit quality perception [58]. The activation of genes related to cell wall polysaccharide synthesis affects the structure and properties of cell wall and hence the texture and taste attributes. XTH enzymes are involved in the remodeling of plant cell wall hemicelluloses [59], disassembling of the cellulose–xyloglucan matrix, process that contributes to fruit softening [60, 61] or contributing in the maintenance of cell wall integrity [62]. To date, genetically engineered tomatoes with altered expression of xyloglucan endotransglucosylase/hydrolase showed that it affects texture [62–65]. The role of individual cell wall–modifying enzymes in fruit softening and the composition of polymers in the fruit cell wall differ between fruit species and within cultivars of the same species [66]. 

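The XTH genes Solyc03g093080, Solyc03g093110, Solyc03g093120 and Solyc03g093130 had higher means in Acerra in H, SM and RSV, and all 3 Acerra values exceeded all 3 Sarno values for each gene in each variety. In H, Solyc03g093080 had 231 ± 60.0 FPKM (SD, n = 3) in Acerra and 33.6 ± 20.8 FPKM (SD, n = 3) in Sarno, a log2 fold change of 2.94 (standard error 0.49, limma adjusted p = 0.0259). The log2 fold changes of the other genes in H were 2.93 (standard error 0.66, limma adjusted p = 0.0463) for Solyc03g093110, 2.91 (standard error 0.71, limma adjusted p = 0.0533) for Solyc03g093120 and 2.72 (standard error 0.61, limma adjusted p = 0.0451) for Solyc03g093130. Solyc03g093120 thus did not pass 0.05 in H. With a block for the replicate number it passed, and its limma adjusted p lay between 0.0310 and 0.0658 over the pseudocounts, rescaling and the block. Without Acerra replicate 2 none of the 4 did, with adjusted p-values from 0.101 for Solyc03g093080 to 0.170 for Solyc03g093120. After rescaling of the H libraries by their median ratio, Solyc03g093110 and Solyc03g093130 had adjusted p-values of 0.0564 and 0.0557, with the direction unchanged. In RSV, Solyc03g093080 had a log2 fold change of 1.62 (standard error 0.35, limma adjusted p = 0.0347), Solyc03g093120 of 1.71 (standard error 0.19, limma adjusted p = 0.00620) and Solyc03g093130 of 1.41 (standard error 0.20, limma adjusted p = 0.0110). Solyc03g093080 passed in 1 of 6 fits with one library left out (highest adjusted p 0.120 without Acerra replicate 1), and the other two in all 6. The location difference of these 4 genes was not shown to differ between varieties. The lowest interaction p was that of Solyc03g093120 between RSV and SM, with an interaction of -1.88 (standard error 0.62, limma adjusted p = 0.212). Solyc12g011030, the XTH on chromosome 12, had a log2 fold change of 2.37 (standard error 0.25, limma adjusted p = 0.0174) in H. It was called in H in 4 of 6 such fits (highest adjusted p 0.0782 without Acerra replicate 2). In SM its log2 fold change was 1.97 (standard error 0.52, limma adjusted p = 0.0688). With the replicate block the limma adjusted p in SM was 0.0424.

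**Figure D2:**
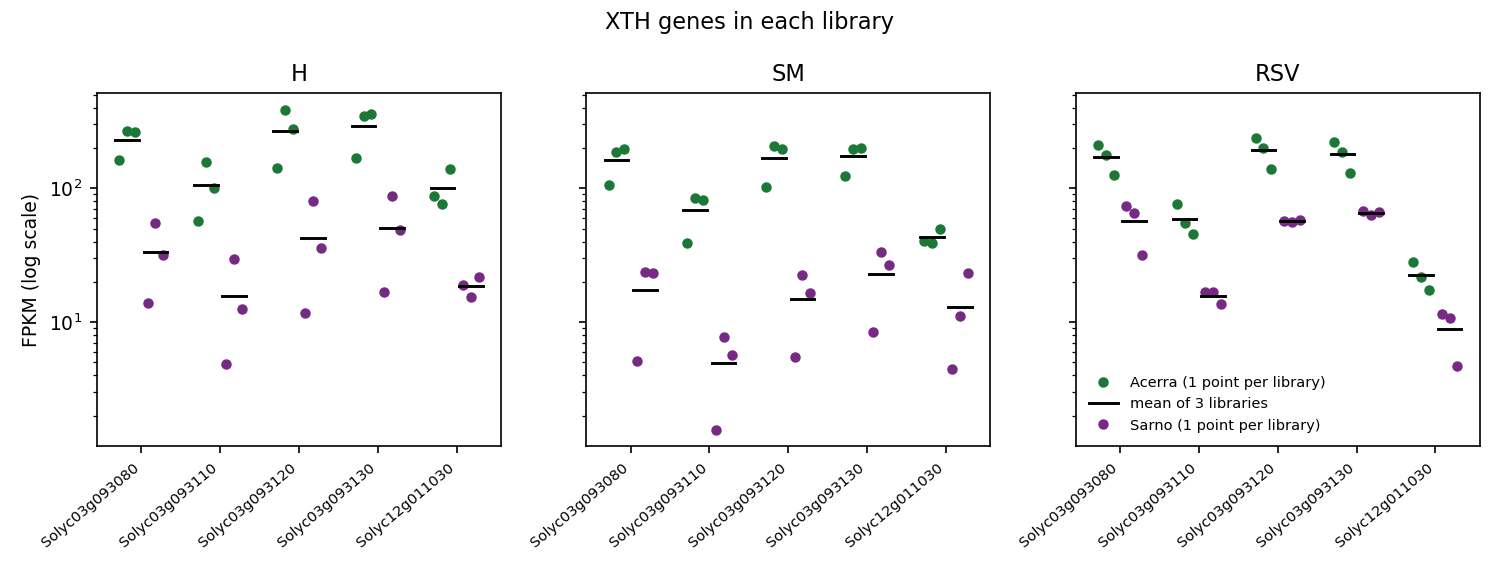
FPKM (vertical axis, log scale) of 5 XTH genes in each library of H, SM and RSV, with 1 point per library and a bar at the mean of 3 libraries. The Acerra points lie above the Sarno points for each gene and variety, and the Sarno points of SM spread for Solyc03g093110 from 1.57 FPKM in replicate 1 to 7.76 FPKM.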

Important *XTH* genes, physically located in a cluster on chromosome 3, display similar expression patterns in all three genotypes and tend to conserve some specific interactions with the other members of the family. On the other hand, few *XTHs* display specific links only in one environment, suggesting that a cell wall gene remodeling is involved in the adaptation. In tomato the *XTH* family was highly expanded, suggesting that xyloglucan-modifying enzymes may play a more important role in fruit quality than previously suspected [67].

Network analysis evidenced a multifaceted role of these enzymes: first, they are hubs able to tune network relationships; second, they are involved in regulating different sensory attributes, mainly textural such as flouriness, hardness, turgidity, juiciness and skin resistance, but also related to fruit taste and appearance.

In SM, texture (turgidity and skin resistance) emerged as a highly dynamic sensorial parameter in terms of the number of links between the two environments, including also to the taste attribute saltiness. Also in RSV the textural attributes as well as the taste attribute sweetness were highly dynamic traits, showing a larger number of changing interactions between the two environments. The differential magnitudes in variability of network connectivity (number of links) in changing environment reflect differences in cultivar response to environment (plasticity) deriving from the conservation and divergence of gene regulation in response to different environments. In addition, the *ACSs* confirm to be master regulators of ethylene biosynthesis and fruit quality [68] as well as the ERF transcription factors, downstream components of ethylene signaling that regulate the expression of ethylene-responsive genes [69, 70], which in turn regulate quality related traits, such as color, firmness, aroma, and taste [71–73].

Finally, the combined analysis of rnaseq and metabolome data showed a good correspondence between transcript levels and metabolite abundances. The main pathways related fruit quality showed a coherent pattern between changed metabolites and changed transcripts. Both primary and secondary metabolism changes between Acerra and Sarno resulted from differential gene expression between environments. For example, the down regulation in one environment of genes involved in metabolite degradation was consistent with the accumulation of the correspondent metabolite in that environment.

## Conclusions

This work highlights the dual and principal role of the cell wall in fruit quality. The cell wall is the first layer of the fruit to be in contact with the environment. All the quality attributes in the different fields derive from information triggered at the cell wall and affect the metabolism of the fruit and hence quality characteristics including taste perception. Moreover, the ethylene is able to manage a massive surveillance system that affects the cell wall metabolism and texture, but also the accumulation of metabolites related to taste and aroma. The scenario emerging from this analysis provided also an idea of the buffering role to environment changes offered by duplicated genes that can establish various numbers of connections, gain or loss of links as well as emergence of common and environment-specific hubs. Although activate the same fruit processes, mainly represented by cell wall biosynthesis, carbohydrate metabolism and secondary metabolism, tomato plants growing in different environments, follow different transcriptome, metabolome and sensorial trajectories depending on their own genetic makeup. The genotypic resilience to changing environmental conditions is mediated a robust core gene expression dataset and by a proper control of gene expression. Such finding provides a significant advances in general understanding of genome plasticity. A topic that has an increasing importance to agriculture given the current climatic change challenge.

## Additional files

Additional file 1: **Table S1.** lists the primer sequences used for RT-qPCR. **Table S2.** summarizes RNA sequencing and mapping statistics. **Table S3.** lists SM and RSV specific DEGs with variants. **Table S4.**, **Table S5.** and **Table S6.** show fruit quality genes with high expression ratio and outlier behavior identified in the three tomato genotypes in the two environments. **Table S7.** shows two-factor analysis of variance (ANOVA) for sensorial attributes.** Figure S1.** show tomato fruits of the three cultivars at harvesting time. **Figure S2.** shows gene expression profiles in the three tomato genotypes. **Figure S3.** and **Figure S4.** show Heinz and RSV Gene Ontology Enrichment Analysis. **Figure S5.** shows genotype × environment enriched GO. **Figure S6.** shows post-transcriptional regulation in the three genotypes in the two environments. **Figure S7.** shows the distribution of DEGs in multi-copy gene families. **Figure S8.** shows the changes in metabolite profiles between genotypes (H vs SM, H vs RSV and RSV vs SM) for each environment. **Figure S9.** And **Figure S10.** show a schematic representation of the changes in metabolic content between Acerra and Sarno in Heinz and RSV fruits. **Figure S11.** shows SM hubs. **Figure S12.** shows the use of network hubs in different environmental conditions in RSV. **Figure S13.** and **Figure S14.** show SM fruit appearance and texture sub-networks. **Figure S15.** shows changes in RSV in transcripts, metabolites and sensorial attribute correlations in the two environments. (DOCX 2681 kb)

Additional file 2: **Dataset S1**-**S4.** list Pearson’s correlations between transcripts, metabolites and sensorial profiles in SM and RSV in the two environments. **Dataset S5.**, **Dataset S6.** and **Dataset S7.** show the novel genes identified in H, SM and RSV with relative functional annotation. **Datasets S8**-**S13.** list the Gene ontology enrichment analysis for the up-regulated genes in H, SM and RSV in the two environments. **Dataset S14.** and **Dataset S15.** show aboundance measurements of semi-polar and non polar metaboplites in the three tomato genotypes in the two environments. (XLSX 13074 kb)

## Abbreviations

Ac: Acerra
ACO: 1-aminocyclopropane-1-carboxylate oxidase
ACS: 1-aminocyclopropane-1-carboxylate synthase, AS: alternative splicing
ANOVA: Analysis of variance
Bp: Base pairs
DEGs: Differentially expressed genes
DEIs: Differentially expressed isoforms
Dim: Dimension parameters
E: Environment
ERF: Ethylene-responsive transcription factor
ESI: Electrospray ionization
EXO: Exocyst complex protein EXO70
FC: Fold change
FPKM: Fragments per million of mapped reads
G × E: Genotype × environment
G: Genotype
GASA2: Gibberellin-regulated protein 2
GO: Gene Ontology
H: Heinz 1706
LC-APCI-MS: Liquid chromatography -Atmospheric pressure chemical ionization- mass spectrometry
LC-ESI-MS: Liquid chromatography-electrospray ionization- mass spectrometry
LHC: Chlorophyll a/b binding protein
LOX: Lipoxygenase
MLP: Major latex-like protein
MORC: MORC family CW-type zinc finger 3
MSP: Male sterility 5 family protein
Ole e 1: Pollen Ole e 1 allergen and extensin
PAL: Phenylalanine ammonia-lyase
PCA: Principal component analysis
PDA: Photodiode array detector
PPase: Pyrophosphate-energized proton pump
PUB: U-box domain-containing protein
PUB15: U-box domain-containing protein 15
RABT: Reference annotation based assembly
RSV: Vesuviano
Sa: Sarno
SM: San Marzano
XPR1: Xenotropic and polytropic retrovirus receptor
XTHs: Xyloglucan endotransglycosylase hydrolases

# Supplementary material for: Unraveling the complexity of transcriptomic, metabolomic and quality environmental response of tomato fruit
**Source:** BMC Plant Biol. 2017 Mar 28;17:66. doi: 10.1186/s12870-017-1008-4
**Supplement:** Supplementary file 2 — Dataset S1-S4. list Pearson’s correlations between transcripts, metabolites and sensorial profiles in SM and RSV in the two environments. Dataset S5., Dataset S6. and Dataset S7. show the novel genes identified in H, SM and RSV with relative functional annotation. Datasets S8-S13. list the Gene ontology enrichment analysis for the up-regulated genes in H, SM and RSV in the two environments. Dataset S14. and Dataset S15. show aboundance measurements of semi-polar and non polar metaboplites in the three tomato genotypes in the two environments.

**Additional file 1**

**Supplemental Tables and Supplemental Figures**

Table S1. List of primers sequences used for RT-qPCR.

| **ID_Tomato** | **Description** | **Primer Forward (5'-3')** | **Primer reverse (5'-3')** | **Amplicon size (bp)** |
| --- | --- | --- | --- | --- |
| Solyc01g098590 | Phosphoglycerate mutase family protein | ACGGAGAAAGGGATTGAGCA | ACTTGCAGGGTCGTGATAGT | 228 |
| Solyc01g110440 | Arginine decarboxylase | CGCTGCAGTGGATAGCATTT | TCCATCACTGTCACACGTCA | 211 |
| Solyc02g089630 | Proline dehydrogenase | GGCAGCAGAGAAAATGGGAG | CCCTGGATGCAGCAAGTTTT | 242 |
| Solyc03g080180 | O-methyltransferase | ATGTCCGATCACACCACCTT | GTGTTCAACGCCAGGGTAAG | 204 |
| Solyc03g093080 | Xyloglucan endotransglucosylase/hydrolase 9 | CTGTGTTCAGAATAACTGAGC | CCATTACTTAGACGAATTTGG | 127 |
| Solyc03g093110 | Xyloglucan endotransglucosylase/hydrolase 9 | AGAAATTCTGCTGGCACTGTC | GCATAAGTGTGGAAATCAGC | 216 |
| Solyc03g093120 | Xyloglucan endotransglucosylase/hydrolase 9 | AATAGATTTTGAATTCTTGGGAA | CTGCATTCCAAAGACTCGAA | 289 |
| Solyc04g025530 | Glutamate decarboxylase | CCTCTGAGTCTGATGTTTCT | GGCTCCATCCATGTTGTCA | 189 |
| Solyc08g068690 | N-acetyltransferase | AAGGGTTCAAGCCTGTCCTT | GCAGCAATGGACGAAACTGT | 250 |
| Solyc08g079750 | 1-aminocyclopropane-1-carboxylate synthase | CACTGTGTTGAACCTGGGTG | ATCACACAACACTCGACCCT | 209 |
| Solyc10g054440 | Arginine decarboxylase | TTCCCGATTGTTCCCATCCA | ATAGGTTATGGAGTCCGCCG | 220 |

Table S2. Sequencing and mapping statistics. H = Heinz, SM = San Marzano, V = Vesuviano.

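The table gives the sequenced fragments of each library and the percentage that mapped. The most common ratio of the values under 0.1 FPKM in a library to those in the first Acerra library of its variety gave a relative depth, which was 0.968 to 1.16 times those from the table over the 15 other libraries. This ratio was not the same at both locations. In H it was 0.968 and 1.00 in the other Acerra libraries and 1.15, 1.10 and 1.16 in the Sarno libraries. In SM it was 1.04 and 1.01 in Acerra and 1.03, 1.06 and 1.15 in Sarno, and in RSV 1.02 and 1.01 in Acerra and 1.04, 1.09 and 1.02 in Sarno. Loci with a value above 0 numbered 22057 to 22544 per library in H Acerra and 22457 to 23650 in H Sarno. In SM the numbers were 21833 to 22694 in Acerra and 22417 to 23542 in Sarno, and in RSV 22110 to 22290 and 22892 to 23482.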

|  | **Sarno** | | **Acerra** | |
| --- | --- | --- | --- | --- |
| **Sample_ID** | **Number of fragments (100bp x 2)** | **Percentage of mapped fragments** | **Number of fragments (100bp x 2)** | **Percentage of mapped fragments** |
| Sample H1 | 53,193,632 | 83.3 | 36,685,393 | 87.0 |
| Sample H2 | 36,330,099 | 86.8 | 32,577,261 | 83.5 |
| Sample H3 | 37,444,299 | 85.8 | 56,729,709 | 86.6 |
| Sample SM1 | 43,226,466 | 91.3 | 31,476,996 | 86.4 |
| Sample SM2 | 72,065,714 | 91.9 | 27,896,769 | 77.1 |
| Sample SM3 | 47,214,575 | 91.6 | 36,214,319 | 84.1 |
| Sample V1 | 47,257,835 | 90.8 | 37,106,064 | 86.7 |
| Sample V2 | 53,162,311 | 91.6 | 33,293,523 | 83.9 |
| Sample V3 | 47,047,477 | 86.7 | 33,054,742 | 88.2 |
|  |  |  |  |  |

Table S3. SM and RSV specific DEGs with variants.

| **SM-specific DEGs with variants** | |
| --- | --- |
| **ID_Tomato** | **Description** |
| Solyc01g006370 | Glucan synthase like 3 |
| Solyc01g112000 | Expansin-like protein |
| Solyc02g087350 | Glycosyltransferase |
| Solyc02g089440 | Glycosyltransferase |
| Solyc02g092790 | Arabinogalactan |
| Solyc03g083730 | Pectinesterase |
| Solyc03g093110 | Xyloglucan endotransglucosylase/hydrolase 9 |
| Solyc03g093120 | Xyloglucan endotransglucosylase/hydrolase 9 |
| Solyc03g093130 | Xyloglucan endotransglucosylase/hydrolase 9 |
| Solyc04g054810 | Pollen allergen Phl p 11 |
| Solyc04g071070 | Unknown Protein |
| Solyc05g013580 | Glycosyl transferase family 17 protein//beta-1,4-N-acetylglucosaminyltransferase family protein |
| Solyc06g035620 | Scarecrow-like 1 transcription factor |
| Solyc06g066800 | Glycosyl transferase family 8 |
| Solyc06g083310 | Glycosyltransferase |
| Solyc07g055990 | Xyloglucan endotransglucosylase/hydrolase 7 |
| Solyc07g056000 | Xyloglucan endotransglucosylase/hydrolase 7 |
| Solyc08g080540 | Heat stress transcription factor |
| Solyc09g010210 | Endoglucanase 1 |
| Solyc10g005960 | FASCICLIN-like arabinogalactan 1//Fasciclin-like arabinogalactan protein 1 |
| Solyc12g008840 | Beta-galactosidase |
| Solyc12g011030 | Xyloglucan endotransglucosylase/hydrolase 7 |
| Solyc12g017240 | Xyloglucan endotransglucosylase/hydrolase 7 |
| Solyc12g056580 | Cellulose synthase |
|  |  |
| **RSV-specific DEGs with variants** | |
| **ID_Tomato** | **Description** |
| Solyc01g100460 | BZIP transcription factor |
| Solyc02g079280 | MYB transcription factor |
| Solyc02g085630 | Homeobox-leucine zipper-like protein |
| Solyc02g090310 | Dof zinc finger protein 4 |
| Solyc07g055930 | Glycosyltransferase//Probable galacturonosyltransferase 15 |
| Solyc08g006110 | Opaque 2 |
| Solyc08g062960 | Heat stress transcription factor A3 |
| Solyc11g005150 | Leucine-rich repeat family protein |
| Solyc11g044910 | Beta-xylosidase 1 |

Table S4. San Marzano Acerra and San Marzano Sarno fruit quality genes. Genes, within the enriched GO categories, with higher expression ratio and outlier behavior. FPKM = Fragment per million of mapped reads, FC = fold change.

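All 48 genes listed for Acerra had 3 Acerra values above all 3 Sarno values, where chance gives 10% of genes in either direction. Of the 47 that passed the minimum FPKM, 45 had a limma adjusted p under 0.05 (47 when adjusted over the list alone), with a median log2 fold change of 3.10. None of the 6 genes listed for Sarno passed, and 1 had an unadjusted p under 0.05. In 4 of the 6 all 3 Sarno values exceeded all 3 Acerra values. In 4 of them Sarno replicate 3 alone held a share of more than 0.667 of the summed Sarno FPKM. The median log2 fold change of these 6 genes was -2.17, and -1.23 without that library. The lists were chosen by the paper on these libraries, so the counts are not independent evidence.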

Table S5. Heinz Acerra and Heinz Sarno fruit quality genes. Genes, within the enriched GO categories, with higher expression ratio and outlier behavior. FPKM = Fragment per million of mapped reads, FC = fold change.

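Of the 12 genes listed for Acerra, 10 passed the minimum FPKM and all 10 of these had a limma adjusted p under 0.05, with a median log2 fold change of 2.97. Of the 14 genes listed for Sarno, 2 passed over all tested loci and 3 when adjusted over the list alone. In 11 of the 14, Sarno replicate 1 alone held a share of more than 0.667 of the summed Sarno FPKM. The median log2 fold change of the list was -2.37 with all libraries and -0.88 without Sarno replicate 1. The chitinase Solyc07g009530, for example, had 2707, 115 and 166 FPKM in the Sarno libraries 1, 2 and 3.

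**Figure D3:**
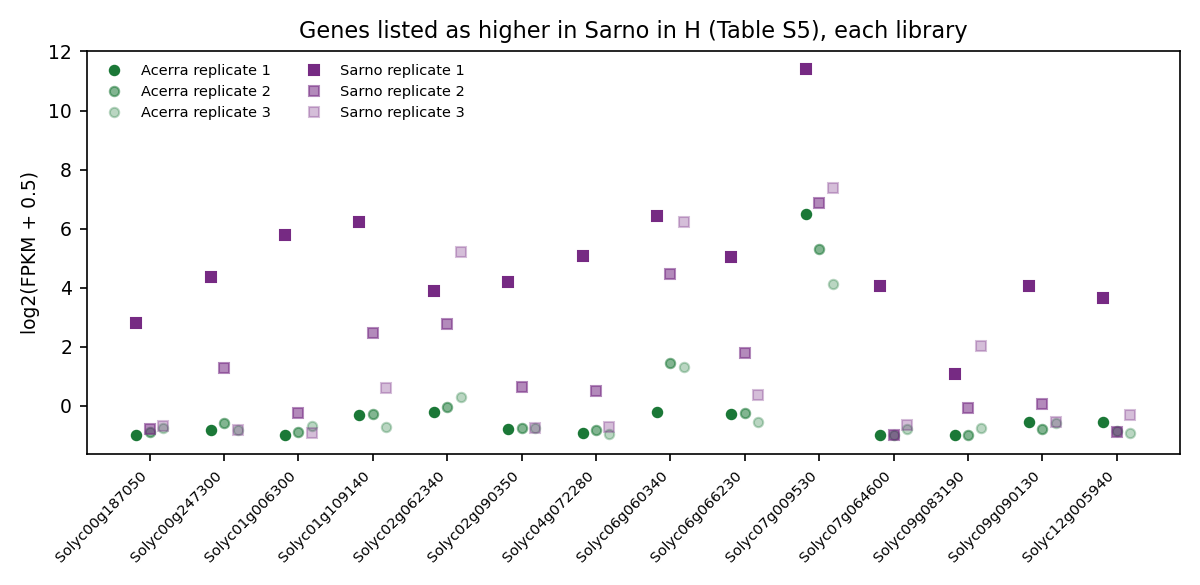
Expression, as log2(FPKM + 0.5), of the 14 genes listed as higher in Sarno in H, in each of the 6 libraries, with circles for Acerra, squares for Sarno and lighter shades for replicates 2 and 3. The darkest squares, Sarno replicate 1, are the highest of the Sarno points for 12 of the genes.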

| **Heinz Acerra** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| **ID_Tomato** | **Description** | **Acerra_FPKM** | **Sarno_FPKM** | **FC** | **GO** |
| Solyc03g043890 | 1-aminocyclopropane-1-carboxylate synthase | 0,82 | 0,04 | 22,2 | Amino acid  Ethylene |
| Solyc05g051240 | Aspartic proteinase nepenthesin I | 230,52 | 33,85 | 6,81 | Cell wall |
| Solyc07g007750 | Defensin protein | 28,63 | 0,83 | 34,48 | Cell wall |
| Solyc09g075420 | Ethylene responsive transcription factor 2b | 17,15 | 1,76 | 9,72 | Amino acid  Ethylene  Carboxylic acid transport |
| Solyc07g064720 | GDSL esterase/lipase At5g55050 | 42,63 | 2,44 | 17,48 | Cell wall |
| Solyc03g123620 | Pectinesterase | 37,99 | 5,75 | 6,61 | Cell wall |
| Solyc03g042560 | Phenylalanine ammonia-lyase | 0,81 | 0,04 | 19,99 | Amino acid  Lignin catabolism |
| Solyc11g020230 | Pto-like, Serine/threonine kinase protein, resistance protein | 19,2 | 2,39 | 8,02 | Cell wall  Amino acid  Ethylene |
| Solyc01g005160 | U-box domain-containing protein | 48,14 | 3,74 | 12,88 | Amino acid  Ethylene  Carboxylic acid transport |
| Solyc08g008280 | WRKY transcription factor-30 | 74,07 | 5,07 | 14,6 | Amino acid  Carboxylic acid transport |
| Solyc03g093080 | Xyloglucanendotransglucosylase/hydrolase 9 | 235,95 | 35,03 | 6,74 | Cell wall |
| Solyc12g011030 | Xyloglucanendotransglucosylase/hydrolase 9 | 106,57 | 16,37 | 6,51 | Cell wall |
|  |  |  |  |  |  |
| **Heinz Sarno** |  |  |  |  |  |
| **ID_Tomato** | **Description** | **Acerra_FPKM** | **Sarno_FPKM** | **FC** | **GO** |
| Solyc12g005940 | 1-aminocyclopropane-1-carboxylate oxidase | 0,09 | 4,49 | 49,85 | Cell wall and sugar  Amino acid  Secondary metabolism |
| Solyc07g009530 | Chitinase | 66,87 | 1515,17 | 22,66 | Ethylene  Cell wall and sugar |
| Solyc06g060340 | Chloroplast photosystem II-associated protein | 1,56 | 65,93 | 42,38 | Cell wall and sugar  Amino acid |
| Solyc01g109140 | Cytochrome P450 | 0,26 | 30,84 | 116,93 | Cell wall and sugar  Amino acid  Secondary metabolism |
| Solyc00g247300 | Cytochrome P450 | 0,11 | 8,46 | 79,94 | Secondary metabolism |
| Solyc02g090350 | Cytochrome P450 | 0,1 | 6,25 | 64,7 | Secondary metabolism |
| Solyc06g066230 | Cytochrome P450 | 0,29 | 12,87 | 44,43 | Secondary metabolism |
| Solyc07g064600 | Endoribonuclease L-PSP family protein | 0,04 | 5,57 | 146,03 | Cell wall and sugar  Secondary metabolism |
| Solyc02g062340 | Fructose-bisphosphatealdolase | 0,52 | 18,83 | 36,2 | Cell wall and sugar  Amino acid |
| Solyc09g083190 | Genomic DNA chromosome 5 P1 clone MQD19 | 0,04 | 1,93 | 43,7 | Secondary metabolism |
| Solyc04g072280 | Laccase | 0,04 | 14,68 | 387,95 | Cell wall and sugar  Secondary metabolism |
| Solyc00g187050 | Leucylaminopeptidase | 0,05 | 2,3 | 48,9 | Cell wall and sugar  Secondary metabolism |
| Solyc09g090130 | Myb-related transcription factor | 0,14 | 5,56 | 39,63 | Cell wall and sugar  Secondary metabolism |
| Solyc01g006300 | Peroxidase | 0,05 | 20,79 | 381,21 | Secondary metabolism |

Table S6. Vesuviano Acerra and Vesuviano Sarno fruit quality genes. Genes, within the enriched GO categories, with higher expression ratio and outlier behavior. FPKM = Fragment per million of mapped reads, FC = fold change.

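All 9 genes listed for Acerra had a limma adjusted p under 0.05, with a median log2 fold change of 2.91. Of the 29 genes listed for Sarno, 24 passed the minimum FPKM. Among these, 13 were called over all tested loci and 23 when adjusted over the list alone, and their median log2 fold change was -2.59. Sarno replicate 3 was the lowest of the Sarno libraries in 22 of the listed genes, and without it the median was -2.97.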

| **RSV acerra** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| **ID_Tomato** | **Description** | **Acerra_FPKM** | **Sarno_FPKM** | **Ratio** | **GO** |
| Solyc00g095860 | 1-aminocyclopropane-1-carboxylate synthase | 7,55 | 0,04 | 169 | Ehtylene |
| Solyc11g012980 | Ethylene-responsive transcription factor 9 | 37,39 | 3,23 | 12 | Ehtylene |
| Solyc08g078090 | Lipase | 23,96 | 2,51 | 10 | Ehtylene  Amino acid |
| Solyc05g006360 | Matrix metalloproteinase | 2,76 | 0,38 | 7 | Amino acid |
| Solyc07g053230 | Myb-related transcription factor | 6,42 | 0,57 | 11 | Ehtylene |
| Solyc11g020230 | Pto-like, Serine/threonine kinase protein, resistance protein | 5,27 | 0,83 | 6 | Amino acid |
| Solyc01g091590 | SRC2 protein | 73,76 | 2,85 | 26 | Ehtylene  Amino acid |
| Solyc01g005160 | U-box domain-containing protein | 25,96 | 1,79 | 14 | Ehtylene  Amino acid |
| Solyc12g017240 | Xyloglucanendotransglucosylase/hydrolase 7 | 208,82 | 26,3 | 7,94 | Cell wall and sugar |
|  |  |  |  |  |  |
| **RSV Sarno** |  |  |  |  |  |
| **ID_Tomato** | **Description** | **Acerra_FPKM** | **Sarno_FPKM** | **Ratio** | **GO** |
| Solyc02g071430 | 1-aminocyclopropane-1-carboxylate oxidase | 0,05 | 1,81 | 38,63 | Amino acid  Secondary metabolism  Carboxylic acid  Cell wall  Fatty acids |
| Solyc12g005940 | 1-aminocyclopropane-1-carboxylate oxidase | 0,11 | 2,91 | 26,21 | Cell wall |
| Solyc03g098010 | Acid phosphatase | 0,22 | 8,14 | 37,64 | Fatty acid and lipid |
| Solyc06g075650 | Aquaporin | 0,17 | 5,23 | 29,96 | Amino acid  Secondary metabolism  Cell wall |
| Solyc08g008600 | BHLH transcription factor | 0,06 | 2,14 | 34,63 | Secondary metabolism |
|  |  |  |  |  | Carboxylic acid |
| Solyc03g115900 | Chlorophyll a-b binding protein P4, chloroplastic | 0,12 | 5,66 | 47,88 | Amino acid |
| Solyc12g014630 | Cortical cell-delineating protein | 0,00 | 10,21 | #DIV/0! | Fatty acids |
| Solyc09g090510 | Cyclopropane-fatty-acyl-phospholipid synthase | 0,04 | 1,56 | 39,24 | Fatty acids  Carboxylic acid |
| Solyc10g080840 | Cytochrome P450 | 0,62 | 24,36 | 39,36 | Fatty acids  Secondary metabolism  Carboxylic acid |
| Solyc07g055560 | G-type lectin S-receptor-like serine/threonine-protein kinase At2g19130 | 0,02 | 0,55 | 35,05 | Fatty acids |
| Solyc09g082550 | High affinity sulfate transporter 2 | 0,02 | 0,57 | 33,98 | Amino acids  Cell wall |
| Solyc05g007180 | Homeobox-leucine zipper-like protein | 0,09 | 3,94 | 43,43 | Secondary metabolism |
| Solyc02g081120 | Knotted-1-like homeobox protein H1 | 0,02 | 1,47 | 60,57 | Fatty acids |
| Solyc05g052340 | Laccase | 0,02 | 1,26 | 54,43 | Cell wall  Amino acid  Secondary metabolism |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
| Solyc07g049460 | Laccase | 0,03 | 0,80 | 28,68 | Cell wall  Secondary metabolism |
| Solyc04g078800 | Lipase class 3-like | 0,07 | 3,07 | 46,53 | Cell wall  Fatty acids |
| Solyc02g079280 | MYB transcription factor | 0,02 | 2,66 | 108,44 | Amino acid  Fatty acids  Secondary metabolism  Carboxylic acid  Cell wall |
| Solyc10g005460 | MYB transcription factor | 0,06 | 1,94 | 32,84 | Amino acid  Secondary metabolism  Carboxylic acid  Cell wall |
| Solyc05g055030 | Myb-related transcription factor | 0,08 | 7,23 | 87,52 | Cell wall  Amino acid  Secondary metabolism |
| Solyc08g006730 | N-acetyltransferase | 0,30 | 15,87 | 52,32 | Amino acid |
| Solyc07g049290 | Nitrate transporter | 0,03 | 0,75 | 26,79 | Cell wall |
| Solyc01g081600 | Non-specific lipid-transfer protein | 0,03 | 5,86 | 224,14 | Fatty acid and lipid |
| Solyc03g005210 | Non-specific lipid-transfer protein | 0,21 | 11,56 | 55,37 | Fatty acids |
| Solyc03g071690 | Non-symbiotic hemoglobin 2 | 0,07 | 2,62 | 36,05 | Fatty acids |
| Solyc12g005680 | Potassium transporter family protein | 0,02 | 0,62 | 27,47 | Cell wall |
| Solyc05g007950 | Ribonuclease T2 | 0,11 | 6,02 | 54,52 | Secondary metabolism |
| Solyc01g079300 | Stachyose synthase | 0,03 | 1,65 | 58,63 | Cell wall  Secondary metabolism |
| Solyc01g090890 | Xenotropic and polytropic retrovirus receptor | 0,04 | 7,06 | 164,27 | Fatty acid and lipid |
| Solyc07g052980 | Xyloglucanendotransglucosylase/hydrolase 5 | 0,03 | 1,46 | 55,13 | Cell wall  Secondary metabolism  Fatty acids |

Table S7. Two-factor analysis of variance (ANOVA). Sources of variations: G = genotype, E = environment and interaction G × E (genotype × environment). Significance levels: *, P < 0.05; **, P < 0.01; ***, P < 0.001.

| **Sensorial trait** | **G** | **E** | **G × E** |
| --- | --- | --- | --- |
| Red color | ** | *** | * |
| Hardness | *** | *** |  |
| Flouriness | * | ** |  |
| Flavor |  | *** |  |
| Odor | ** |  |  |
| Saltiness | *** | ** |  |

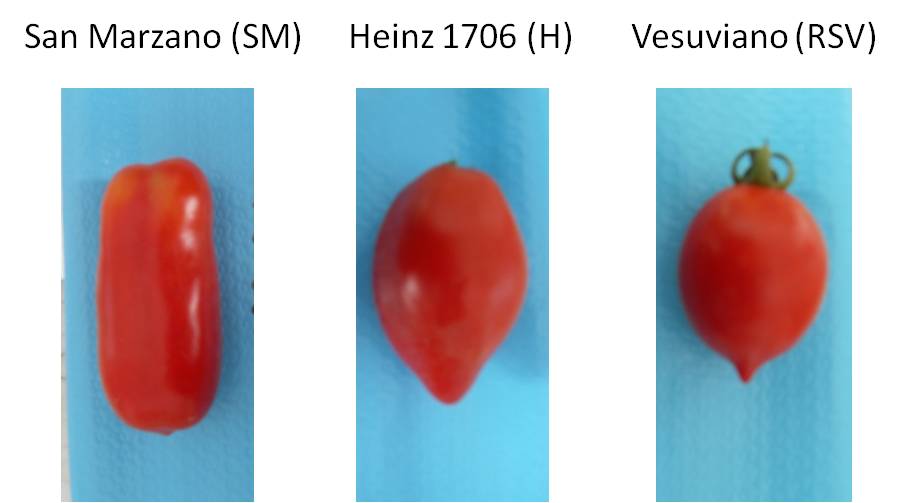

Figure S1. Tomato fruits of San Marzano, Heinz 1706 and Vesuviano at harvestimg time.

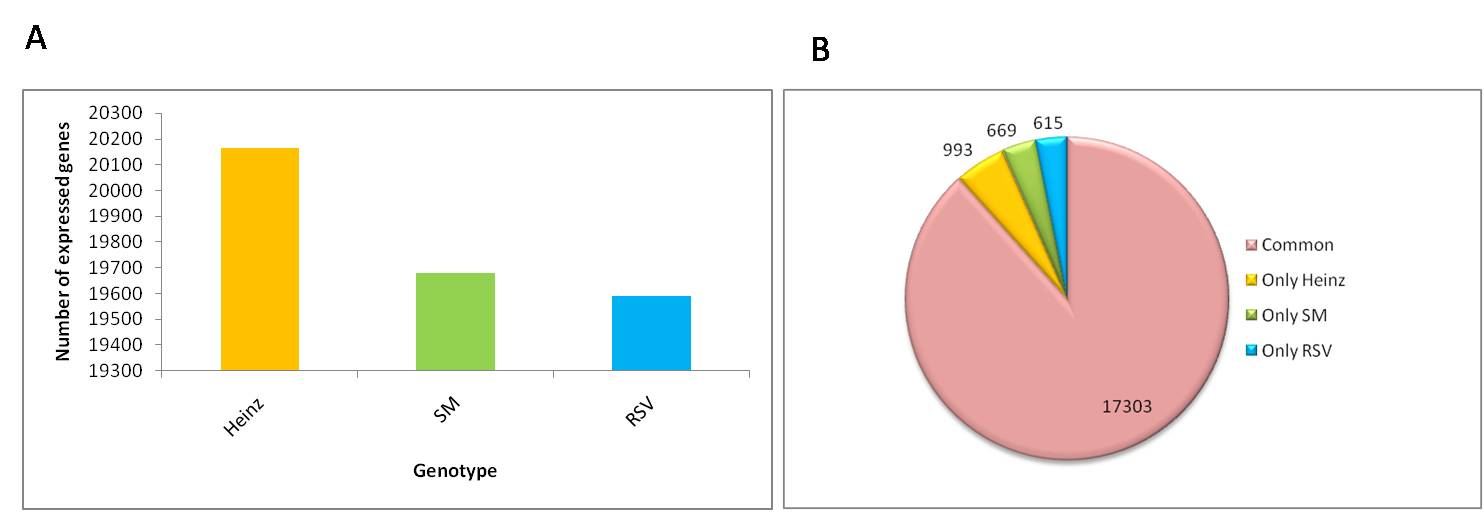

Figure S2. Expression profiles. A) Number of expressed genes, not modulated by the environment, identified in each genotype. B) Number of common and genotype-specific expressed genes.

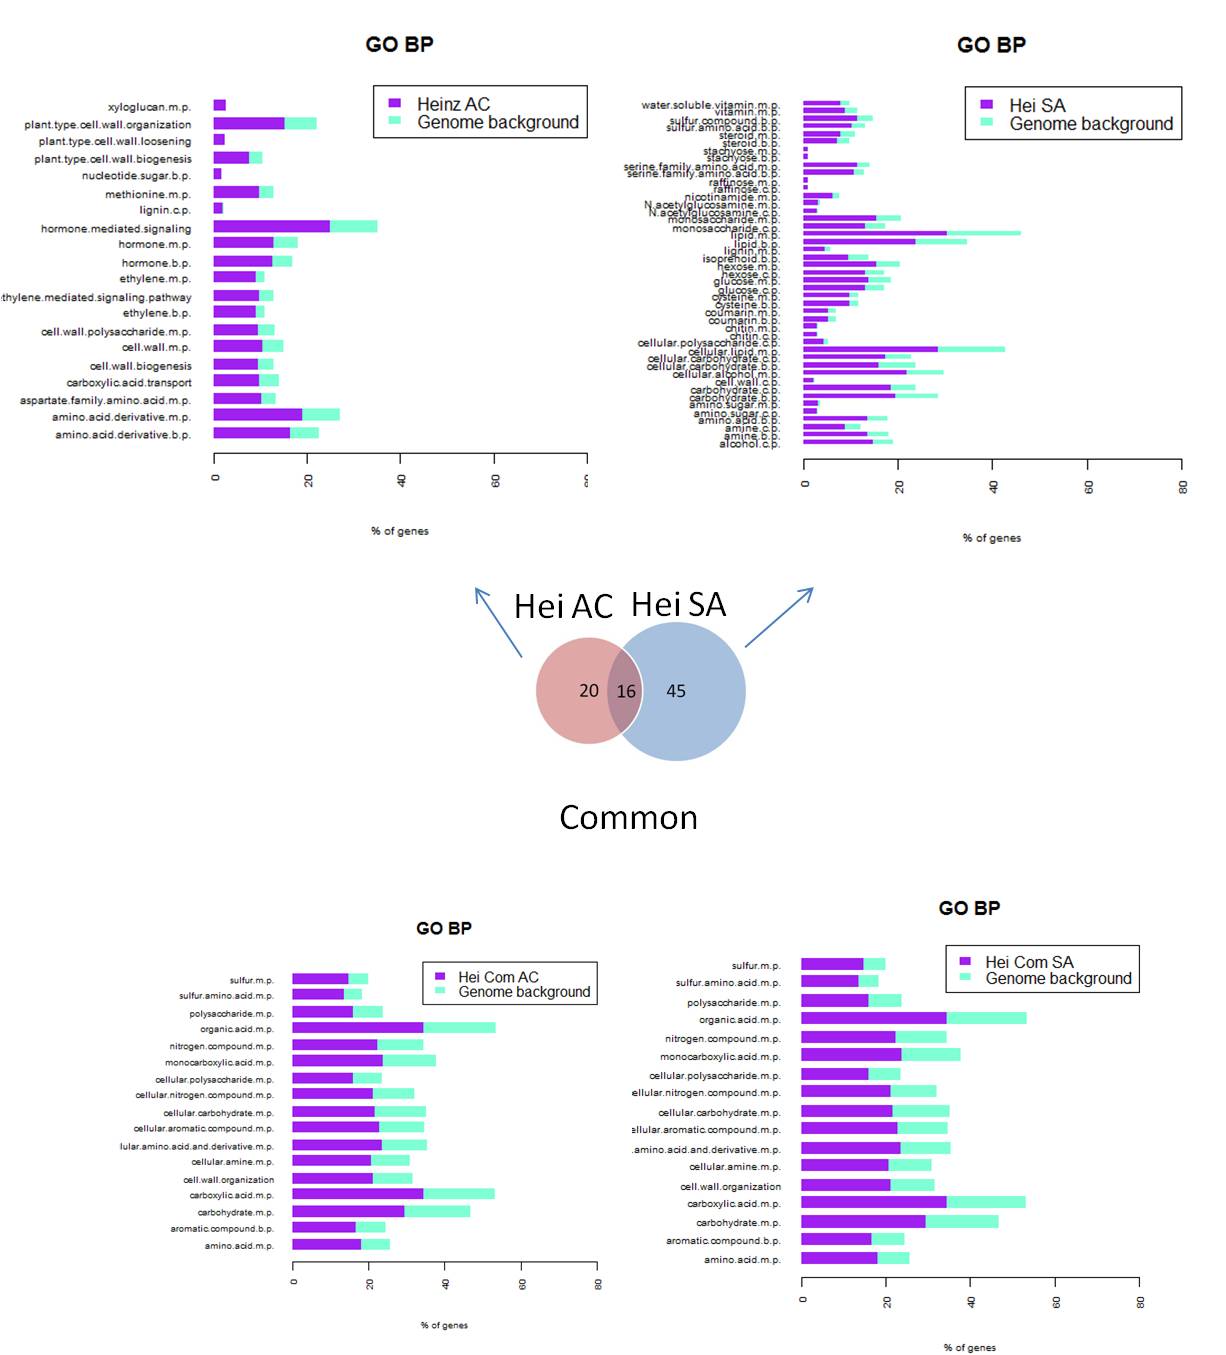

Figure S3. Heinz Gene Ontology Enrichment Analysis. The Venn diagram shows common and specific enriched GO terms. Bar plots reflect the number of genes in the enriched categories of the San Marzano Acerra (left) and Sarno (right) and common (below) as well as the number of genes belonging to the same categories in tomato genome. Common enriched GO categories are reported for both environments because some categories, although enriched in both conditions, have a different percentage of genes.

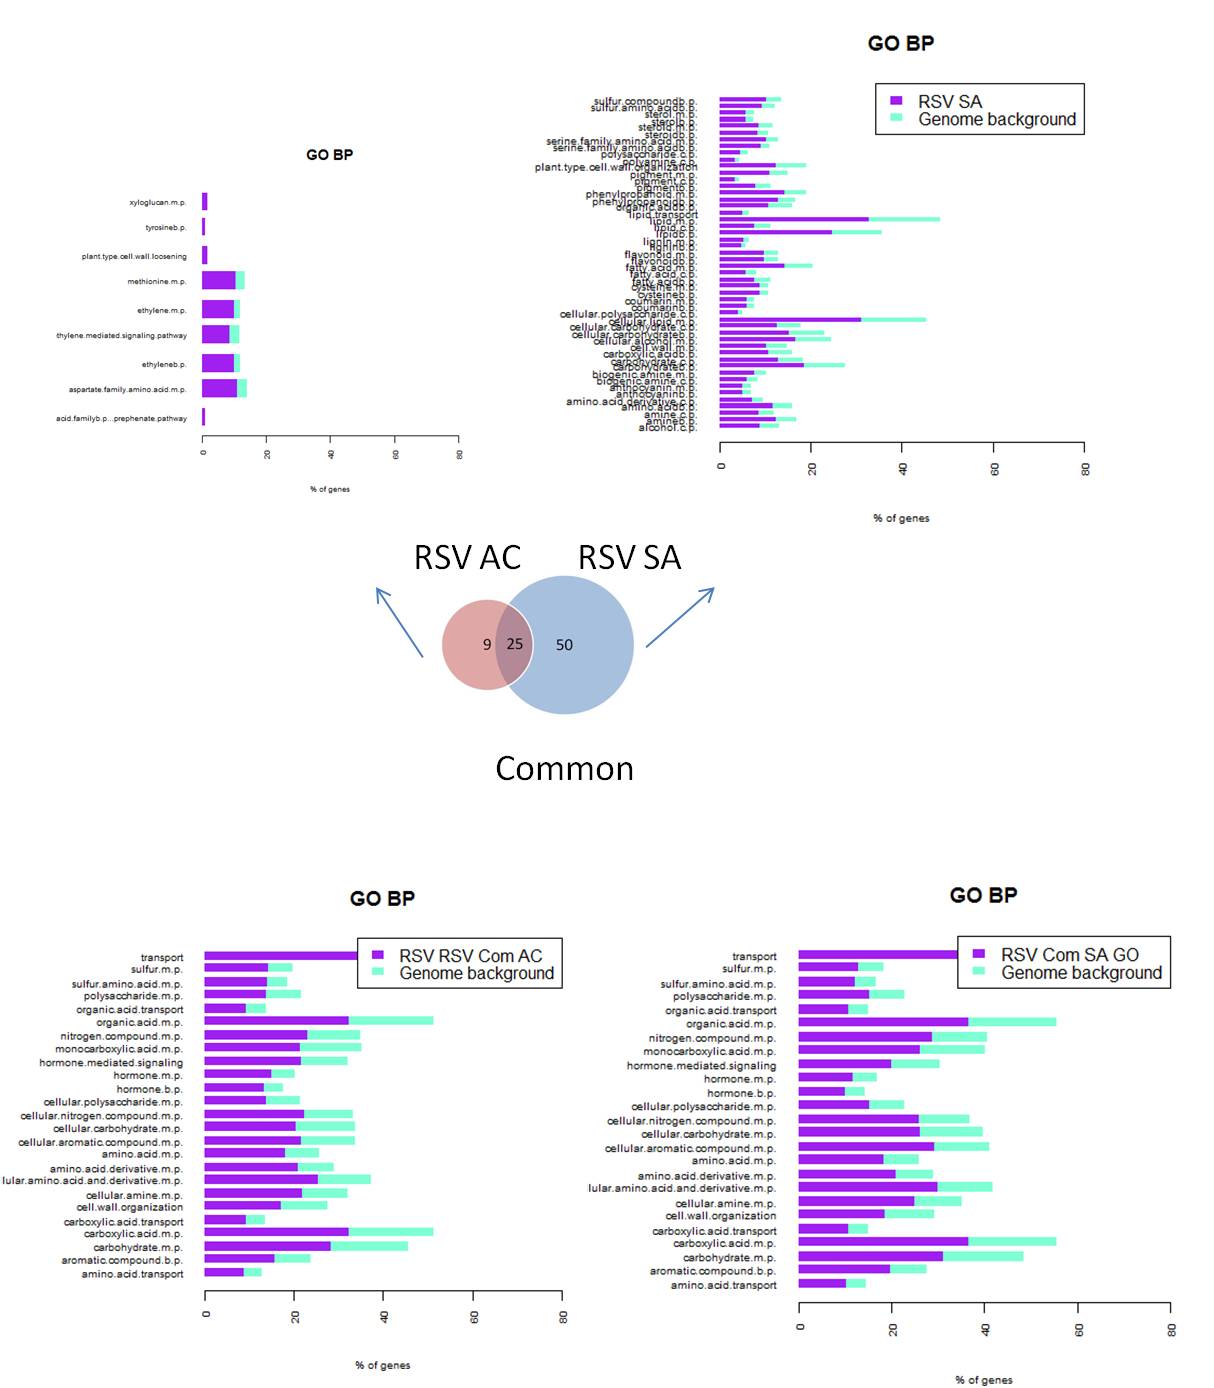

Figure S4. RSV Gene Ontology Enrichment Analysis. The Venn diagram shows common and specific enriched GO terms. Size of bar plots reflects the number of genes in the enriched categories of the San Marzano Acerra (left) and Sarno (right) and common (below) as well as the number of genes belonging to the same categories in the tomato genome. Common enriched GO categories are reported for both environments because some categories, although enriched in both conditions, have a different percentage of genes.

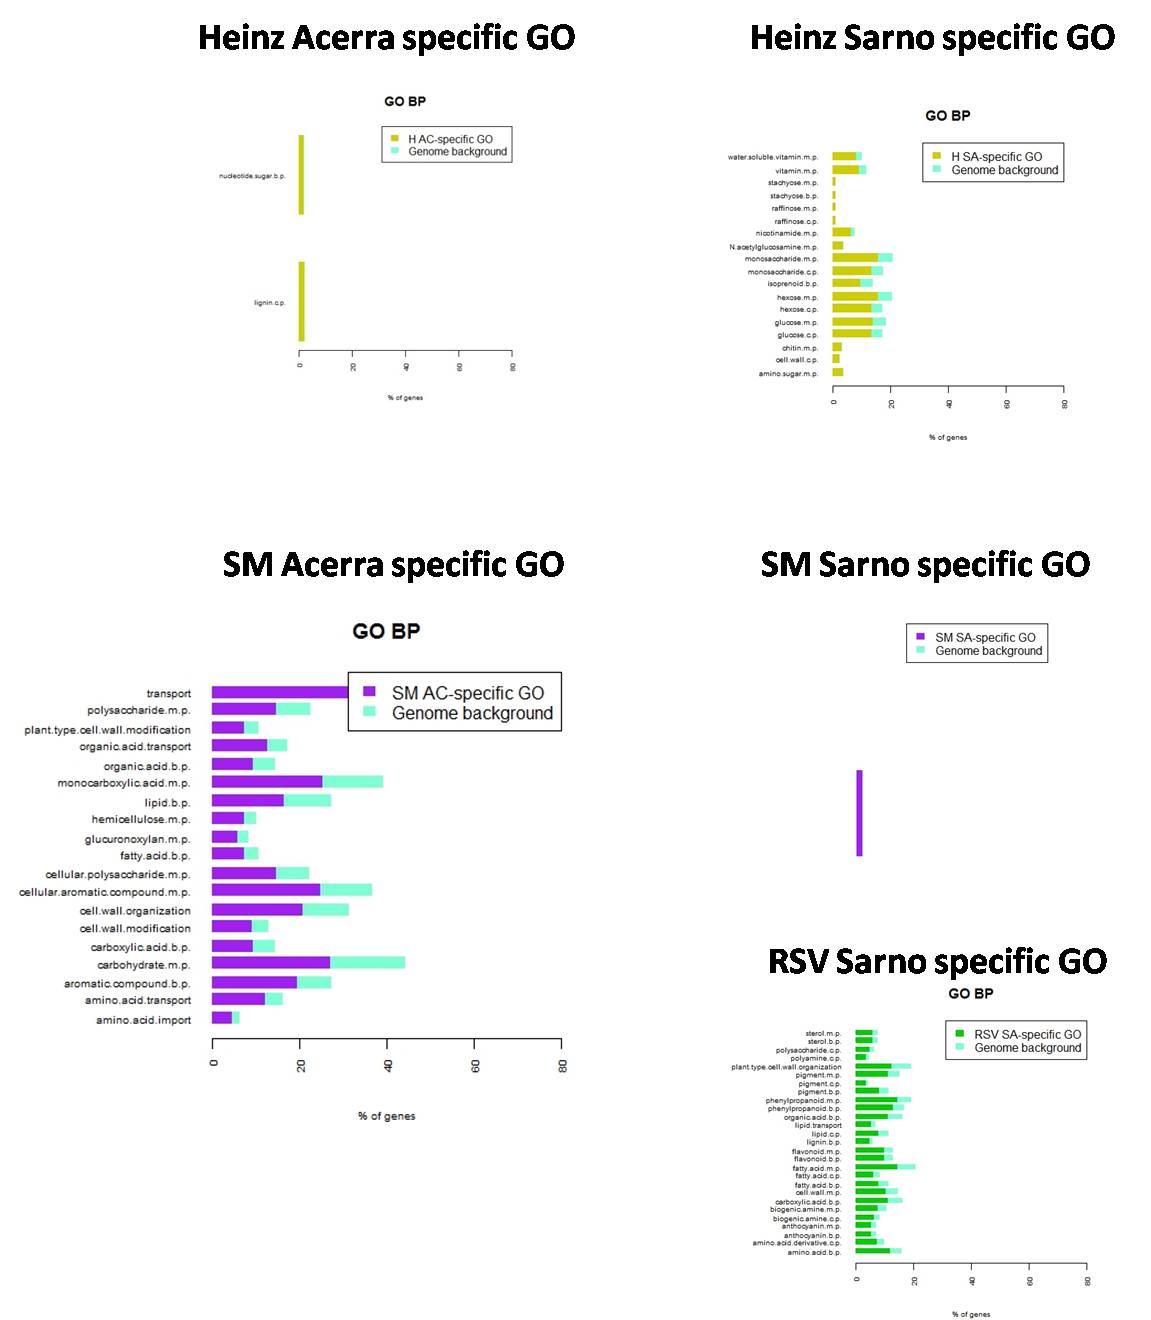

Figure S5. Genotype × environment enriched GO. Left) H × Acerra enriched GO term and SM × Acerra enriched GO terms. Right) H × Sarno, SM × Sarno and RSV × Sarno enriched GO terms.

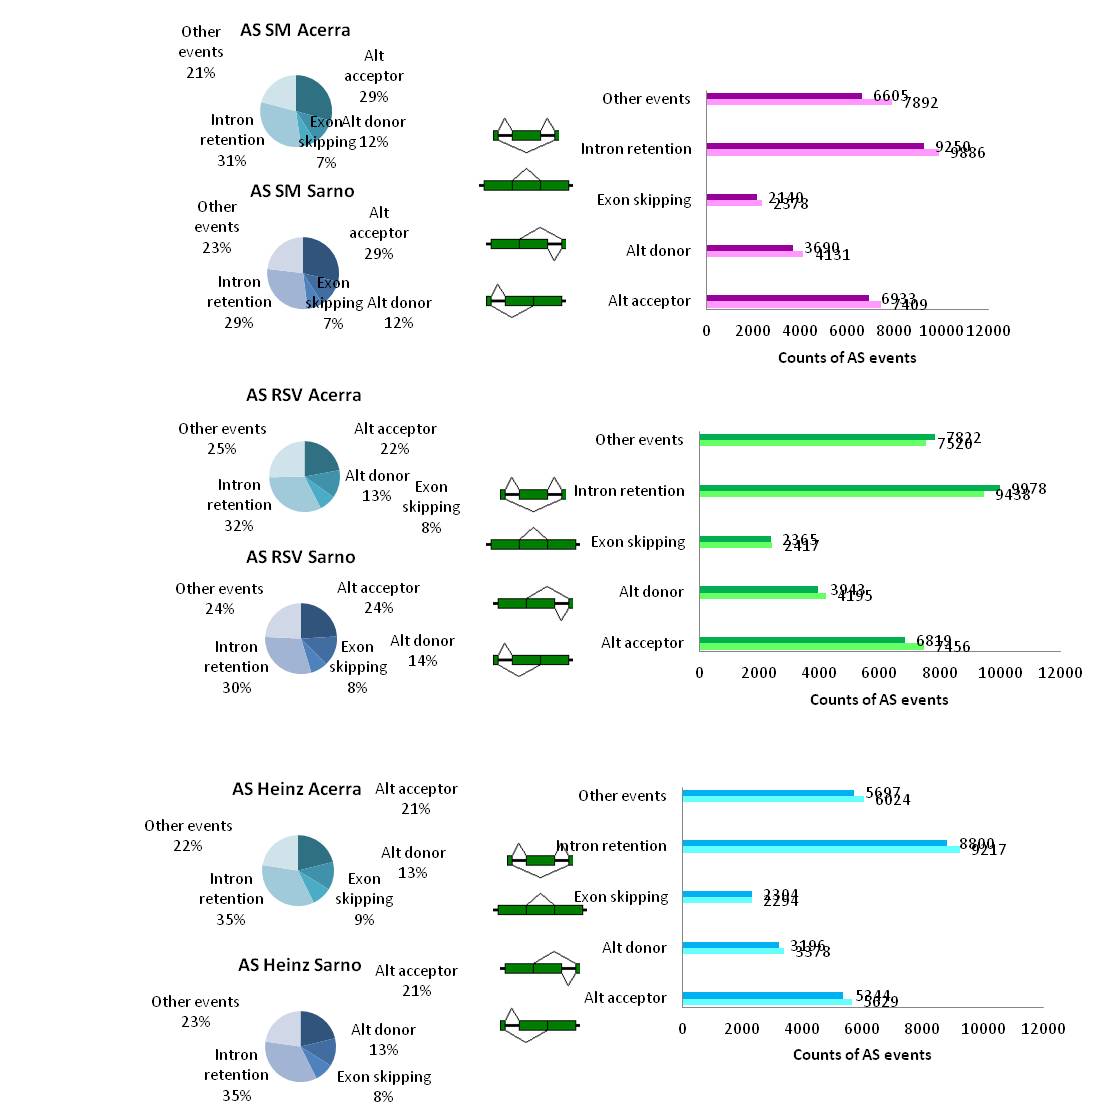

Figure S6. Post-transcriptional regulation. Counts of AS events for each genotype between the two environments.

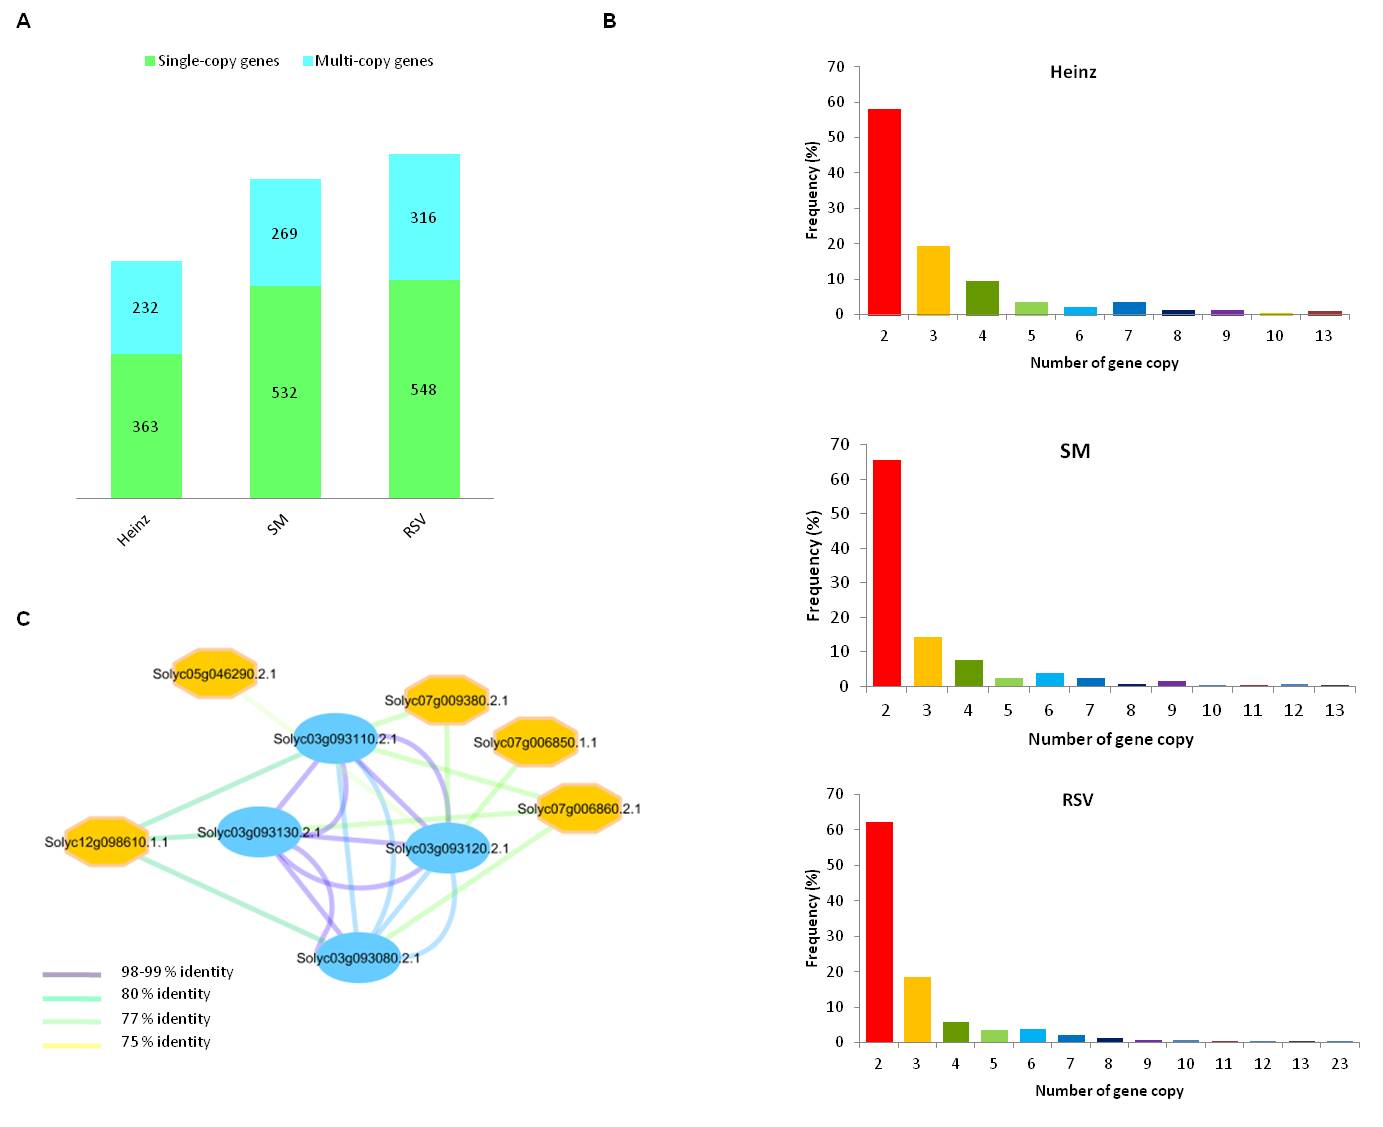

Figure S7. Distribution of DEGs in multi-copy gene families. A) number of DEGs that can be classified as single copy and multi-copy families. B) Frequency distribution of DEGs in multi-copy gene families. C) XTHs sequence conservation in SM. Blue nodes indicate XTHs clustered on chromosome 3, orange nodes indicate XTHs located on different chromosomes (7, 5 and 12). Edge color is indicative of the percentage of identity between sequences.

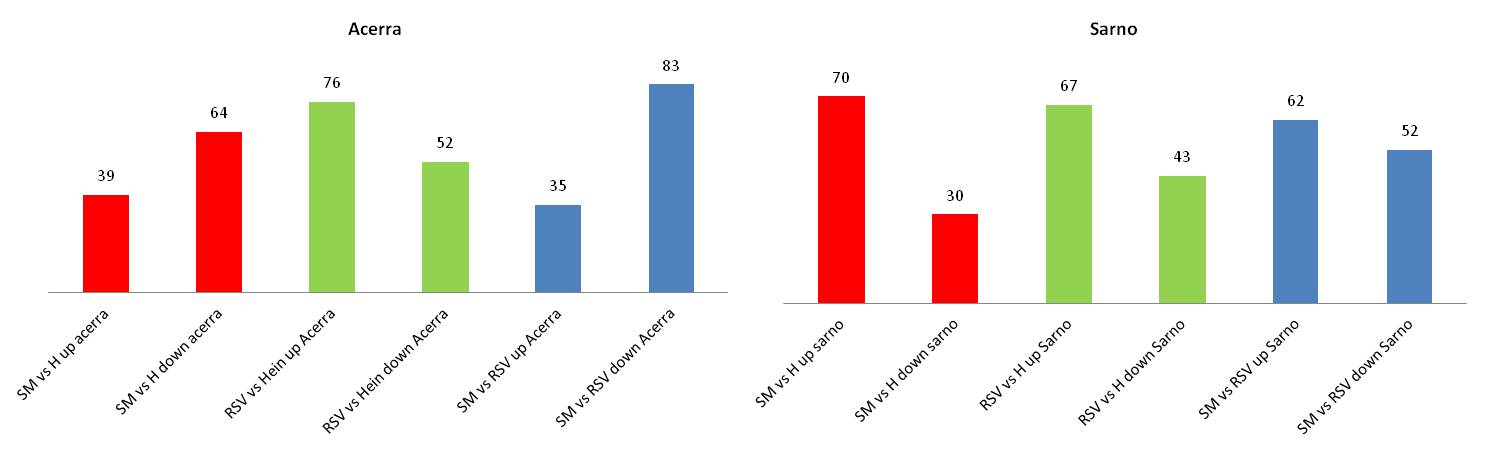

Figure S8. Changes in metabolite profiles between genotypes (H vs. SM, H vs. RSV and RSV vs. SM) for each environment.

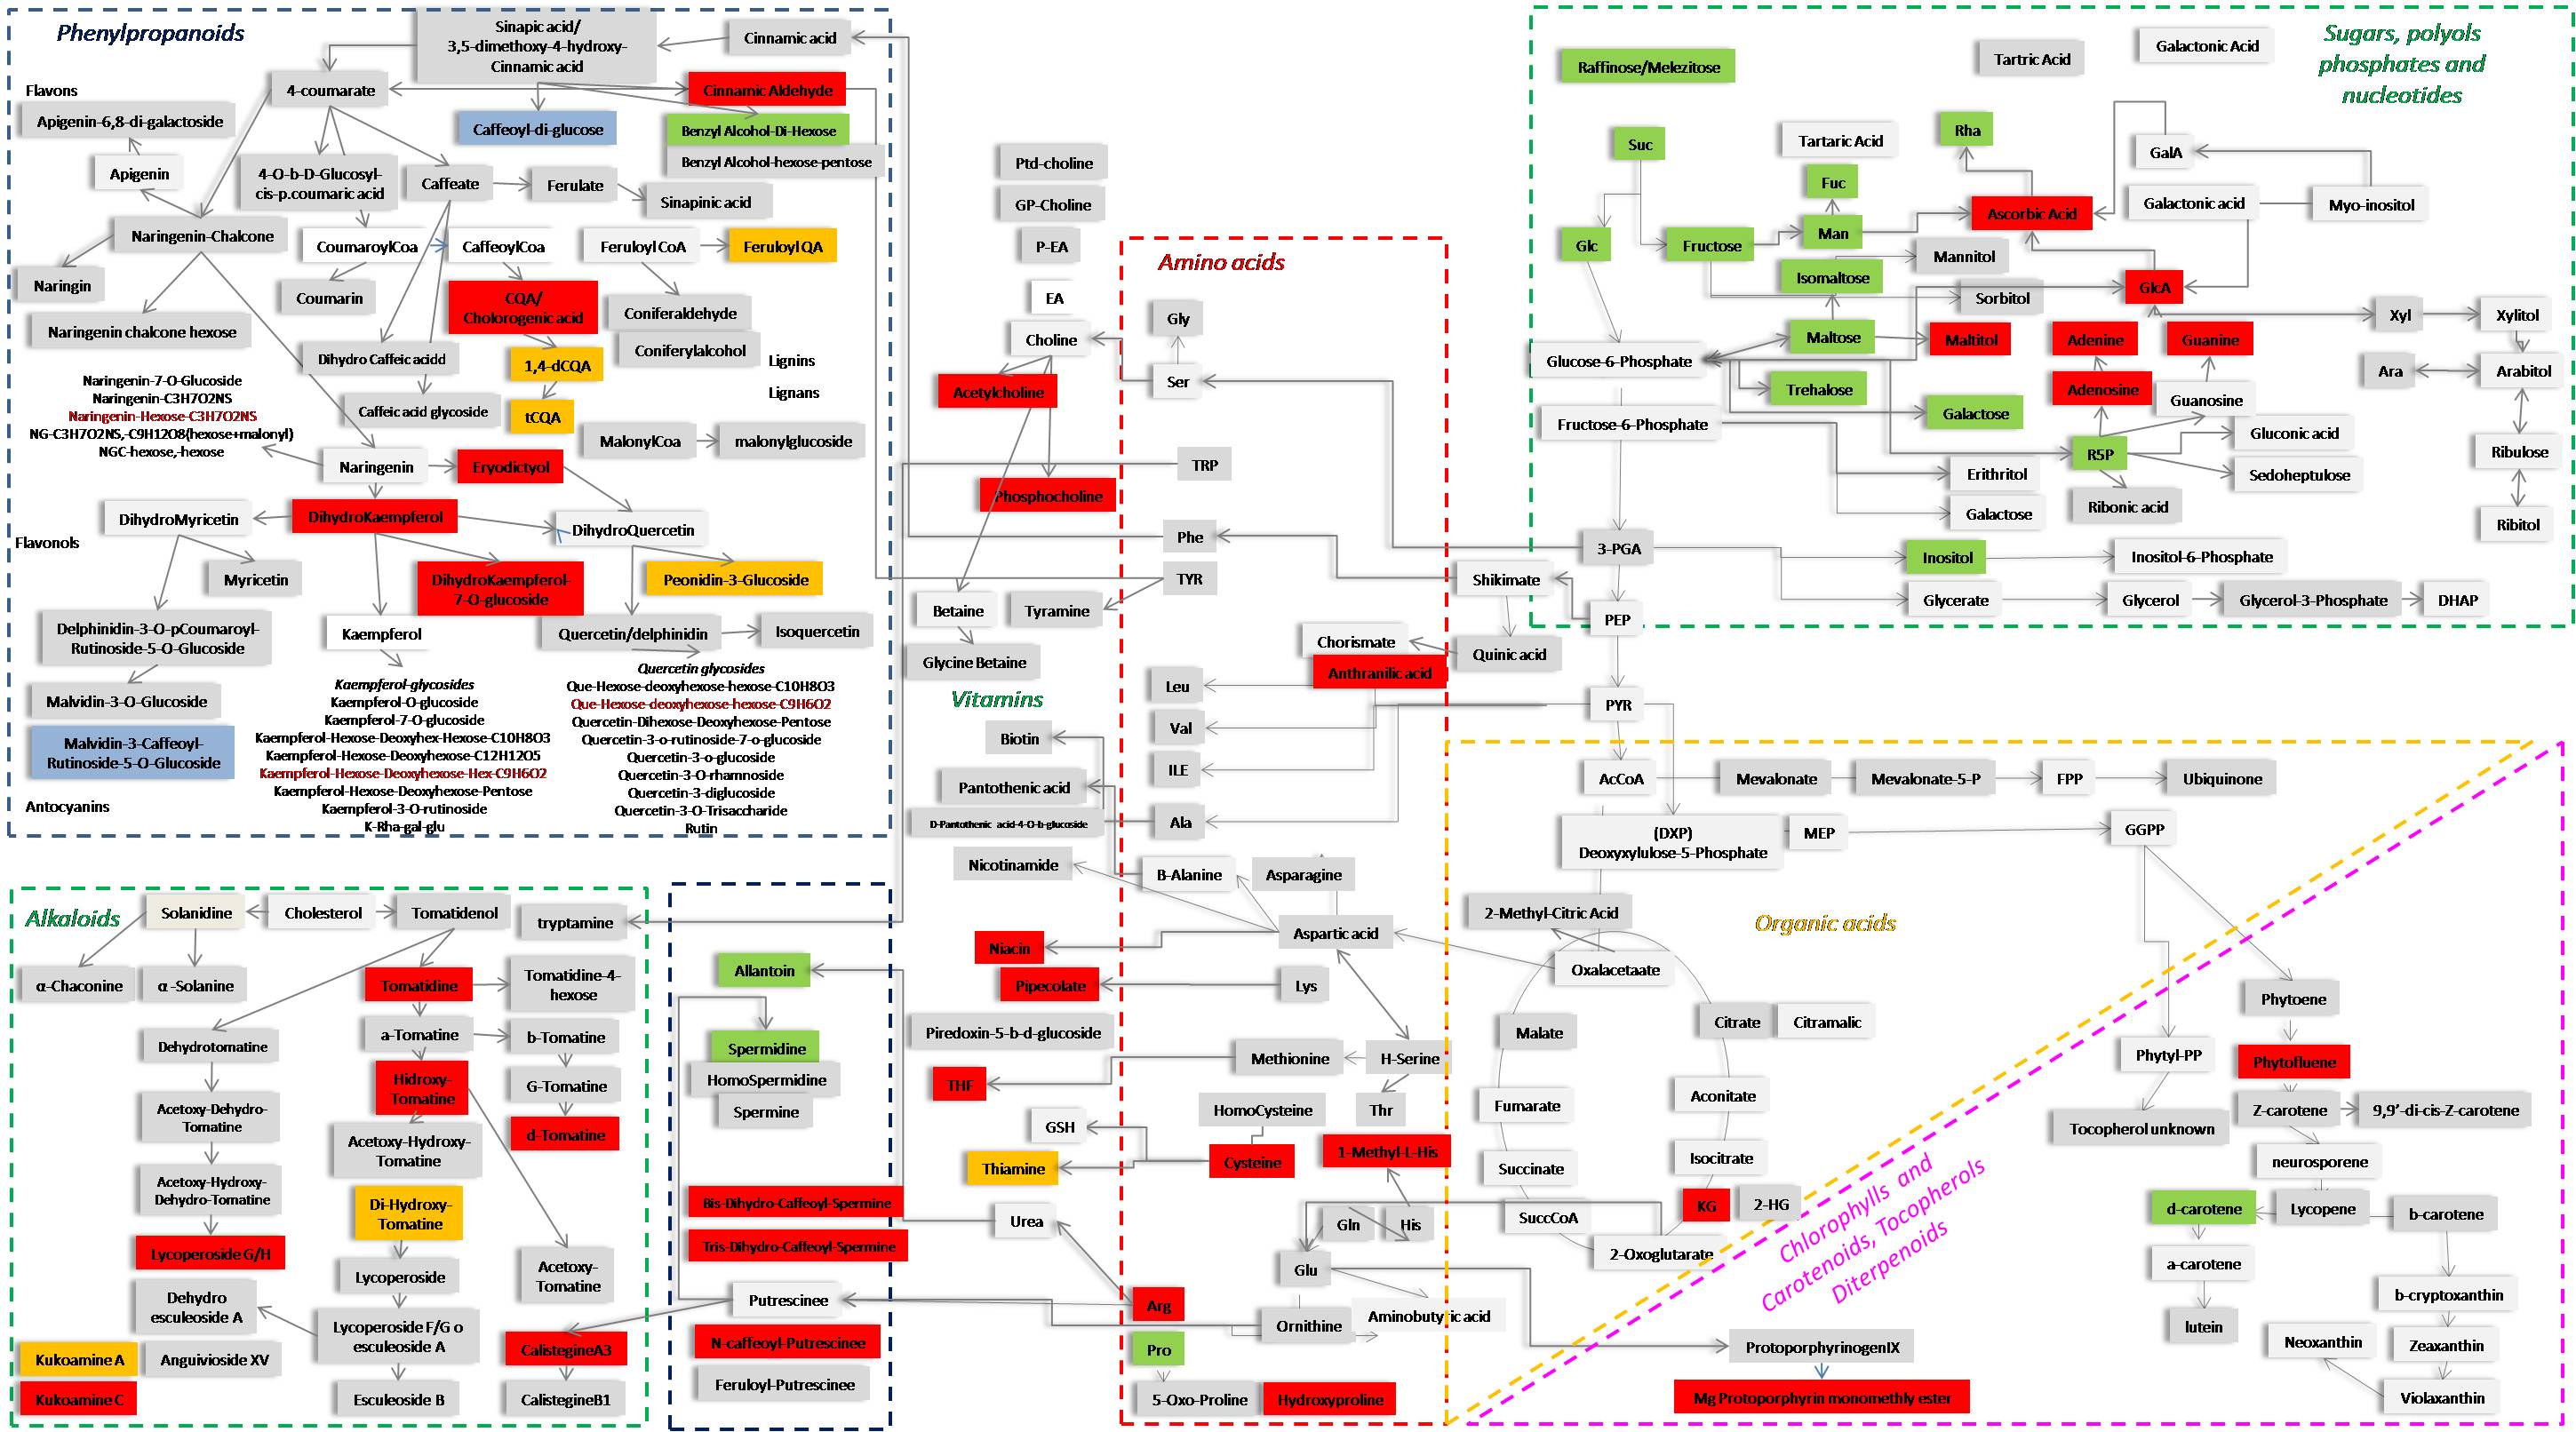

Figure S9. Schematic representation of the changes in metabolic content between Acerra and Sarno in H fruits. Red=increased level in Sarno. Green = increased level in Acerra. Gray = not changed. Blue= only present in Acerra. Orange = only present in Sarno. White = not measured.

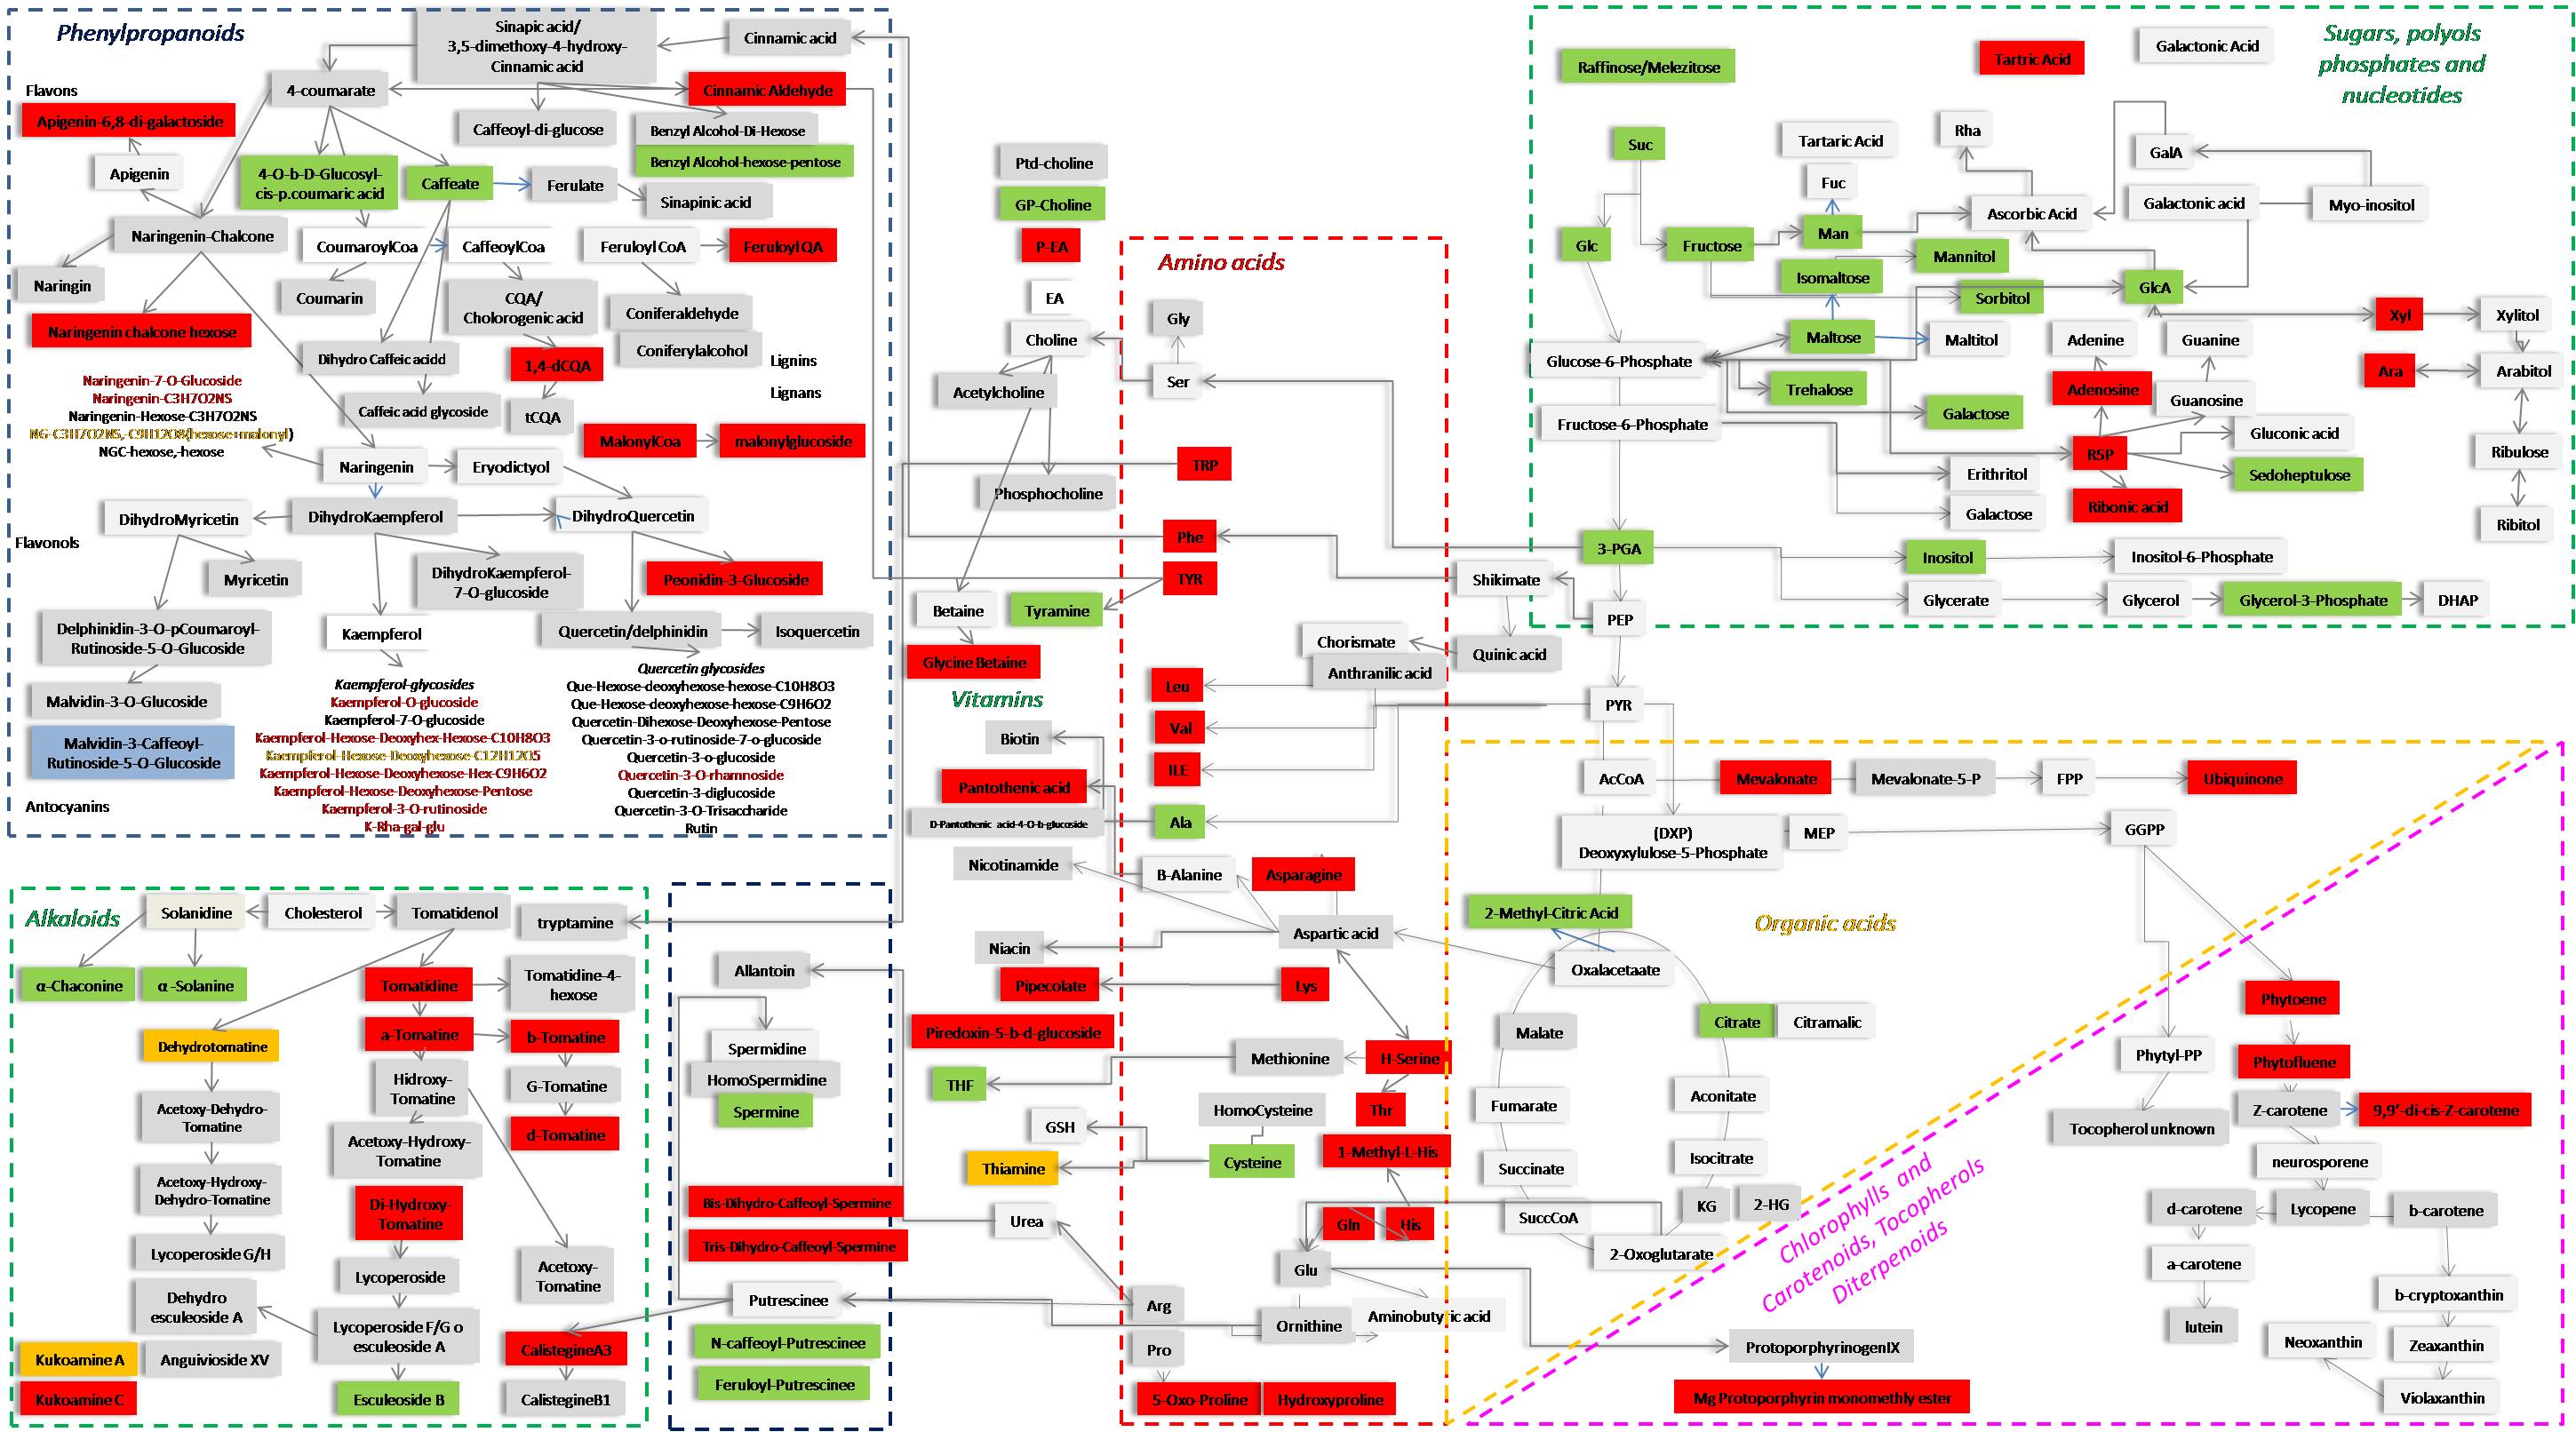

Figure S10. Schematic representation of the changes in metabolic content between Acerra and Sarno in RSV fruits. Red=increased level in Sarno. Green = increased level in Acerra. Gray = not changed. Blue = only present in Acerra. Orange = only present in Sarno. White = not measured.

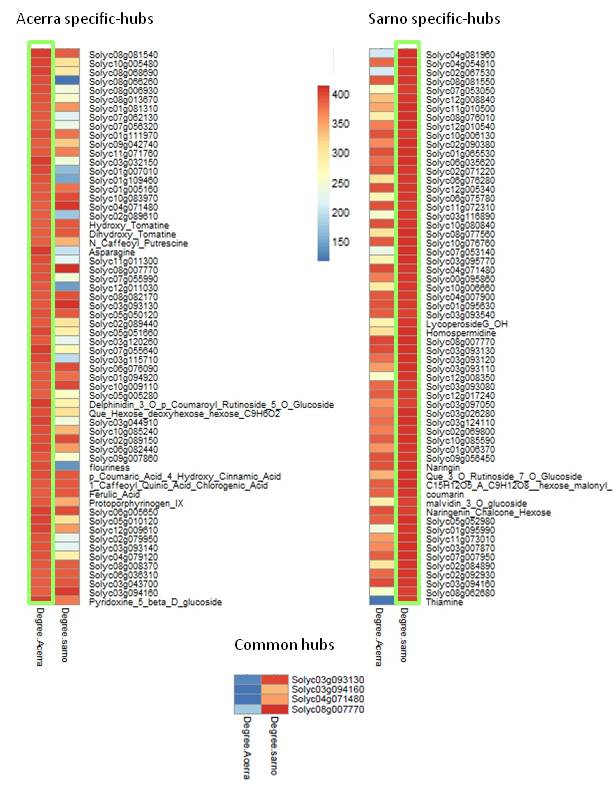

Figure S11. SM hubs. The top 10% of hubs (by number of connected nodes) are displayed as rows. Most nodes act as environment-specific hubs and a small proportion act as environment-independent. The cell is colored according to the hub degree in each condition.

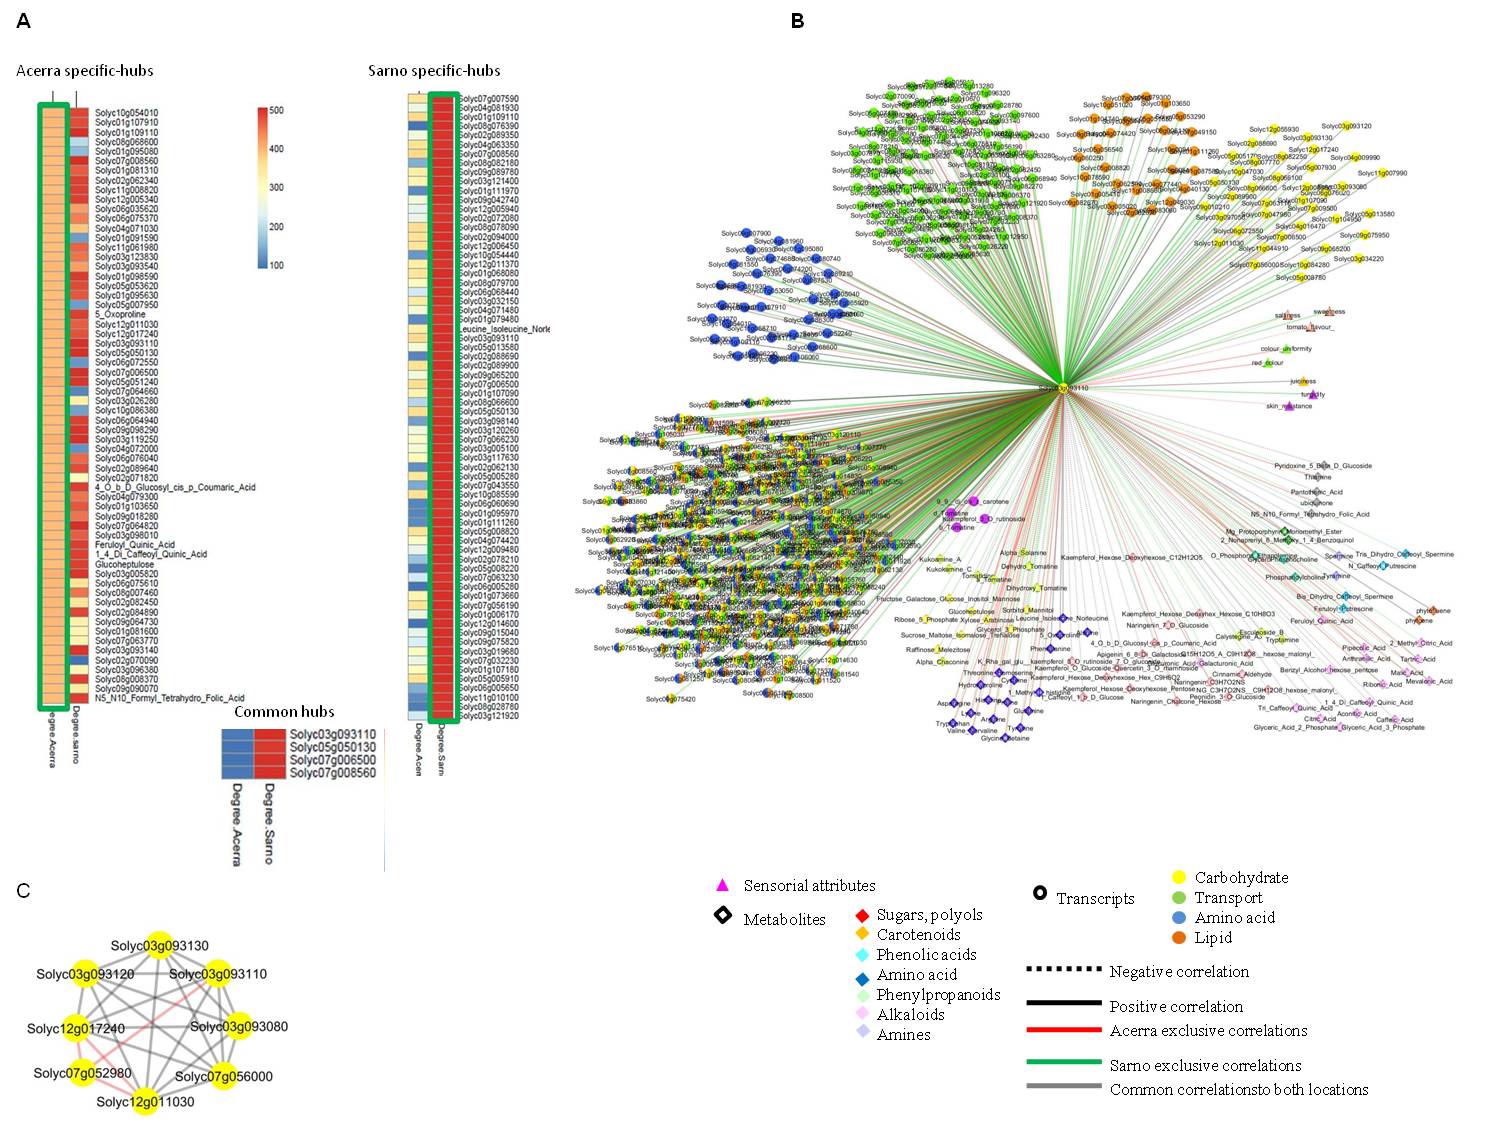

Figure S12. Use of network hubs in different environmental conditions in RSV. A) The top 10% of nodes (by number of connected nodes) are displayed as rows. Most nodes act as condition-specific hubs and a minor proportion act as condition-independent. The cell is colored according to the hub degree in each condition. B) Xyloglucan endotransglucosylase/hydrolase 9 (Solyc03g093110) sub-network. C) Xyloglucan endotransglycosylase family network.

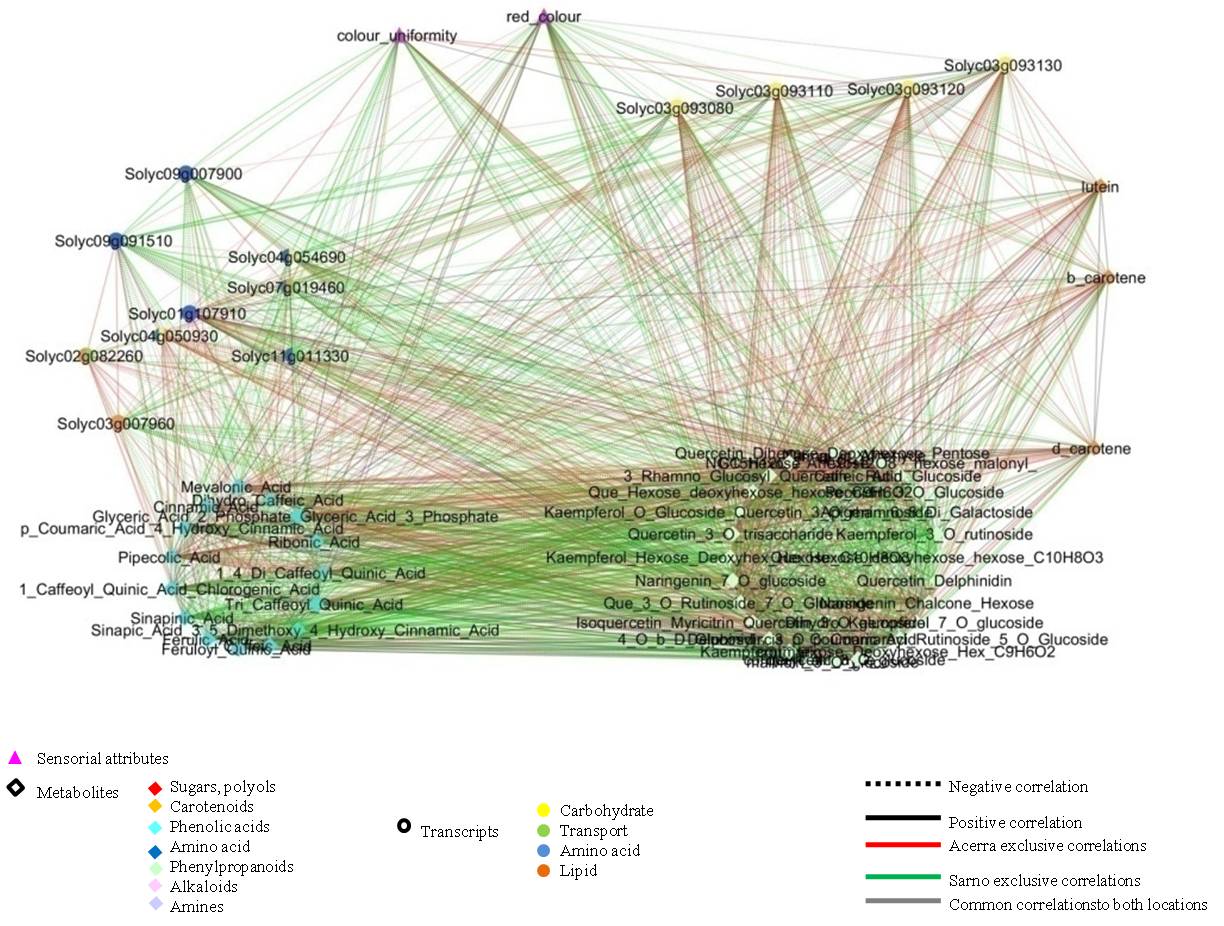

Figure S13. Sensory attribute-specific network analysis of SM. (A) Fruit appearance sub-network.

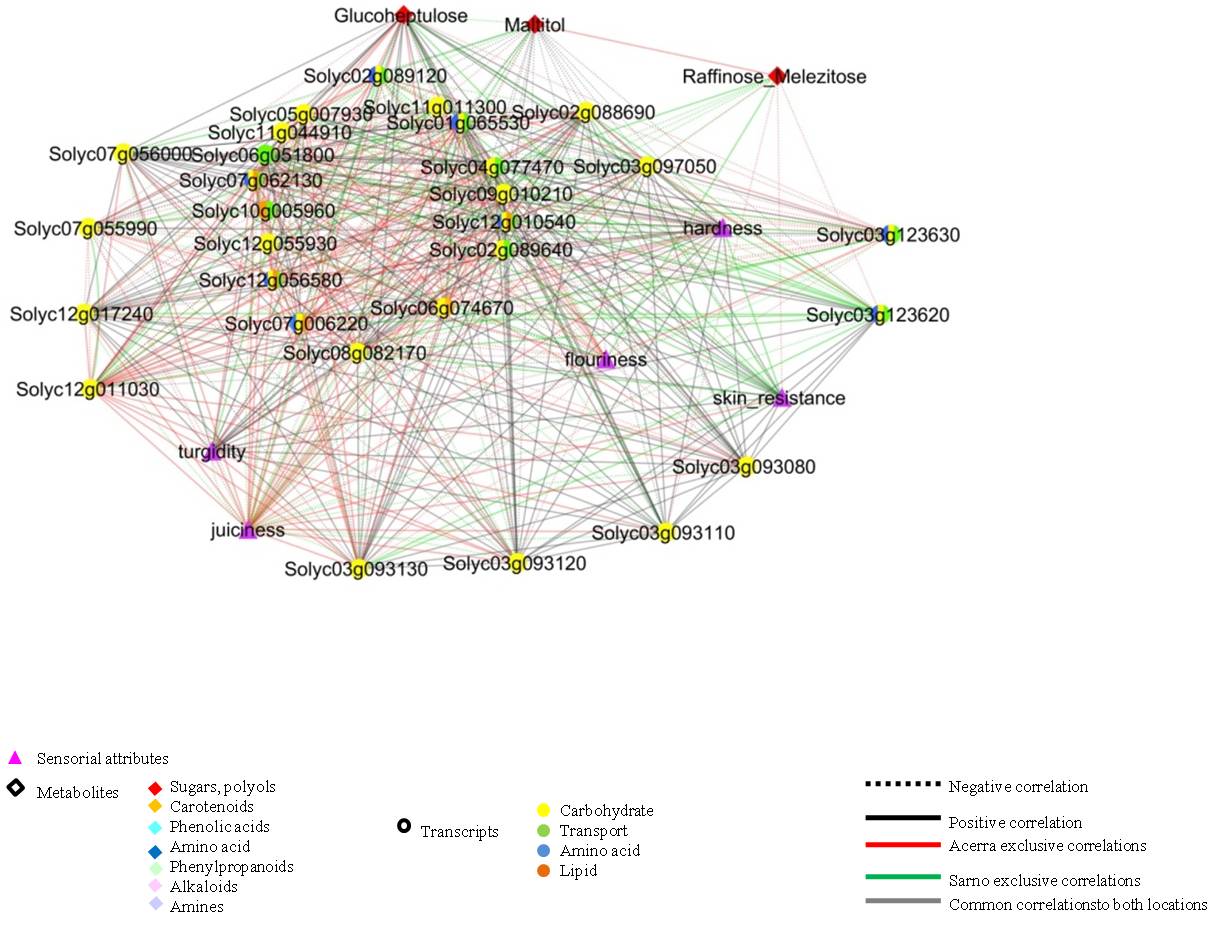

Figure S14. Sensory attribute-specific network analysis of SM. Texture sub-network.

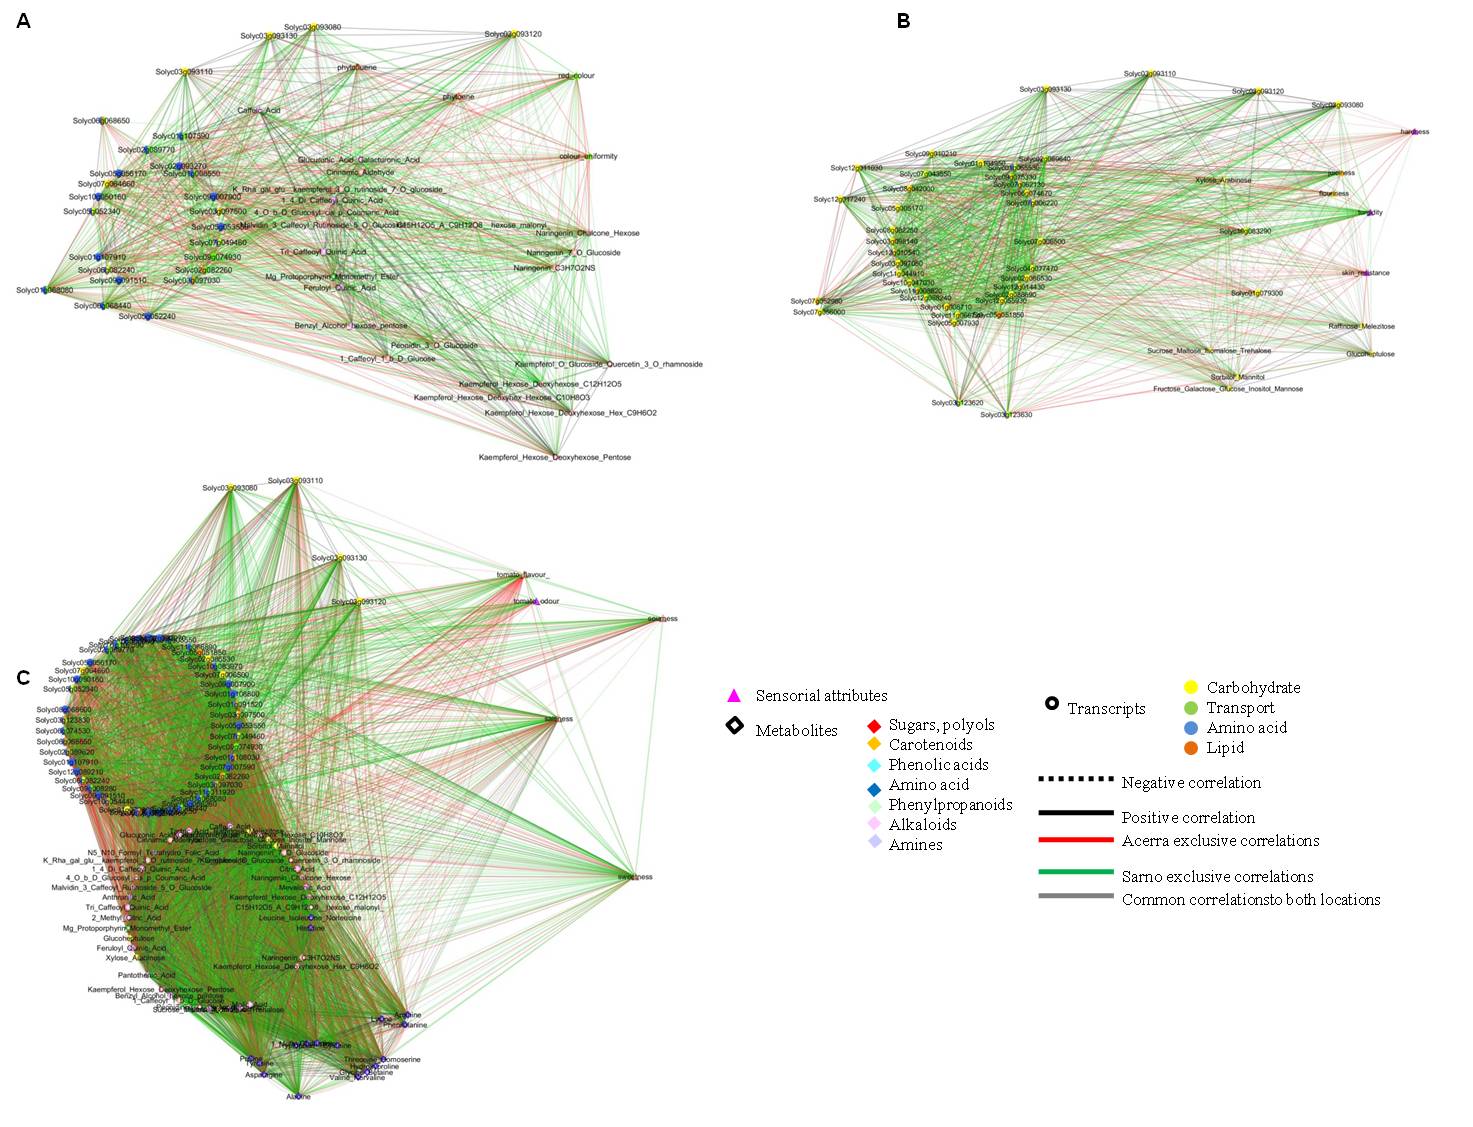

**Figure S15. Changes in RSV in transcripts, metabolites and sensorial attribute correlations in the two environments.** A) Fruit appearance B) Texture and C) Flavor and aroma sub-networks.

How the deposited data were processed for this re-analysis (not part of the article)

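RNA was sequenced from fruit of 3 tomato varieties, H, SM and RSV, grown at Acerra and Sarno, with 3 replicates in each of the 6 groups. The paper's methods mention 6 libraries and pooled fruit divided into aliquots, while its Table S2 lists 18 libraries, and they do not state whether the replicates are separate plots or aliquots of 1 pool. The 18 libraries were taken as 3 replicates per group. The paper's methods state that the reads were aligned with TopHat, those of H to the reference genome and those of SM and RSV to the assembly of the variety, and that expression was estimated with Cufflinks with multi-read correction and annotation-based assembly. The values used here are FPKM for each locus and library, written with decimal commas that were read as decimal points. Neither read counts nor the reads themselves were used here, so no method based on counts was applied. The scaling between libraries is not named in the paper's text.

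Table S2 of the paper gives the fragments and mapping rate of each library, from which the number of mapped fragments was computed. Because FPKM values hold no counts, no interval was computed for a single FPKM value, and the precision comes from the 3 replicates of a group. Expression was transformed to log2(FPKM + 0.5). Loci with a mean of at least 0.5 FPKM over the libraries of a fit were tested, with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's text states neither a minimum fold change nor a false discovery rate. No minimum fold change was added, and the threshold of 0.05 on the adjusted p was set here. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

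Acerra was compared with Sarno within each variety over 6 libraries. The location response of a pair of varieties was compared as an interaction over their 12 libraries, for genes matched by ID. Single genes were also compared by an exact two-sided permutation test, whose p cannot fall below 0.1 with 3 libraries against 3. Gene sets were made by words in the descriptions of genes in Tables S1 and S3 to S6 and of genes named in the main text. They were tested with camera (preset correlation 0.01) where at least 5 genes were tested. No correlations of the paper's network genes were computed, since a location has 3 libraries per variety. Loci above 0 were compared between locations by a linear model over the 18 libraries with variety and log2 depth. The models were tested on simulated data, in which 200 genes were changed among the loci of each variety. With 3 libraries against 3 they recovered 149, 155 and 157 of them in H, SM and RSV, with 11, 6 and 7 false calls.

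The comparisons, the alternatives and the rule for naming genes were set before the data were examined, while part of the tests of explanations were chosen after and are named as such. The rule names every gene with an ID in the main text, Table 2 or Table S1, and in each variety the 3 largest rises at each location among genes past the threshold with a mean of at least 1 FPKM and no overlap between locations. Not all genes under this rule are printed. Several printed genes fall outside the rule. The pectinesterases, the XTH Solyc07g056000, the chlorophyll a-b binding proteins, the decarboxylases Solyc08g068600 and Solyc08g068610, the chitinase Solyc07g009530, Solyc12g014630 and the 4 genes given by ID for Table S3 were chosen from Tables S3 to S6 by their description after their values were seen. 0 of the gene IDs matched an entry of the RefSeq gene table, so gene names are the paper's.

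The alternatives were pseudocounts of 0.1 and 1, no filter and a minimum mean of 1 FPKM, libraries rescaled by their median ratio, quantile normalization, eBayes without a trend or robust, a block for the replicate number (1121 DEGs in RSV), a minimum log2 fold change of 1, all 18 libraries in one fit and the omission of each library in turn. One further alternative, without loci listed at 0 at one location and at 100 FPKM or more at the other, was added after the data were seen. Correlation networks, sensory and metabolite data, RT-qPCR, isoforms, sequence variants and GO terms were not analysed here, and neither were the truncated Datasets S1 to S4 as gene sets.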

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

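Of the tests below, the splits of the libraries were set before the results were seen, while the tests on assembly copies and on RSV Sarno replicate 3 were chosen after. The test on assembly copies was also restated, from the number of genes under 0.5 FPKM in all 6 libraries of a variety (1 between SM and H, 7 between RSV and H, 17 between RSV and SM) to the number that reach it in both. In the splits, the location difference common to both varieties was removed first, a step added after the first counts were seen. Of single genes, only those named in the paper's main text, Table 2 or Table S1 were considered. This limit was set after 4 unnamed genes listed at 0 in Sarno were seen among the calls.

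The location response differed between varieties by the interaction test for 12 genes between SM and H, 15 between RSV and H and 93 between RSV and SM. Other assignments of the libraries to locations within each variety rarely gave as many. Of 100 assignments with the real one included, 1 gave as many between SM and H (largest other 2), 2 between RSV and H (largest other 22) and 1 between RSV and SM (largest other 19). A gene without a readable copy in one assembly would be near 0 in that variety. Most of these genes were not. In the same order, 11 of 12, 8 of 15 and 76 of 93 reached 0.5 FPKM in a library of each variety. Between RSV and H the majority was narrow, and the 8 include genes listed at 0 in all RSV Sarno libraries. Without those genes no majority is shown between RSV and H. The 93 genes also did not rest on RSV Sarno replicate 3, because all 93 passed 0.05 in the same direction without it, although its removal was known to raise the count, to 435. Without SM Sarno replicate 2 it rose to 266. Leaving out any of the others lowered the count. It was 26 without SM Acerra replicate 3 (25 of the 93 kept), 30 without RSV Acerra replicate 3 (26 kept) and 33 without RSV Acerra replicate 2 (30 kept), and the direction of all 93 stayed in each of the 12 fits with one library left out. Between SM and H the count rose to 23 without H Sarno replicate 1, and between RSV and H to 121 without RSV Sarno replicate 3 and 93 without H Sarno replicate 1.

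Part of the calls involve loci listed at exactly 0. Of the 12 genes between SM and H, 5 are listed at 0 in all 3 libraries of one location and at 100 FPKM or more at the other, as are 4 of 15 and 3 of 93 in the other comparisons. Further called genes are at 0 at one location and under 100 FPKM at the other, and were not counted. Without the loci past that limit the tests gave 3, 11 and 87, an alternative chosen after the data were seen. For the remaining calls, some of them at 0 at one location, a difference between varieties in their response is an open hypothesis, as are effects of the separate assemblies and Cufflinks runs that were not tested.

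Solyc06g035960, which Table 2 describes as a 4-coumarate-CoA ligase-like protein, was the only one whose response differed by this test among the tested genes named in the paper's main text, Table 2 or Table S1. Between RSV and SM its interaction was -2.20 (standard error 0.35, limma adjusted p = 0.0247). Between SM and H it was 1.86 (standard error 0.39, limma adjusted p = 0.164) and between RSV and H -0.34 (standard error 0.28, limma adjusted p = 0.582). Assembly copies do not explain it by the same measure, since its lowest value in the 18 libraries was 5.46 FPKM. A biological difference between varieties stays open and untested. Not tested were Solyc03g093540, Solyc08g068690 and Solyc02g089630, whose loci join several gene IDs in at least 1 variety, and Solyc07g052980 in the comparisons with H, where its FPKM was too low. Some genes of Tables S3 to S6, outside this limit, also passed between RSV and SM. Among them were Solyc12g014630 (-4.73, standard error 0.35, limma adjusted p = 1.29e-04), listed at 0 in each RSV Acerra library, and Solyc03g083730 (-3.63, standard error 0.64, limma adjusted p = 0.0332).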

How the results depend on the processing

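With quantile normalization 831 DEGs were called in H. A minimum log2 fold change of 1 left 796, 921 and 1065 in H, SM and RSV, by its construction. One fit of all 18 libraries gave 3441 in H, and a block for the replicate number 1121 in RSV. With the location means removed, the correlation across loci between libraries of one number was over 0.1 for 1, 2 and 2 of 3 numbers in H, SM and RSV. The highest values were 0.115, 0.238 and 0.275. Libraries of unlike numbers were not compared, so these values cannot decide whether the replicate numbers pair the libraries.

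The share of DEGs higher in Acerra in H was 72.1% without a filter, 71.0% without a trend in eBayes, 55.6% after rescaling, 51.0% after quantile normalization and 70.5% with the minimum fold change. In SM it was 68.5% after rescaling, 53.2% after quantile normalization, 80.3% with the replicate block and 84.3% with the minimum fold change, and in RSV 48.0% with that minimum. The 95th percentile of the absolute log2 fold change was 1.78, 1.77 and 1.79 in H, SM and RSV with a pseudocount of 0.1, and 1.28, 1.24 and 1.24 with 1, by its construction.

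Without a filter 22, 47 and 153 genes differed in their response between SM and H, RSV and H, and RSV and SM. One fit gave 40 between SM and H and 39 between RSV and H. Without the loci listed at 0 at one location and at 100 FPKM or more at the other there were 3 between SM and H, without a trend in eBayes 23 between RSV and H, and with the replicate block 32 between RSV and SM. The share of DEGs called in 1 variety was 68.4% with the minimum fold change and 33.3% with the looser rule for sharing. With the correlation between genes estimated, 0 of 15 gene sets passed adjusted p 0.05. For changes not due to an alternative's construction, the cause was not tested.

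Over the fits that each left out one library, the DEGs ranged from 3 (without H Acerra replicate 2) to 1771 (without H Sarno replicate 3), from 360 (without SM Acerra replicate 3) to 1642 (without SM Sarno replicate 2) and from 579 (without RSV Acerra replicate 1) to 4168 (without RSV Sarno replicate 3). The share higher in Acerra ranged from 64.9 (without H Sarno replicate 2) to 100.0 (without H Acerra replicate 2), from 69.8 (without SM Sarno replicate 1) to 86.9 (without SM Acerra replicate 3) and from 45.8 (without RSV Sarno replicate 3) to 61.0 (without RSV Sarno replicate 1), in percent. The 95th percentile ranged from 1.31 (without H Sarno replicate 1) to 1.62 (without H Sarno replicate 2), from 1.37 (without SM Sarno replicate 3) to 1.54 (without SM Sarno replicate 2) and from 1.44 (without RSV Sarno replicate 1) to 1.53 (without RSV Sarno replicate 3). The genes that differed in their response ranged from 8 (without H Acerra replicate 2) to 23 (without H Sarno replicate 1) between SM and H, from 11 (without RSV Acerra replicate 1) to 121 (without RSV Sarno replicate 3) between RSV and H and from 26 (without SM Acerra replicate 3) to 435 (without RSV Sarno replicate 3) between RSV and SM. On simulated data, 3 libraries against 2 recovered 123 of 200 changed genes in H. All simulated changes were above 1 in absolute log2 fold change, a level that 796 of the 1598 DEGs in H reached. The simulation had independent noise and left out a Sarno library, not Acerra replicate 2. It therefore cannot decide whether fewer libraries alone account for the count of 3.

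The counts of expressed genes stayed within 1.5 times the reported ones under all alternatives run. Of 60 results for named genes in a variety, 33 kept their direction and side of the threshold under all alternatives run and 0 reversed. Of the changed tests, 83 were weaker (79 with a library left out) and 7 stronger (4 with a library left out).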

Differences from the paper's values

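The paper gives 595 DEGs in H, and 1598 were called here. Of the alternatives set before the data were examined, quantile normalization (831), the minimum log2 fold change of 1 (796) and the fits without H Sarno replicate 1 (768) or 2 (646) came within 1.5 times the paper's value, and the others did not. In SM the paper gives 801 against 1490 here. No filter (1108), the minimum fold change (921) and the fits without SM Acerra replicate 1 (800) or 2 (537) or Sarno replicate 1 (1170) or 3 (812) came within that range, and the others did not. In RSV the paper gives 864 against 2167 here. The replicate block (1121), the minimum fold change (1065) and the fits without RSV Acerra replicates 1, 2 or 3 (579, 691 and 667) or Sarno replicates 1 or 2 (605 and 706) did, and the others did not.

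Of DEGs higher in Acerra, the paper shows about 290 in H in Fig. 1A, read by eye, against 1190 here. Quantile normalization (424) and the fit without H Sarno replicate 2 (419) came within 1.5 times that value, and the other alternatives did not. In SM it shows about 610 in Fig. 1A against 1102. No filter (819), the minimum fold change (776) and the fits without SM Acerra replicate 1 (680) or 2 (447) or Sarno replicate 1 (817) or 3 (665) came within that range, and the others did not. In RSV it shows about 400 in Fig. 1A against 1119. The replicate block (564), the minimum fold change (511) and the fits without RSV Acerra replicates 1, 2 or 3 (341, 359 and 373) or Sarno replicates 1 or 2 (369 and 423) did, and the others did not. Of DEGs higher in Sarno the paper shows about 200 in SM in Fig. 1A against 388. No filter (289), the replicate block (250), the minimum fold change (145) and the fit without SM Sarno replicate 3 (147) came within that range, and the others did not. In RSV it shows about 460 in Fig. 1A against 1048, where the replicate block (557), the minimum fold change (554) and the fit without RSV Acerra replicate 2 (332) did, and the others did not.

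The paper gives 993 genes expressed only in H, against 422 here, 615 in SM against 400 and 669 in RSV against 382. With a minimum of 0.1 FPKM the SM count was 436, within 1.5 times the paper's, and none of the other alternatives closed the gap for H, SM or RSV. The paper's Fig. S2 gives the numbers the other way round, 669 for SM and 615 for RSV. Against these, the RSV count of 442 genes with values above 0 in all 6 libraries is within 1.5 times, and none of the other alternatives closed the gap for SM or RSV.

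Among 236 FPKM values of Tables S4 to S6, 229 did not differ from the paper's, where a difference means more than 1.5 times and more than 1 SD of the 3 libraries, 12 of them after the columns of the Sarno genes of Table S4 were exchanged. The paper's values for Solyc02g092790 in SM are 17.24 in Acerra and 1.13 in Sarno, against 263 and 60.4 FPKM here. For Solyc09g075420 in H they are 17.15 and 1.76, against 372 and 84.3 FPKM. For Solyc00g095860 in RSV they are 7.55 and 0.04, against 38.8 and 7.95 FPKM, and for Solyc12g014630 in RSV the paper's Sarno value is 10.21, against 16.4 FPKM. No alternative applies to these means.

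The paper describes the direction of the DEGs in SM as opposite to that in H and RSV, while here 74.5% in H and 74.0% in SM were higher in Acerra. The shares of H, SM and RSV were 55.6%, 68.5% and 51.7% after rescaling, 70.5%, 84.3% and 48.0% with the minimum fold change and 51.0%, 53.2% and 53.7% with quantile normalization, so SM stood apart from H in the first 2 of these. It describes a wider fold change of differentially expressed transcripts in SM and RSV than in H. The 95th percentiles here, over all tested loci, were 1.42 and 1.43 against 1.46. Among DEGs, an absolute log2 fold change of at least 1 was found for 921 of 1490 in SM, 1065 of 2167 in RSV and 796 of 1598 in H. By this measure the share was higher in SM than in H, but not in RSV. It gives H the highest number of expressed genes, and H had the lowest here, 17117. The caption of Fig. S2 describes genes not modulated by the environment, while the counts here include DEGs. The order of the varieties is therefore not compared like with like. Some XTH results that were not called here passed 0.05 with the replicate block, with adjusted p-values of 0.0310 for Solyc03g093120 in H and of 0.0424 and 0.0336 for Solyc12g011030 in SM and RSV (log2 fold changes 2.91, 1.97 and 1.35). Solyc07g052980 in SM, also not called, did not pass with it (adjusted p 0.324). Over the pseudocounts, rescaling and the block the adjusted p of Solyc03g093120 in H and Solyc12g011030 in SM and RSV ranged from 0.0310 to 0.0658, 0.0424 to 0.0727 and 0.0336 to 0.0570. The same block moved Solyc03g007960 in SM the other way, from an adjusted p of 0.0393 to 0.0582.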

Other observations

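The tests on the DEGs of the varieties together, direction of the DEGs, Sarno list of RSV, scale of H Sarno replicate 1, depth and loci above 0, RSV Sarno replicate 3, loci listed at 0 and short loci were chosen after the results were seen. The short loci were first compared by their spread between libraries (SD 0.703, 0.681 and 0.880 in H, SM and RSV, against 0.208, 0.227 and 0.178 for annotated loci of the same FPKM), then by the direction of the called loci and then by the overlap of the locations. The depth test was changed from a comparison within groups to one between locations at equal depth, first by variety, then over the varieties and then with both measures of depth, and the test on direction was limited to larger fold changes. The loci listed at 0 were first tested together (15) and then divided by variety.

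Each of the 10 splits of the 6 libraries of a variety into 3 and 3 was fitted. The split by location was the only one with as many DEGs in H, SM and RSV (1 of 10 each), with at most 0, 3 and 1 in another split. In one variety alone, location and a fortunate grouping cannot be told apart, since 10 splits give no share under 0.1. Of the 1000 combinations of one split per variety, 1, the real one, gave as many DEGs in every variety, which argues against a fortunate grouping in the 3 varieties together. Harvest or handling per location would follow the same split and was not tested.

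Across genes, the location log2 fold changes of different varieties were correlated, with Pearson's r of 0.625 for SM and H, 0.624 for RSV and H and 0.598 for RSV and SM. Genes are not independent replicates. Of 100 assignments of the libraries to locations, 1 gave an absolute r as large in each pair, the real one, and the largest other values were 0.577, 0.558 and 0.578. Of the Table S4 genes for Acerra in SM, 44 of 45 were higher in Acerra in H (20 called) and 43 of 44 in RSV (26 called). Of 10000 random lists matched on mean FPKM, 0 had a median log2 fold change as high as the 2.21 of the 40 listed genes without another ID in their locus in H, or the 1.81 of the 42 in RSV. The medians of all tested listed genes were 2.06 and 1.77. A response shared by the varieties is a hypothesis, since all varieties grew at the same locations and harvest or handling per location was not tested.

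In H, 55.6% of the DEGs were higher in Acerra after each library was rescaled by its median ratio, but this rescaling centers the fold changes, so a more even split does not show that the scale was the cause. Of the DEGs with an absolute log2 fold change of at least 1 after rescaling, 56.3% in H were higher in Acerra (95% Wilson interval 52.3 to 60.3%). In H an offset in scale and a true excess cannot be told apart. In SM the share was 82.3% (79.7 to 84.7%), which argues against an offset as the whole cause there. With quantile normalization the shares of these DEGs were 56.3% in H and 76.7% in SM.

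The Table S5 genes listed for Sarno in H rested on Sarno replicate 1. The median over all tested loci of this library against the other two Sarno libraries was -0.08, while the listed genes lay 4.25 higher, which argues against an offset in scale. Of 27 genes near 0 in H and at 5 FPKM or more in SM or RSV, 1 lay above 1 FPKM in this library. A gene that is not estimated in the H run would stay at 0 with any fruit, so this does not decide, and fruit of another variety in the library stays open. Loci of the same Acerra FPKM rose by a median of 0.0703 in it, which argues against depth. Differences between fruits, such as in ripening, were not tested. In SM, 6 of the 6 listed genes that were tested were also higher in Sarno (0 called). In RSV, 10 of 11 were (3 called). Only genes past the minimum FPKM were tested, and for genes low in Acerra that minimum favors higher Sarno values. The direction in SM and RSV therefore does not decide whether that in H rested on H Sarno replicate 1 alone. Whether single libraries carry these genes in SM or RSV was not tested. In RSV, 2 of the 29 Table S6 genes for Sarno rested on 1 library, so a single library does not carry that list.

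In RSV Sarno replicate 3, 30.3% of the summed FPKM lay in 1 locus without a gene ID and 64.1% in 10 loci. If these 10 loci had taken reads in this proportion from all other genes, the others would lie lower by 1.07 in log2 than in the other two Sarno libraries. With the values set to the mapped fragments of Table S2, so that a scaling of the libraries to each other is undone, the median over tested loci was -0.0710 (from -0.131 to 0.121 over the 18 libraries), which argues against such a lowering. The test first used the values as given, where a scaling of the libraries may have fixed the median (-0.0153).

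The Sarno libraries had on average more loci above 0 than the Acerra libraries, by 688 in H, 841 in SM and 1010 in RSV. Within the groups the number rose by 1120 per doubling of the depth from Table S2 (standard error 281). At equal depth, in a linear model over the 18 libraries with variety and depth, the difference was 450 with the depth from Table S2 (exact permutation test of the locations within each variety, p = 0.00500) and 275 with the relative depth from the low FPKM values (same exact permutation test, p = 0.0525). By variety, with the depth from Table S2, it was 660 in H (standard error 235), -158 in SM (standard error 343) and 376 in RSV (standard error 284). With the other measure it was 409 in H (standard error 207), -368 in SM (standard error 309) and 238 in RSV (standard error 251). Depth as the whole cause therefore stays undecided, since the result depends on the measure of depth. One slope was assumed for all groups, and in SM and RSV no Acerra library was as deep as a Sarno library. A difference in the fruit between the locations was not tested.

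In total 15 loci were listed at 0 in all 3 Sarno libraries of a variety and at a mean of 100 FPKM or more in Acerra, and 0 the other way. Of 679 annotated loci at 500 FPKM or more in Acerra, 14 were listed at 0 in Sarno and 1 fell to a low value above 0. In SM and RSV, where all Sarno libraries are deeper, 13 such loci may be failed estimates in the deeper libraries. Of these, 2 in SM were also at 0 in an Acerra library and rested mostly on Acerra replicate 2, so they differ from the others. In H, by Table S2, 2 of the 3 Acerra libraries are deeper than a Sarno library, and Acerra replicate 3 is by the low FPKM values too, which argues against that for its 2 loci, and their cause stays open.

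The largest rises in Sarno include short loci without a gene ID. Of 51 called loci of this kind under 300 bp, 28 were higher in Sarno, but the varieties split in opposite ways, with 11 higher in Acerra and 3 in Sarno in H, 5 and 14 in SM, and 7 and 11 in RSV. Over all tested loci of this kind, called or not, all 3 Sarno values exceeded all 3 Acerra values in 22.2% in SM and 24.2% in RSV, where chance gives 5% (exact binomial test, one-sided, p = 4.86e-12 and 9.69e-16). This argues against noisy FPKM values of short loci as the whole cause of their rises in Sarno, though loci are not independent of each other. In H the share was 8.74% (exact binomial test, one-sided, p = 0.0731), too close to chance to decide, while 27 of 103 loci had all Acerra values above all Sarno values. The cause of these rises stays open.

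The paper's networks rest on correlations past 0.8 within a location. Of 10000 random gene pairs, 42.0% in SM Acerra, 41.8% in SM Sarno, 40.6% in RSV Acerra and 49.0% in RSV Sarno had an absolute correlation over 0.8 across 3 libraries, where unrelated values give 41.0%. The small number of libraries is a candidate explanation for the number of such correlations. How the paper's own correlations were computed over replicates was not tested.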
